# The Hippo pathway links adipocyte plasticity to adipose tissue fibrosis

**DOI:** 10.1038/s41467-022-33800-0

**Published:** 2022-10-13

**Authors:** Hongyu Shen, Xun Huang, Yiheng Zhao, Dongmei Wu, Kaili Xue, Jingfei Yao, Yushuang Wang, Nan Tang, Yifu Qiu

**Keywords:** Metabolic diseases, Growth factor signalling, HIPPO signalling, Extracellular matrix, Adipocytes

## Abstract

Fibrosis disrupts adipose tissue (AT) homeostasis and exacerbates metabolic dysfunction upon chronic caloric excess. The molecular mechanisms linking adipocyte plasticity to AT fibrosis are largely unknown. Here we show that the Hippo pathway is coupled with TGFβ signaling to orchestrate a cellular and/or functional shift of adipocytes from energy storage to extracellular matrix (ECM) remodeling in AT fibrosis. We found that *Lats1/2*-knockout adipocytes could dedifferentiate into DPP4^+^ progenitor cells and convert to DPP4^−^ myofibroblasts upon TGFβ stimulation. On the other hand, Hippo pathway inhibition during obesity impaired adipocyte identity while promoted ECM remodeling activity of adipocytes. Macrophages recruited by CCL2 produced TGFβ to accelerate AT fibrosis. YAP and TAZ, the Hippo downstream effectors, enhanced SMAD2 stability to promote fibrotic responses. Importantly, inhibition of YAP/TAZ activity in obese mice markedly relieved AT fibrosis and improved metabolic homeostasis. Together, our findings identify the Hippo pathway as a molecular switch in the initiation and development of AT fibrosis, implying it as a therapeutic target.

## Abstract (web summary)

Adipose tissue fibrosis is connected to obesity-related metabolic dysfunction. Qiu and colleagues discover that the Hippo pathway acts as a molecular switch in the initiation and development of adipose tissue fibrosis upon TGFβ stimulation.

## Introduction

Adipose tissue (AT) undergoes continuous remodeling for the adaptation to energy alterations during obesity^1,2^. Maladaptive AT remodeling is characterized by adipocyte hypertrophy (an increase in adipocyte size), inflammation and fibrosis, and associated with metabolic abnormalities like type 2 diabetes^3^. In the context of nutrient excess, AT expands through hypertrophy and hyperplasia (an increase in adipocyte number through de novo differentiation). Hypertrophic adipocytes exhibit reduced expression of fat identity genes that leads to an impaired capacity to store excess lipid, and release inflammatory adipokines to aggravate AT microenvironment^4^. The microenvironment, comprised of fibroblasts, immune cells and endothelial cells, is implicated in the progression of AT fibrosis that is defined as an excessive accumulation of extracellular matrix (ECM) and impairs AT function^3^. Adipocyte-specific overexpression of endotrophin, the cleavage C5 domain of the COL6α3, aggravates high-fat-diet (HFD)-induced fibrosis and metabolic dysfunction^5^. Importantly, AT fibrosis is associated with insulin resistance of individuals with obesity^6–8^.

AT fibrosis is regulated by hypoxia, PRDM16, and PDGF signaling. Hypoxia-inducible factor 1α, a key transcriptional factor induced by hypoxia, triggers AT fibrosis by inducing transcription of ECM components and changing cellular redox status to influence collagen crosslinking enzymes like lysyl oxidase (LOX)^9^. PRDM16 forms a complex with GTF2IRD1 in white adipocytes upon adrenergic stimulation like cold exposure and CL-316,243 treatment to reduce AT fibrosis, or elicits an adipocyte-to-precursor paracrine signal that act on precursor cells to block myofibroblast differentiation^10,11^. Activation of PDGFRα signaling in perivascular cells drive AT fibrosis^12^. During HFD-induced obesity, PDGFRα^+^CD9^hi^ progenitors express ECM to promote AT fibrosis, whereas PDGFRα^+^CD9^lo^ progenitors are prone to undergo adipogenesis^13^. A recent study identified a subpopulation of mature adipocytes that exhibited reduced fat cell identity and functionally shifted to an ECM-remodeling status in response to HFD-induced obesity^14^. However, whether and how adipocyte plasticity contributes to AT fibrosis remain poorly understood.

Transforming growth factor β (TGFβ) is the master regulator of fibrosis, which activates fibroblasts and myofibroblasts and accelerates ECM accumulation. TGFβ includes three isoforms (TGFβ1, TGFβ2, TGFβ3) in mammals. In canonical TGFβ signaling, TGFβ binds to TGFβ receptor 2 (TGFβR2), which then recruits TGFβ receptor 1 (TGFβR1) to enhance phosphorylation of SMAD2 and SMAD3. Phosphorylated SMAD2/3 form a complex with SMAD4 to translocate to the nucleus and induce ECM gene expression^15^. In addition, TGFβ can signal through non-canonical pathways mediated by MAP kinases (ERK, JNK, p38), PI3K/AKT, and Rho-associated coiled-coil containing protein kinases (ROCKs) to promote fibrosis^16^.

The Hippo pathway plays a remarkable role in the regulation of organ size and tissue homeostasis. Its core components comprise a kinase cascade and a transcriptional module. Activation of the Hippo pathway kinases LATS1/2 phosphorylates YAP/TAZ (the downstream transcriptional coactivators) and promotes their cytoplasmic retention and proteolytic degradation. In addition, mechanical cues can directly regulate YAP/TAZ activation via relieving their sequestration by nuclear ARID1A-SWI/SNF complex^17–19^. Non-phosphorylated YAP/TAZ shuttle into the nucleus and bind to the transcription factors, particularly TEADs, to drive target gene expression^20^. YAP and TAZ activity is critical for PKA-induced adipogenesis^21^. TAZ controls a cell fate choice between adipogenesis and osteogenesis of mesenchymal stem cells by interaction with PPARγ or Runx2^22^. Although the Hippo pathway has been implicated in the development of adipocyte in vitro, whether it regulates adipocyte plasticity in vivo in the progression of AT fibrosis was unclear.

In this study, we reveal that the Hippo pathway links adipocyte plasticity to AT fibrosis via close coordination with TGFβ signaling. Using genetic mouse models, we uncover the cellular and molecular mechanisms controlling AT fibrosis development. These mechanisms also apply to obesity-induced AT fibrosis. Furthermore, our genetic and chemical genetic data suggest that targeting the YAP/TAZ–TEADs axis could largely ameliorate AT fibrosis.

## Results

### Obesity is associated with Hippo pathway inhibition and fibrotic induction in ATs

To investigate the role of the Hippo pathway in obesity-induced AT fibrosis, we first profiled the expression of several pathway components in the hyperphagic *Leptin*-deficient *ob/ob* mouse model, which has been shown to exhibit elevated ECM deposition in the obese state^9^. Obesity robustly induced transcription of fibrotic genes in both subcutaneous white AT (scWAT) and visceral white AT (vWAT), including *Col1a1*, *Col6a1*, and *Mmp2* (Fig. 1a and Supplementary Fig. 1a), consistent with RNAseq analysis of adipocytes that acquire a fibroblast-like transcriptional signature in response to a HFD feeding^23^. Meanwhile, obesity increased messenger RNA (mRNA) level of Hippo pathway effectors *Yap1*, *Wwtr1 (Taz)*, and their downstream targets, such as *Ctgf* and *Cyr61* (Fig. 1a and Supplementary Fig. 1a). Transcriptome analysis of human abdominal scWAT also revealed that obesity induces the expression of genes of the fibrosis pathway and YAP conserved signatures (Supplementary Fig. 2a, b). *Lats1* and *Lats2* mRNA were upregulated in both obesity models (Fig. 1a, e and Supplementary Fig. 1a, k). At the protein level, LATS2 was markedly reduced whereas YAP/TAZ was significantly upregulated both in scWAT (Fig. 1b, c) and vWAT (Supplementary Fig. 1b, c) of obese mice compared to lean controls. This may imply a compensatory mechanism by which *Lats1* and *Lats2* mRNA expression is induced. The relative amount of phosphorylated YAP and TAZ (pYAP and pTAZ) was reduced, indicating inhibition of the Hippo pathway (Fig. 1d and Supplementary Fig. 1d). The WATs of female mice exhibited similar expression patterns of Hippo pathway components and fibrotic genes (Supplementary Fig. 1e–j). In addition, the Hippo pathway was inhibited and the expression of YAP/TAZ and their downstream targets was increased in another obese mouse model, which was HFD-induced obesity, accompanied by a robust induction of fibrotic program (Fig. 1e–h and Supplementary Fig. 1k–m). We also found that *WWTR1* (encoding *TAZ*) and *YAP1* mRNA expression are positively correlated with the AT fibrosis levels of individuals, as marked by normalized expression values for COL6A3 and MMP2 (Supplementary Fig. 2c–f). Together, these findings reveal a strong positive correlation between Hippo pathway inactivation and fibrotic induction during obesity-induced AT fibrosis.

**Fig. 1:**
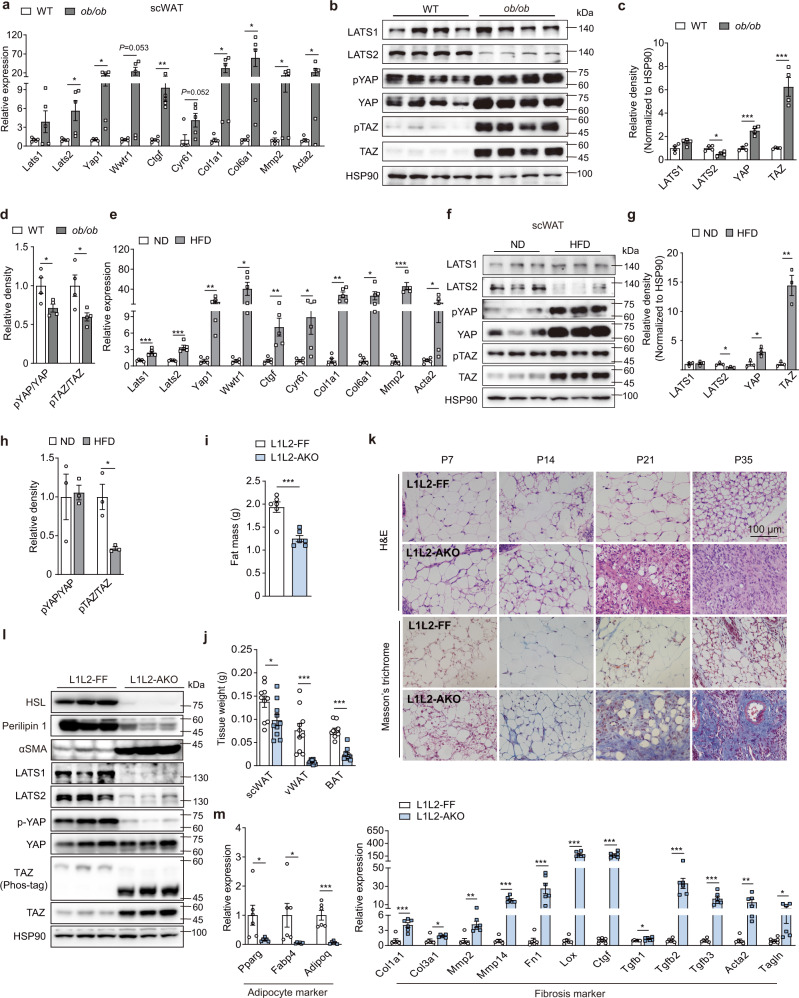
*Lats1/2* deficiency leads to fat remodeling. **a**–**d** Male WT or *ob/ob* mice were analyzed at 12 weeks old. **a**, Real-time quantitative PCR (RT-qPCR) analysis of genes involved in Hippo pathway and fibrotic response in scWAT (*n* = 5 mice). **b**, Immunoblot analysis of LATS1/2, YAP/TAZ, YAP phosphorylated at Ser112 (p-YAP) and TAZ phosphorylated at Ser89 (p-TAZ) in scWAT. **c** Quantification of protein expression from scWAT shown in **b** (*n* = 4 mice). **d** Quantification of phosphorylation levels of YAP/TAZ (*n* = 4 mice). **e**–**h** Male WT mice were fed a HFD or ND for 18 weeks. **e** RT-qPCR analysis of genes involved in Hippo pathway and fibrotic response in scWAT (*n* = 5 mice). **f** Immunoblot analysis of LATS1/2, YAP/TAZ, p-YAP and p-TAZ in scWAT. **g** Quantification of protein expression from scWAT shown in **f** (*n* = 3 mice). **h** Quantification of phosphorylation levels of YAP/TAZ (*n* = 3 mice). **i**–**m** Male *Lats1*^*f/f*^*Lats2*^*f/f*^ (L1L2-FF) and *Lats1*^*f/f*^*Lats2*^*f/f*^ *Adipoq*^*Cre*^ (L1L2-AKO) mice were analyzed at 5 weeks old. **i** Quantification of body fat mass by DXA (*n* = 6 mice). **j** Quantification of scWAT, vWAT and BAT weight (*n* = 10 mice). **k** Representative sections of scWAT with H&E staining or Masson’s trichrome staining at the indicated age. **l** Immunoblot analysis of adipocyte identity and fibrotic protein expression. **m** RT-qPCR for adipocyte and fibrotic marker gene expression in scWAT (*n* = 6 mice). Data are means ± SEM. Two-tailed unpaired Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001. Exact *P* values are provided in a Source data file.

### Hippo pathway inactivation in adipocytes leads to a substantial AT remodeling

To assess the function of Hippo pathway in ATs, we crossed *Lats1*^*f/f*^*Lats2*^*f/f*^ (L1L2-FF) with *Adipoq*^*Cre*^ mice to generate adipocyte-specific *Lats1/2* double-knockout mice, named *Lats1*^*f/f*^*Lats2*^*f/f*^*Adipoq*^*Cre*^ (L1L2-AKO). *Lats1/2* deletion results in a reduction of *Lats1*/*2* mRNA expression in scWAT and brown AT (BAT) but not in non-ATs, indicating a selective deletion of *Lats1/2* in ATs (Supplementary Fig. 3a, b). Quantification of mRNA in adipocytes isolated from P7 L1L2-FF and L1L2-AKO male mice showed ∼70% reduction of *Lats1* and *Lats2* expression in scWAT (Supplementary Fig. 3c). Compared to L1L2-FF controls, L1L2-AKO mice exhibited reduced body size and had less body weight at the age of five weeks (Supplementary Fig. 3d, e). They started to die from postnatal day 28 (P28) and none survived past P42 (Supplementary Fig. 3f). Adipocyte *Lats1/2* deletion resulted in smaller liver but indistinguishable hepatocyte morphology (Supplementary Fig. 3g). Accordingly, L1L2-AKO mice had less fat mass and tissue weight of scWAT, vWAT and BAT (Fig. 1i, j and Supplementary Fig. 3h), which was in accordance with a decrease of plasma non-esterified fatty acids (NEFAs) (Supplementary Fig. 3i). Concomitantly, *Lats1/2*-deficient scWAT exhibited a massive loss of fat compared to that of their L1L2-FF littermates, as evidenced by a pronounced reduction in mRNA expression of adipocyte marker genes like *Pparg*, *Fabp4*, and *Adipoq* and in protein expression of HSL and Perilipin 1, two key lipolytic enzymes (Fig. 1l, m). These results indicate that adipocyte *Lats1/2* deletion leads to a fat-loss phenotype. This fat-loss phenotype was not attributed to an apoptosis of adipocytes as no cleaved caspase 3 was observed in L1L2-AKO mice (Supplementary Fig. 3j).

Meanwhile, L1L2-AKO scWAT showed a drastic increase in the expression of fibrotic genes including *Col1a1* and *Col3a1* (responsible for collagen production), *Mmp2* and *Mmp14* (collagen breakdown), *Fn1* (matrix assembly), *Lox* (matrix cross-linking) and *Tagln* (myofibroblast) (Fig. 1m), indicating an accumulation of excessive ECM upon adipocyte *Lats1/2* absence. Additionally, *Acta2*/αSMA expression was robustly upregulated at both mRNA and protein levels, implying that myofibroblasts were recruited and activated to promote fibrosis in AT (Fig. 1l, m). We isolated adipocytes from P7 L1L2-AKO scWAT to perform RNAseq analysis and found that *Lats1/2*-deficient adipocytes showed an increase of genes involved in ECM remodeling (Supplementary Fig. 3l). 

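RNA was sequenced from adipocytes isolated from inguinal scWAT of male P7 mice, in 3 libraries from L1L2-FF mice and 3 from L1L2-AKO mice. Each library was made from the pooled adipocytes of 4 mice. L1L2-AKO mice carry floxed *Lats1* and *Lats2* alleles and Cre recombinase under the control of the *Adipoq* promoter, and L1L2-FF mice carry the floxed alleles without Cre. The adipocytes were obtained by collagenase digestion and flotation, so that any other cell that floated with them or clung to them also gave RNA to a library. mRNA was captured with oligo(dT) and read as paired ends on a BGISEQ-500. The authors aligned the reads to mm10 with HISAT2 and processed the alignments with SAMtools and StringTie, and they deposited the whole number of reads counted per gene symbol, without normalization. The paper's text does not name the gene annotation, the counting program or its strand setting, so reads from overlapping genes and from near-identical copies could be assigned in ways that cannot be traced in the counts. The total count was 31492835, 30548473 and 32107917 in L1L2-FF replicates 1 to 3, and 31972386, 30833700 and 31018213 in L1L2-AKO replicates 1 to 3. The highest total was 1.05 times the lowest. The table lists 37384 gene symbols. The default count filter of edgeR kept 15674 of them and left out 21710. The counts were scaled by TMM normalization and compared between genotypes with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes tested and without pairing of replicate numbers. At an adjusted p-value threshold of 0.05, 2580 genes differed, 1455 of them higher and 1125 lower in L1L2-AKO. Adding a threshold of 2-fold left 1366 genes, and leaving out each library in turn gave between 1281 and 2845 genes. The common biological coefficient of variation was 0.206. The first principal component of the log2 CPM values held 61.8% of the variance and separated the genotypes. The second held 17.2% and separated L1L2-FF replicate 2 from L1L2-FF replicate 3. Expression levels are given as TMM-normalized CPM, with the SD over the 3 libraries of a genotype.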

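The targeted genes were examined first, as a check of the genotype labels. *Lats1* lies on chromosome 10 of mm10 from 7681214 to 7716460 on the plus strand (GENCODE M21, ENSMUSG00000040021.13). Its level was 82.9 ± 9.90 CPM (SD, n = 3 libraries) in L1L2-FF and 40.2 ± 1.16 CPM (SD, n = 3) in the libraries labelled L1L2-AKO. *Lats1* fell by 1.04 on the log2 scale (standard error 0.118, adjusted p = 0.00131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lats2* lies on chromosome 14 from 57689662 to 57758388 on the minus strand (ENSMUSG00000021959.16). Its level was 76.4 ± 8.67 CPM (SD, n = 3) in L1L2-FF and 119 ± 20.6 CPM (SD, n = 3) in the libraries labelled L1L2-AKO, so this gene went against the label. The log2 fold change of *Lats2* was 0.64 (standard error 0.156, adjusted p = 0.0278 from the same edgeR test with Benjamini-Hochberg adjustment), and the count was higher in each of the 3 libraries labelled L1L2-AKO than in every L1L2-FF library. With each library left out in turn it stayed between 0.55 and 0.78, and the adjusted p-value of edgeR's test rose above 0.05 in 4 of the 6 fits, up to 0.104. Counts per gene do not separate the floxed exons from the rest of a transcript, and the gene shares 41.2% of its 50-base stretches with a readthrough transcript that joins it to *Xpo4* and that has no count of its own in the table. Because of *Lats2*, the directions that follow are those between L1L2-FF and the libraries labelled L1L2-AKO.
Supplementary Fig. 3l shows 18 genes, the same 18 that the paper shows for human scWAT in Supplementary Fig. 2a. Of these, 12 had a higher and 6 a lower fitted level in the libraries labelled L1L2-AKO. At an adjusted p-value of edgeR's test under 0.05, 8 were higher, 1 was lower and 9 did not differ, over all genes tested and also when adjusted over the list alone. The alternative that moved this result most was leaving out L1L2-FF replicate 3, or L1L2-AKO replicate 2, with 2 genes higher in each case. *Acta2* (chromosome 19, 34241090 to 34255590), which encodes αSMA, rose from 58.6 ± 9.27 to 202 ± 58.2 CPM (SD, n = 3 each), a log2 fold change of 1.78 (standard error 0.235, adjusted p = 0.00231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col1a1* (chromosome 11, 94936224 to 94953042) rose from 2059 ± 391 to 3472 ± 346 CPM (SD, n = 3 each). Its log2 fold change was 0.75 (standard error 0.206, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0427). The adjusted p-value of *Col1a1* in edgeR's test rose above 0.05 in 5 of the 6 fits without a library. It reached 0.119 with L1L2-AKO replicate 3 left out. *Fn1* (chromosome 1, 71585520 to 71653200) rose by a log2 fold change of 0.78 (standard error 0.185, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0255). Its call was also lost in 5 of the 6 fits without a library, with an adjusted p-value of up to 0.0769 in edgeR's test without L1L2-FF replicate 1. For *Tgfb1* (chromosome 7, 25687002 to 25705077) the log2 fold change was 0.63 (standard error 0.135, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0172). The call of *Tgfb1* was lost in 2 of the 6 fits without a library, with an adjusted p-value of up to 0.0659 in edgeR's test without L1L2-AKO replicate 2. The other collagen genes were within the replicate error: *Col1a2*, *Col6a1*, *Col6a2* and *Col6a3* had log2 fold changes of -0.24, 0.26, 0.20 and -0.11, with adjusted p-values of 0.409 to 0.803 in edgeR's test with Benjamini-Hochberg adjustment. Elastin, encoded by *Eln*, did not differ either (log2 fold change -0.20).
Among the 9 integrin genes of the panel, the largest rise was that of *Itgam* (chromosome 7, 128062640 to 128118491), from 10.0 ± 1.42 to 32.2 ± 2.76 CPM (SD, n = 3 each), a log2 fold change of 1.69 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 5.3e-04). *Itgam* shares 66.3% of its 50-base stretches with the overlapping annotated gene *Gm49368*, which has no count of its own in the table, so its level is uncertain. *Itgb2* had a log2 fold change of 1.02, *Itga4* of 0.63 and *Itgb1* of 0.52, each with an adjusted p-value under 0.05 in edgeR's test that rose above it in 5 of the 6 fits without a library for *Itgb2* and *Itga4* and in all 6 for *Itgb1*. *Itgam* and *Itgb2* are expressed by leukocytes, and all 18 genes of a list of macrophage markers also rose in these libraries. *Itgae* went the other way, with a log2 fold change of -1.38 (standard error 0.347, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0311) at a low level of 3.64 ± 1.10 and 1.39 ± 0.425 CPM (SD, n = 3 each), and its call was lost in 5 of the 6 fits without a library. *Itgax* had a log2 fold change of 1.26 that did not pass the threshold, and *Itga3*, *Itga5* and *Itga8* lay between -0.21 and 0.07. In 10 of the 18 genes, 9 higher and 1 lower, the 3 libraries labelled L1L2-AKO did not overlap with the 3 L1L2-FF libraries, where chance gives 10% of genes and 36.4% of all tested genes did not overlap. From Supplementary Fig. 3l, the paper states an increase of ECM remodeling genes in *Lats1/2*-deficient adipocytes, beside the rise of fibrotic genes and *Acta2* that it measured in whole L1L2-AKO scWAT (Fig. 1m).

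**Figure D1:**
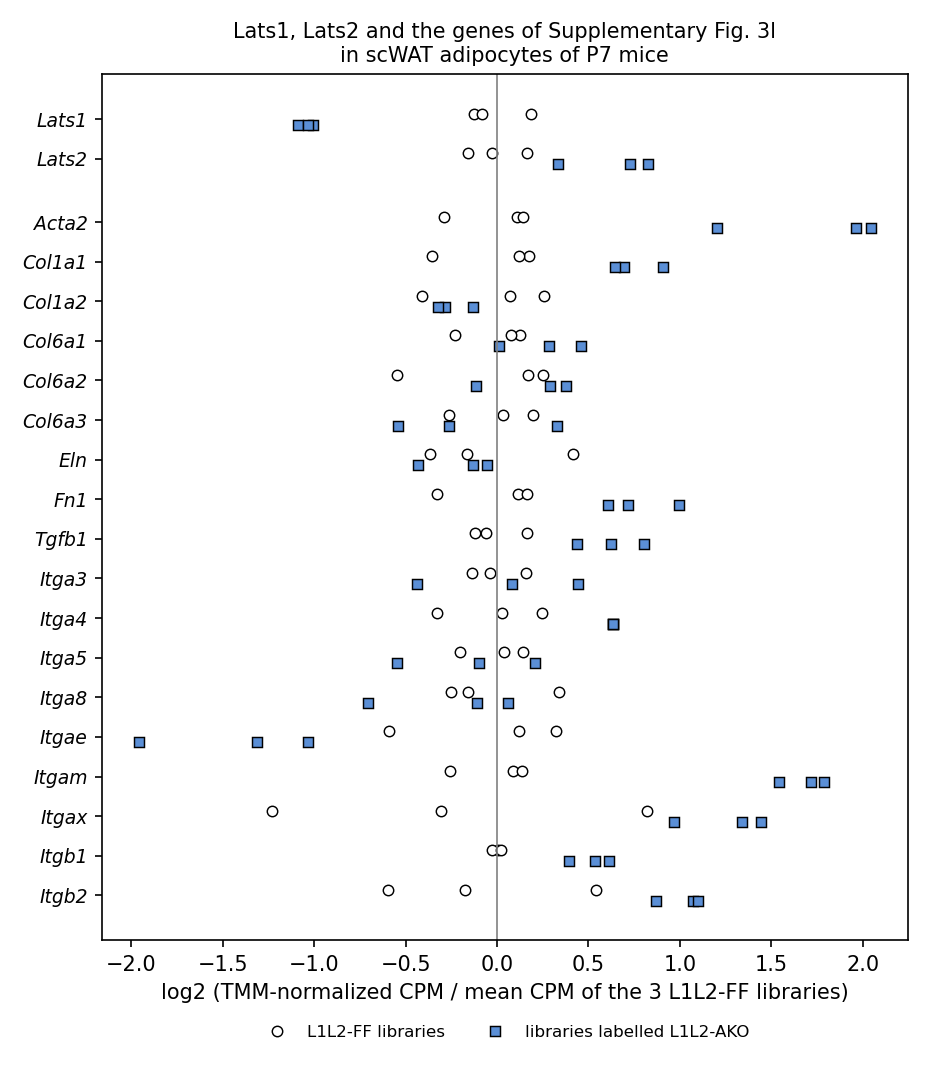
Level of *Lats1*, *Lats2* and the 18 genes of Supplementary Fig. 3l in each library, as the log2 ratio of its TMM-normalized CPM to the mean CPM of the 3 L1L2-FF libraries; open circles are L1L2-FF libraries, blue squares are libraries labelled L1L2-AKO, and the vertical line marks the L1L2-FF mean. *Lats1* lies left of the line and *Lats2* right of it in all 3 libraries labelled L1L2-AKO, and in 9 of the 18 panel genes all 3 squares lie right of every circle.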

Next, we confirmed the fat-loss and fibrosis phenotype of L1L2-AKO mice by staining approaches: the hematoxylin and eosin (H&E) staining showed that lipid-enriched adipocytes gradually disappeared in the scWAT depots of the knockout mice during growth (Fig. 1k), whereas Masson’s trichrome staining showed that collagen deposition gradually increased and reached a maximum at five weeks old (Fig. 1k). Picrosirius red staining provided another evidence to confirm the abnormal accumulation of collagens (Supplementary Fig. 3k). *Lats1* and *Lats2* play a redundant role in maintaining AT homeostasis as revealed by that single knock-out of *Lats1* (L1-AKO) or *Lats2* (L2-AKO) does not lead to fat loss or induce AT fibrosis (Supplementary Fig. 3o–q), which is consistent with what was reported in other tissues^24,25^. We observed a similar body size and body weight of L1L2-AKO mice compared to L1L2-FF mice at P21 when AT fibrosis was robustly induced (Fig. 1k and Supplementary Fig. 3m, n), excluding a potential indirect effect of reduced body side on AT biology of L1L2-AKO mice at P35. Collectively, these findings demonstrate that inactivation of *Lats1/2* in adipocyte is sufficient to induce drastic fat remodeling, suggesting that the Hippo pathway may function as a key molecular switch to maintain AT homeostasis.

### *Lats1/2* deficiency-induced AT fibrosis does not depend on MST1/2

MST1 was downregulated while MST2 not altered in diet-induced obesity model and both MST1 and MST2 were unchanged in genetic *ob/ob* model (Supplementary Fig. 4a, b), implying that the Hippo pathway was partially inactivated in obesity. We further generated *Mst1*^*f/f*^*Mst2*^*f/f*^*Adipoq*^*Cre*^ (M1M2-AKO) mice to specifically delete *Mst1/2* in adipocytes. We found no change of adipocyte identity and AT fibrosis at 5 weeks old, not like what was observed with L1L2-AKO mice (Supplementary Fig. 4c–f). This finding indicates that *Lats1/2* deficiency-induced AT fibrosis does not depend on their canonical upstream kinases MST1/2.

### Hippo pathway inactivation alone is not sufficient to induce AT fibrosis

To determine the cell-autonomous role of LATS1/2 in AT remodeling, we depleted *Lats1/2* in differentiated adipocytes using CRISPR-Cas9 approach to mimic the in vivo state of L1L2-AKO mice. We infected *Cas9*^*Tg/+*^ stromal vascular fraction (SVF) with AAV carrying guide RNAs (gRNAs) against *Lats1/2* on day 2 post induction to effectively knockout LATS1/2 in mature adipocytes by day 6 (Supplementary Fig. 5a, b). Two independent gRNAs were able to effectively knockout *Lats1/2* (Supplementary Fig. 5e) and impaired adipocyte identity in a knockout efficiency-dependent manner, with no induction of the expression of fibrotic program (Supplementary Fig. 5c, d). We thus chose the more effective gRNA1 for the following experiments. Together, these results suggest that LATS1/2 inactivation impairs adipocyte identity in a cell-autonomous manner.

To further analyze the functional effects of *Lats1/2* deletion on AT in adult mice, we generated inducible adipocyte-specific *Lats1/2* double-knockout mice by crossing *Lats1*^*f/f*^*Lats2*^*f/f*^ with *Adipoq*^*Cre-ERT2*^ mice, named *Lats1*^*f/f*^*Lats2*^*f/f*^*Adipoq*^*Cre-ERT2*^ (L1L2-iAKO). We injected tamoxifen into L1L2-iAKO male mice to induce *Lats1/2* deletion at the age of eight weeks when adipocytes were well differentiated. Tamoxifen administration resulted ∼65% reduction of *Lats1* and *Lats2* expression in adipocyte rather than SVF from L1L2-iAKO scWAT (Supplementary Fig. 5f). Four weeks post tamoxifen administration, L1L2-iAKO mice exhibited impaired adipocyte identity with no alteration of body weight compared to L1L2-FF controls, as shown by the decreased expression of *Pparg*, *Fabp4*, *Adipoq*, and *Glut4* (Supplementary Fig. 5g, h). However, unlike what was observed in L1L2-AKO mice, the expression of fibrotic genes, including *Col1a1* and *Mmp14*, was nearly unaffected in L1L2-iAKO mice, albeit with a slight upregulation of *Fn1*, an early constituent of newly formed ECM (Supplementary Fig. 5i)^26^. We next sought to validate whether YAP and/or TAZ, the major LATS1/2 downstream effectors, mediates the fat-loss and/or fibrosis phenotype in adult mice. To target mature adipocytes, we developed an adiponectin promoter-derived (ADP) vector that drove gene expression specifically in three fat depots with the highest efficiency in scWAT (Supplementary Fig. 5j–l). Likewise, overexpression of fully active form of TAZ (4SA) or YAP (5SA), which contain gain-of-function mutations on the major phosphorylation sites^27^, resulted in evident fat loss but no fibrosis (Supplementary Fig. 5m–q). Thus, despite causing severe fat loss, Hippo pathway inactivation alone was not sufficient to activate fibrotic responses in AT of adult mice. These results reveal that AT fibrosis is not simply the consequence of fat loss and other signals are required for *Lats1/2* deficiency-initiated AT fibrosis.

### TGFβ stimulation coordinates with Hippo pathway inactivation to promote AT fibrosis

We next sought to explore why Hippo pathway inactivation triggers both fat loss and AT fibrosis in L1L2-AKO but not in L1L2-iAKO mice. The phosphorylation levels of SMAD2 were decreased during mouse growth (Fig. 2a and Supplementary Fig. 6b) and the nuclear localization of p-SMAD2 was enriched at P7 and P14 (Supplementary Fig. 6a). The mRNA expression of *Tgfbr1* and *Tgfbr2* in scWAT was significantly higher in newborn mice (1-2 weeks old) than in adult mice (Supplementary Fig. 6c, d). These data indicated that the TGFβ pathway is active at early time points. CD9 serves as a co-receptor for TGFβ signaling in melanoma^28^. We found that *CD9* mRNA expression was down-regulated in scWAT during growth, and it was increased in L1L2-AKO pups but not in L1L2-iAKO adults (Supplementary Fig. 6e–g). Furthermore, TGFβ signaling was strongly activated in L1L2-AKO mice, as evidenced by a robust increase of *Tgfb* mRNA expression and phosphorylation of TGFβ’s downstream transcriptional factor SMAD2 (Fig. 1m and Supplementary Fig. 6h). By contrast, the expression of *Tgfb1/2/3* and *Tgfbr1/2* mRNA did not alter in L1L2-iAKO scWAT *(*Supplementary Fig. 6i*)*, suggesting that TGFβ signaling was unaffected in L1L2-iAKO adults. In addition, *Tgfb1/2/3* were not induced in *Lats1/2*-deficient adipocytes, suggesting that, unlike in liver, TGFβ signaling is not a downstream effector of YAP/TAZ activation in AT^29^ (Supplementary Fig. 6j). We further examined the involvement of the non-canonical TGFβ pathways mediated by MAP kinases (ERK, JNK1/2, p38), PI3K/AKT and Rho-ROCK-MLC2, and observed that only JNK1/2 were activated in L1L2-AKO scWAT (Supplementary Fig. 6k). However, JNK1/2 were also activated in L1L2-iAKO scWAT (Supplementary Fig. 6l), suggesting that the JNK pathway does not contribute to AT fibrosis. Deletion of *Lats1* and *Lats2* in L1L2-iAKO mice started at P2 did not alter body weight at 5 weeks old, but did induce AT fibrosis (Supplementary Fig. 6m–q). We thus speculated that weak TGFβ signaling might account for the lack of AT fibrosis in L1L2-iAKO adult mice.

**Fig. 2:**
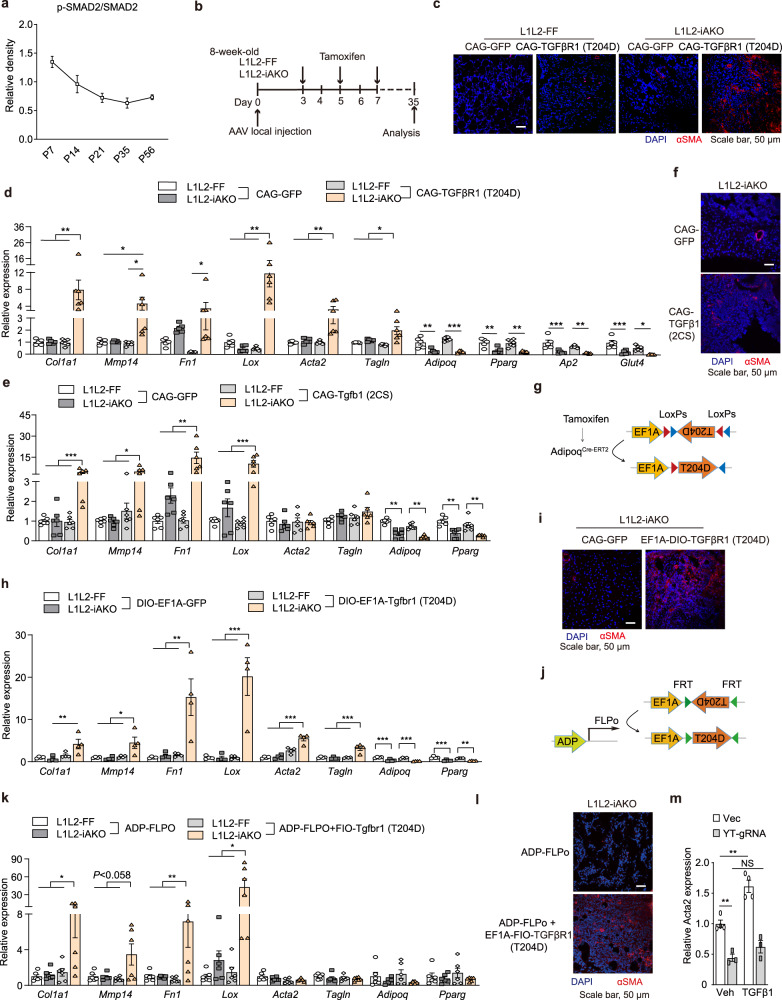
TGFβ stimulation is coupled with Hippo pathway inactivation to promote AT fibrosis. **a** Quantification of phosphorylation levels of SMAD2 in scWAT during growth (*n* = 4 mice). **b** Eight-week-old male L1L2-FF or *Lats1*^*f/f*^*Lats2*^*f/f*^*Adipoq*^*CreERT2*^ (L1L2-iAKO) mice were locally injected with AAV-CAG-GFP and AAV-CAG-TGFβR1 (T204D) respectively in scWAT. After 3 days, all mice were intraperitoneally (i.p.) administered 3 doses of tamoxifen every other day and then analyzed 4 weeks later. **c** Immunostaining of αSMA^+^ cells in the indicated mice. Independent experiments were performed twice with similar results. **d** mRNA expression of fibrotic and adipocyte markers in L1L2-FF or L1L2-iAKO scWAT transduced with AAV-CAG-GFP (*n* = 5 mice) or AAV-CAG-TGFβR1 (T204D) (*n* = 6 mice) followed by tamoxifen administration. **e**, **f** L1L2-FF or L1L2-iAKO mice were locally injected with AAV-CAG-TGFβ1 (2CS) in scWAT. **e** mRNA expression of fibrotic and adipocyte markers (*n* = 5 mice). **f** Immunostaining of αSMA^+^ cells. **g** AAV vectors for inducible expression of TGFβR1 (T204D) by Double-Floxed Inverted Open reading frame system. **h**, **i**, mRNA expression of fibrotic and adipocyte markers (**h**) (*n* = 4 mice) or immunostaining of αSMA^+^ cells (**i**) in L1L2-FF or L1L2-iAKO scWAT transduced with AAV-CAG-GFP or AAV-EF1A-DIO-TGFβR1. **j** Eight-week-old male L1L2-FF and L1L2-iAKO mice were subcutaneously co-injected with AAV-ADP-FLPo and AAV-EF1A-FIO-TGFβR1 (T204D) for 3 weeks, followed by i.p. injection of tamoxifen. **k**, **l** mRNA expression of fibrosis markers (**k**) (*n* = 6 mice) or immunostaining of αSMA^+^ cells (**l**) of mice in **j**. **m** mRNA expression of *Acta2* of *Cas9*^*Tg/+*^ SVF transduced with vector (*n* = 4 biologically independent cell cultures) or YT-gRNA (*n* = 3 biologically independent cell cultures) in the presence or absence of TGFβ1 for 36 h. Data are means ± SEM. Two-way analysis of variance (ANOVA) with Bonferroni’s multiple-comparisons test in **d**, **e**, **h**, **k**, **m**; *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Exact *P* values are provided in a Source data file.

To test this possibility, we first overexpressed TGFβRI (T204D), a constitutively active form of type I TGFβ receptor that activates TGFβ signaling in the absence of type II receptor^30^, followed by tamoxifen administration to induce *Lats1/2* deletion in scWAT (Fig. 2b and Supplementary Fig. 7a, b). Constitutive activation of TGFβRI could induce severe fibrotic responses, as shown by increased expression of fibrotic genes and increased numbers of αSMA^+^ myofibroblasts in L1L2-iAKO mice in comparison with L1L2-FF mice (Fig. 2c, d). Notably, overexpression of TGFβRI (T204D) in L1L2-FF mice did not influence adipocyte identity and fibrosis albeit elevating SMAD2 phosphorylation and nuclear localization of p-SMAD2 in scWAT (Fig. 2d and Supplementary Fig. 7c, h–k), indicating that activation of TGFβ signaling alone is not sufficient to induce AT fibrosis.

To confirm the importance of TGFβ signaling in Hippo pathway inactivation-elicited AT fibrosis, we overexpressed active mature TGFβ1 (2CS) in scWAT (Supplementary Fig. 7d, e), which was achieved by converting Cys223 and Cys225 to serine in TGFβ1 propeptides^31^, and observed an induction of fibrotic program in tamoxifen-administrated L1L2-iAKO adult mice compared to L1L2-FF controls (Fig. 2e, f). To address whether *Lats1/2*-deficient adipocytes responded to TGFβ signal, we performed inducible expression of TGFβRI (T204D) specifically in adipocytes using Cre-ERT2-mediated DIO system (Fig. 2g and Supplementary Fig. 7f). After overexpression of TGFβRI (T204D) in adipocytes, L1L2-iAKO mice showed elevated fibrotic responses compared to controls (Fig. 2h, i). Consistently, using FLPo-mediated FIO system to overexpress TGFβRI (T204D) specifically in adipocytes, we observed similar phenotypes in L1L2-iAKO mice (Fig. 2j–l and Supplementary Fig. 7g). In addition, TGFβ treatment upregulated *Acta2* expression in adipose precursor cells, while this effect was abrogated in YAP/TAZ-deficient precursor cells (Fig. 2m and Supplementary Fig. 7k). These findings suggest that Hippo pathway inactivation is coupled with TGFβ stimulation to synergistically promote AT fibrosis.

TGFβ signaling was activated in obesity (Fig. 3a–d), consistent with what was previously reported^32^. We thus investigated whether *Lats1/2* deficiency could exacerbate fat tissue fibrosis in the context of obesity that provides endogenous TGFβ signal. To this end, we knocked out *Lats1/2* in scWAT of adult L1L2-FF mice using AAV-ADP-Cre (Fig. 3e). *Lats1/2* deletion impaired adipocyte identity but did not alter fibrotic gene expression in mice fed a normal diet (ND) (Fig. 3f), whereas *Lats1/2* deficiency induced fibrotic gene expression and altered ECM deposition when fed a HFD (Fig. 3g, h). Consistently, *Lats1/2* deficiency further increased ECM accumulation in the genetic obese mice (*Lats1*^*f/f*^*Lats2*^*f/f*^*ob/ob*) (Fig. 3i–k). Collectively, these findings support the critical role of two-signal regulatory circuit (Hippo pathway inactivation coupled with TGFβ stimulation) in the progression of AT fibrosis.

**Fig. 3:**
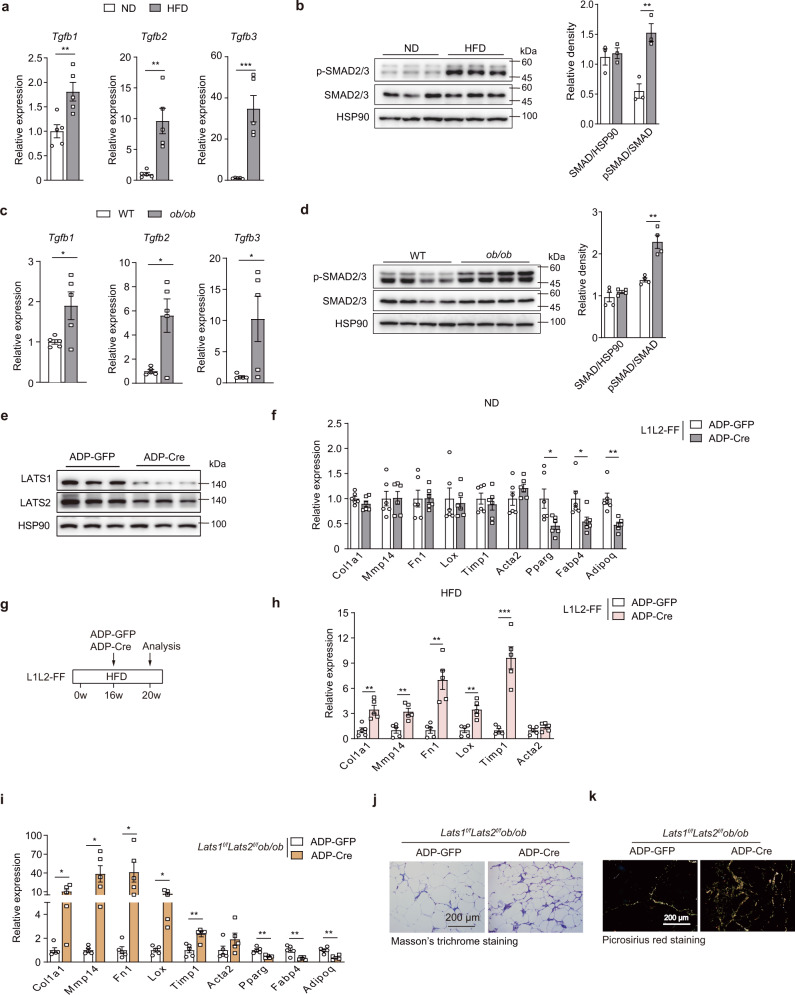
*Lats1/2* deficiency induces AT fibrosis in obese mice. **a** mRNA expression of *Tgfb1/2/3* in scWAT of male mice fed a ND or HFD for 18 weeks from 6 weeks old (*n* = 5 mice). **b** Immunoblot analysis of phosphorylation of SMAD2/3 (p-SMAD2/3) of mice fed a ND or HFD for 18 weeks. Right, quantification of protein and relative phosphorylation levels of SMAD2/3 (*n* = 3 mice). **c** mRNA expression of *Tgfb1/2/3* in scWAT of 12-week-old male WT or *ob/ob* mice (*n* = 5 mice). **d** Immunoblot analysis of protein expression of p-SMAD2/3 of mice in 12-week-old male WT or *ob/ob* mice. Right, quantification of protein and relative phosphorylation levels of SMAD2/3 (*n* = 4 mice). **e**, **f** Eight-week-old male *Lats1*^*f/f*^*Lats2*^*f/f*^ mice were injected with AAV-ADP-GFP or AAV-ADP-Cre in scWAT for 4 weeks. **e** Immunoblot analysis of LATS1 or LATS2 knockout efficiency in scWAT. **f** mRNA expression of fibrotic and adipocyte markers in scWAT (*n* = 6 mice). **g** Experimental outline: male L1L2-FF mice were fed a HFD for 16 weeks from 6 weeks old, followed by a local injection with AAV-ADP-GFP or AAV-ADP-Cre in scWAT, and all were analyzed after 4 weeks. **h** RT-qPCR analysis of fibrosis markers in scWAT of mice in **g** (*n* = 5 mice). **i** RT-qPCR analysis of fibrosis markers in scWAT of 12-week-old male *Lats1*^*f/f*^*Lats2*^*f/f*^*ob/ob* mice injected with AAV-ADP-GFP or AAV-ADP-Cre (*n* = 5 mice). **j**, **k** Representative scWAT sections with Masson’s trichrome staining (**j**) or Picrosirius red staining (**k**) of mice in **i**. Data are means ± SEM. Two-tailed unpaired Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001. Exact *P* values are provided in a Source data file.

### *Lats1/2* deficiency elicits a CCL2/CCL7-macrophage feedforward loop to increase TGFβ expression

We analyzed the expression of *F4/80*, *Col1a1* and *Acta2* at P7, P14 and P21, which represent different stages of AT fibrosis (Fig. 1k). Noticeably, the mRNA expression of *F4/80* from L1L2-AKO scWAT started to exceed that of L1L2 controls at P7, earlier than that for *Col1a1* and *Acta2* at P21 (Fig. 4a). These observations suggested a possibility that inflammatory leukocytes may play a critical role in adipocyte-specific *Lats1/2* deficiency-elicited fibrotic responses. Indeed, we visualized a dramatic accumulation of macrophages in scWAT of L1L2-AKO mice by immunohistochemistry staining of F4/80 (Fig. 4b). Flow cytometry analysis showed a marked enrichment of macrophages in L1L2-AKO scWAT compared to those in L1L2-FF controls (Fig. 4c and Supplementary Fig. 8a). Macrophages are experimentally divided into classically activated (M1) and alternatively activated (M2) macrophages, based on their polarization state. Notably, the proportion of M2 (CD206^+^CD11c^−^) macrophages was robustly increased in L1L2-AKO scWAT (Fig. 4d), whereas that of M1 (CD11c^+^CD206^−^) macrophages was dramatically decreased (Fig. 4e). We also observed a robustly increased mRNA expression of M2 markers (*Mrc1* and *Mgl2*) and a decreased mRNA expression of M1 marker (*Nos2*) (Fig. 4f). These results suggest that M2 macrophages are involved in the regulation of fibrotic responses upon *Lats1/2* deficiency. In support of this point, a large number of macrophages, particularly M2 macrophages, infiltrated into fibrotic L1L2-iAKO AT upon TGFβ activation (Fig. 4g–i and Supplementary Fig. 8b), whereas no macrophage recruitment occurred in non-fibrotic AT (Supplementary Fig. 8c).

**Fig. 4:**
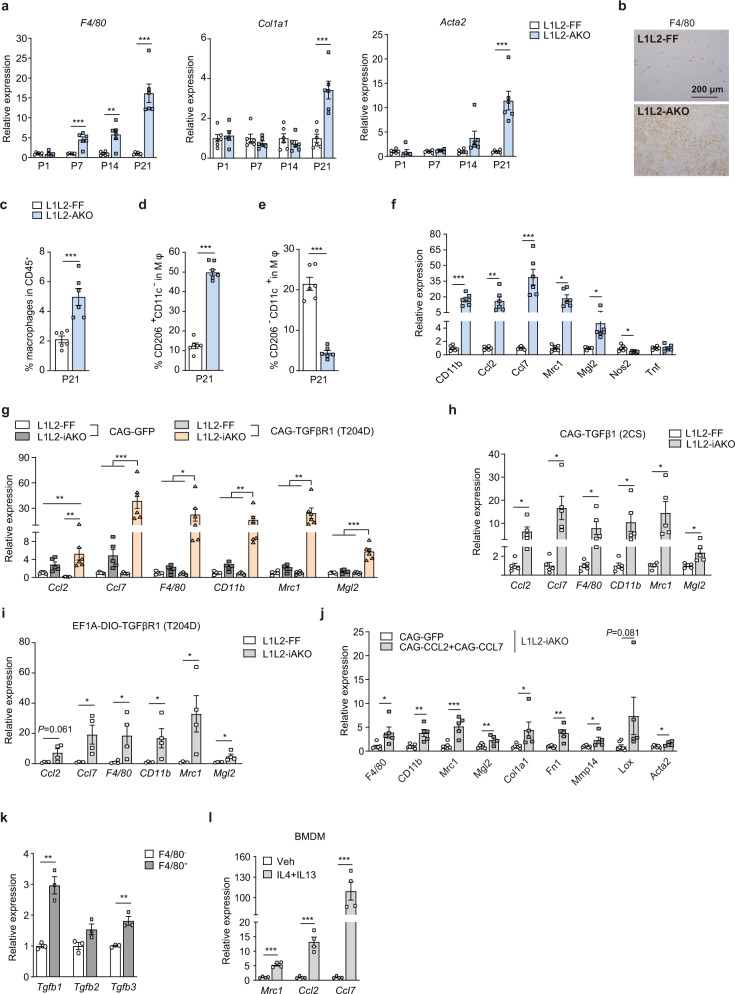
*Lats1/2* deficiency in adipocytes elicits a CCL2/CCL7-macrophage feedforward loop that increases TGFβ expression in macrophages. **a** Expression of *F4/80*, *Col1a1*, and *Acta2* of L1L2-FF (*n* = 6) and L1L2-AKO (*n* = 5 at P1, *n* = 6 at P7, P14 and P21) mice during growth. **b** Representative scWAT sections stained for F4/80 of 3-week-old male L1L2-FF or L1L2-AKO mice. Independent experiments were performed three times with similar results. **c** Quantification of F4/80^+^ cell percentages in scWAT SVF of 3-week-old male L1L2-FF or L1L2-AKO mice (*n* = 6). **d**, **e** Quantification of CD206^+^CD11c^−^ (**d**) and CD206^−^CD11c^+^ (**e**) cell percentages in scWAT SVF of 3-week-old male L1L2-FF or L1L2-AKO mice (*n* = 6). **f** mRNA expression of inflammatory markers in scWAT of 3-week-old male L1L2-FF or L1L2-AKO mice (*n* = 6). **g** mRNA expression of inflammatory genes in male L1L2-FF and L1L2-iAKO mice that were locally injected with AAV-CAG-GFP (*n* = 5) or AAV-CAG-TGFβR1 (T204D) (*n* = 6) in scWAT. **h** mRNA expression of inflammatory genes in male L1L2-FF or L1L2-iAKO mice that were locally injected with AAV-CAG-TGFβ1 (2CS) in scWAT (*n* = 5). **i** mRNA expression of inflammatory genes in male L1L2-FF or L1L2-iAKO mice that were locally injected with AAV-EF1A-DIO-TGFβR1 (T204D) in scWAT (*n* = 4). **j** Eight-week-old male L1L2-iAKO mice were subcutaneously injected with AAV-CAG-GFP (*n* = 7) or AAV-CAG-CCL2/CCL7 (*n* = 5) and analyzed for mRNA expression of inflammatory genes and fibrosis markers 4 weeks later. **k** F4/80^−^ and F4/80^+^ cells were magnetically sorted from pooled WT scWAT SVF and analyzed for mRNA expression of *Tgfb1/2/3* (*n* = 3). scWAT from three male mice were pooled as one sample. **l** BMDMs were treated with Veh, and IL4 plus IL13 for 24 h and analyzed for *Mrc1*, *Ccl2* and *Ccl7* mRNA expression (*n* = 4 biologically independent cell cultures). Data are means ± SEM. Two-tailed unpaired Student’s *t* test in **a**, **c**–**f**, **h**–**l**; two-way ANOVA with Bonferroni’s multiple-comparisons test in **g**; *P < 0.05, **P < 0.01, ***P < 0.001. Exact *P* values are provided in a Source data file.

We next investigated how macrophages infiltrate into scWAT upon *Lats1/2* deletion. CCL2 and CCL7 are essential chemokines that recruit monocytes^33^. *Ccl2* expression was up-regulated in L1L2-iAKO scWAT and in L1L2-AKO adipocytes (Supplementary Fig. 8d, e), which was congruent with a previous report showing that YAP transcriptionally enhanced *Ccl2* expression through binding to its promoter^34^. We simultaneously overexpressed CCL2 and CCL7 in scWAT of L1L2-iAKO mice (Supplementary Fig. 8f), and observed a significant upregulation of marker gene expression of monocytes and macrophages (particularly M2 macrophages) compared to the controls, accompanied by an increase of fibrotic gene expression and ECM accumulation (Fig. 4j). These data suggest that *Lats1/2* deletion-elicited CCL2/CCL7 secretion recruits monocytes to differentiate into macrophages, particularly M2 macrophages. Unexpectedly, Hippo-inactivation induced CCL2/CCL7 expression in adipocytes was insufficient to recruit macrophages and promote fibrosis in adult L1L2-iAKO mice (Supplementary Figs. 8d, 5i), indicating other cell compartments might produce CCL2/CCL7. Compared to F4/80^−^ stromal fractions, F4/80^+^ macrophages expressed more *Ccl2* and *Ccl7* in L1L2-AKO mice (Supplementary Fig. 8g, h). In addition, F4/80^+^ macrophages expressed more *Tgfb* than F4/80^−^ cells of scWAT (Fig. 4k), indicating macrophages contributed to TGFβ production. M2 polarization of BMDM by IL4 and IL13 co-treatment elevated its *Ccl2* and *Ccl7* expression (Fig. 4l). Together, these data imply that macrophages could express CCL2/CCL7 to further amplify macrophage recruitment, i.e, forming a “CCL2/CCL7-macrophage” feedforward and thus produce more TGFβ to enhance fibrotic responses. However, due to reduced type 2 immunity and TGFβ signaling in adult scWAT (Fig. 2a)^35^, the feedforward loop cannot work efficiently, which explains why *Lats1/2* knockout in adult mice leads to fat loss alone but no fibrosis.

### Adipocytes dedifferentiate into DPP4^+^ progenitors and convert to DPP4^−^ myofibroblasts upon *Lats1/2* loss

Myofibroblasts, marked by αSMA expression, are important effector cells that make ECM molecules to aggravate fibrosis, and they are differentiated from fibroblast-type cells by TGFβ stimulation^36^. Fibrosis and adipogenesis have been shown to be mutually exclusive during adipose precursor commitment^12,37–39^. Given the adipocyte identity loss and robust fibrosis upon *Lats1/2* deletion, we hypothesized that *Lats1/2*-deficient adipocytes convert into myofibroblasts to aggravate fibrosis. To test this idea, we crossed *Lats1*^*f/+*^*Lats2*^*f/f*^*Adipoq*^*Cre*^ with *Rosa26*^*mTmG*^ reporter mice to generate *Lats1*^*f/f*^*Lats2*^*f/f*^*Adipoq*^*Cre*^*Rosa26*^*mTmG*^ mice (L1L2-AKO^mTmG^), which allowed us to trace *Lats1/2*-deficient adipocytes as they are GFP^+^ (Supplementary Fig. 9a). *Adipoq*^*Cre*^*Rosa26*^*mTmG*^ model was shown to specifically target mature adipocyte but not adipose precursors in postnatal scWAT (Fig. 5a)^40^. As expected, a high proportion of cells in scWAT exhibited as GFP^+^ cells which comprised a large percentage of αSMA^+^ cells, indicating that many *Lats1/2*-deficient adipocytes resided in situ were converted into αSMA^+^ cells (Supplementary Fig. 9a). GFP^+^ cells gained proliferative capacity, as shown by the considerable presence of GFP^+^Ki-67^+^ cells in L1L2-AKO mice and the high cell density appearance of fibrotic AT (Supplementary Fig. 9b and Fig. 1k). In sharp contrast, no αSMA^+^ myofibroblast was observed in the scWAT of L1L2-iAKO^mTmG^ mice in which fibrosis and adipocyte loss were uncoupled (Supplementary Fig. 9c), indicating that a direct transdifferentiation from adipocyte to myofibroblast was unlikely. Notably, adipocyte-derived myofibroblasts appeared only upon TGFβ activation (Supplementary Fig. 9d).

**Fig. 5:**
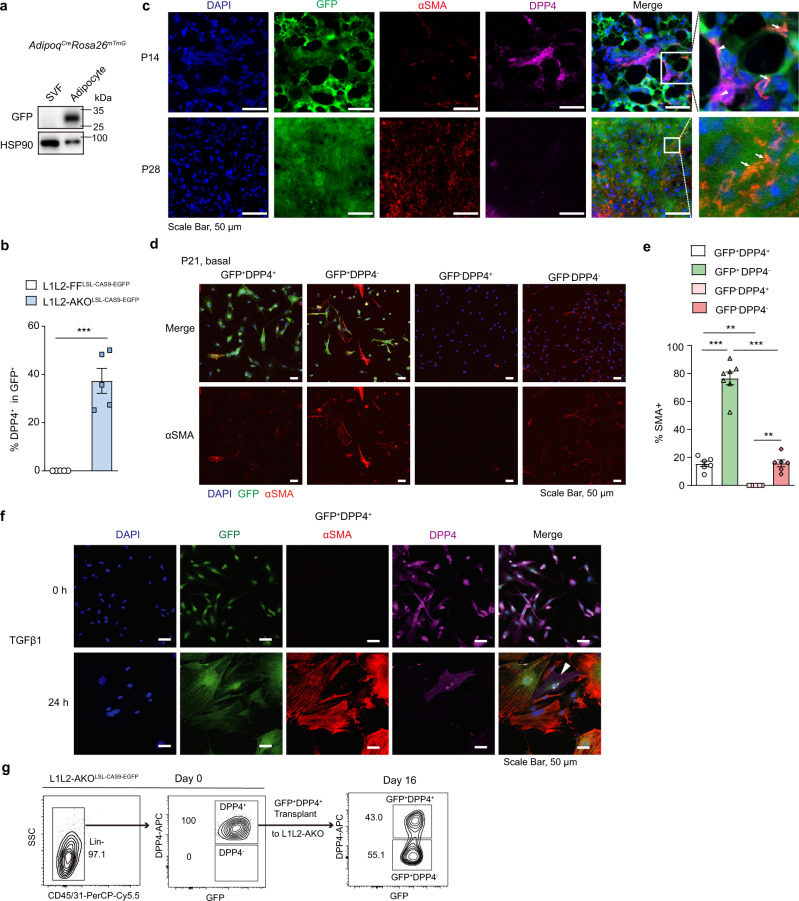
*Lats1/2* deficiency promotes cell fate conversion from adipocytes to myofibroblasts. **a** Immunoblot analysis of protein expression of GFP in SVF and adipocyte from 8-week-old *Adipoq*^*Cre*^*Rosa26*^*mTmG*^ scWAT. Independent experiments were performed twice with similar results. **b** Flow cytometry analysis of percentages of live CD45^−^CD31^−^GFP^+^DPP4^+^ cells in scWAT SVF of P21 L1L2-FF^LSL-CAS9-EGFP^ or L1L2-AKO^LSL-CAS9-EGFP^ reporter mice (*n* = 5). **c** Representative sections of scWAT of P14 or P28 L1L2-AKO^LSL-CAS9-EGFP^ mice stained for αSMA (red), DPP4 (purple), nucleus (DAPI, blue) and GFP (green). Arrowheads indicate examples of GFP^+^DPP4^+^ cells. Arrows point to GFP^+^αSMA^+^ cells. Independent experiments were performed three times with similar results. **d** Sorted cell subsets from P21 L1L2-AKO^mTmG^ scWAT SVF were plated and stained for αSMA (AF647, red) and nucleus (DAPI, blue). **e** Quantification of percentages of GFP+DPP4+ (*n* = 6), GFP+DPP4- (*n* = 7), GFP-DPP4+ (*n* = 7), GFP-DPP4- (*n* = 7) cells. Dots represent cell percentages of random visual fields from P21 L1L2-AKOmTmG mice. Independent experiments were performed twice with similar results. **f** Sorted GFP^+^DPP4^+^ cells from P21 L1L2-AKO^LSL-CAS9-EGFP^ scWAT SVF were treated with TGF-β1 (10 ng/ml) for 0 h or 24 h. Cells were stained with αSMA (red), DPP4 (purple), nucleus (DAPI, blue) and GFP (green). An arrowhead points to the GFP^+^αSMA^−^DPP4^+^ cell. Independent experiments were performed twice with similar results. **g** Sorted GFP^+^DPP4^+^ cells from L1L2-AKO^LSL-CAS9-EGFP^ reporter scWAT SVF were analyzed for DPP4 expression in GFP^+^ cells before or after transplantation into scWAT of 8-day-old L1L2-AKO recipient mice. One representative transplant from *n* = 3 biological replicates. Data are means ± SEM. One-way ANOVA with Bonferroni’s multiple-comparisons test in **e**; two-tailed unpaired Student’s *t* test in **b**. *P < 0.05, **P < 0.01, ***P < 0.001. Exact *P* values are provided in a Source data file.

Previous studies have established that DPP4 serves as an adipose progenitor marker in scWAT^41^ and DPP4^−^ preadipocytes are enriched with fibrotic genes in obese mice^14^. In addition, DPP4^+^ cells exhibited less αSMA expression compared to DPP4^−^ in WT scWAT (Supplementary Fig. 9e, f), implying that DPP4 may serve as a cell surface marker to distinguish the fibrotic potential of adipose progenitors. Based on these observations, we hypothesized that adipocytes dedifferentiate into DPP4^+^ progenitor cells followed by more committed DPP4^−^ cells. Flow cytometry analysis of stromal cells shows that 37% of GFP^+^ cells were DPP4^+^ cells within the scWAT of L1L2-AKO mice (Fig. 5b). Notably, GFP^+^ cells colocalized with DPP4^+^ cells as early as 2 weeks old when adipocytes started to lose their identity in L1L2-AKO^LSL-CAS9-EGFP^ mice (Fig. 5c and Supplementary Fig. 9g). By contrast, the proportion of GFP^+^DPP4^+^ cells reduced while that of GFP^+^DPP4^−^ cells increased at 4 weeks old as AT fibrosis progressed (Fig. 5c), and the proliferation capacity of GFP^+^DPP4^+^ was greater than that of GFP^+^DPP4^−^ cells (Supplementary Fig. 9h, i). Consistently, deletion of *Lats1/2* in differentiated adipocytes induced *Dpp4* expression in vitro (Supplementary Fig. 9j), indicating that *Lats1/2*-deficient adipocytes could convert to DPP4^+^ cells in a cell autonomous manner.

To investigate the cell fate conversion, we first isolated and plated four cell populations from P21 L1L2-AKO^mTmG^ scWAT, which were GFP^+^DPP4^+^, GFP^+^DPP4^−^, GFP^−^DPP4^+^ and GFP^−^DPP4^−^ cells, and examined αSMA expression to determine which population has greater fibrotic potential. Interestingly, the percentages of DPP4^−^ cells expressing αSMA were much higher than those of DPP4^+^ cells (Fig. 5d, e). Dedifferentiated GFP^+^ cells became more fibrotic, as revealed by higher percentages of GFP^+^ cells expressing αSMA than those of respective GFP^−^ cells (Fig. 5d, e). These results suggest that myofibroblasts majorly derive from DPP4^−^ progenitors, particularly GFP^+^DPP4^−^ ones. We next sought to explore whether DPP4^+^ progenitors could convert to DPP4^−^ cells, and found that DPP4 did not colocalize with αSMA in GFP^+^DPP4^+^ cells isolated from P21 L1L2-AKO^LSL-CAS9-EGFP^ scWAT, whereas a subset of DPP4^−^ cells expressed αSMA in quiescent condition (Supplementary Fig. 9k). Upon TGFβ stimulation, nearly all GFP^+^DPP4^+^ cells were converted into GFP^+^DPP4^−^ cells, which expressed high level of αSMA (Fig. 5f). To validate this cell fate conversion in vivo, we transplanted GFP^+^DPP4^+^ cells into scWAT of L1L2-AKO recipient mice. Nearly half of the transplanted GFP^+^DPP4^+^ cells lost DPP4 expression by day 16 (Fig. 5g and Supplementary Fig. 9l). Collectively, these findings suggest that DPP4^+^ cells can convert to DPP4^−^ myofibroblasts.

### The YAP/TAZ–TEADs axis cooperates with SMAD2 to enhance fibrotic responses

To determine whether YAP/TAZ mediate the *Lats1/2* inactivation-elicited fibrotic phenotype, we crossed *Lats1*^*f/f*^*Lats2*^*f/f*^*Yap*^*f/f*^*Taz*^*f/f*^ (L1L2YT-FF) with *Adipoq*^*Cre*^ mice to simultaneously delete *Lats1*, *Lats2*, *Yap* and/or *Taz* in adipocytes (L1L2Y/T-AKO). The fibrotic phenotype elicited in L1L2-AKO was completely rescued in L1L2YT-AKO and L1L2T-AKO AT or largely rescued in L1L2Y-AKO AT, exhibiting undetectable or mild collagen deposition and less fibrotic gene expression (Fig. 6a, b). Deprived adipocyte identity by *Lats1/2* loss was fully rescued upon YAP/TAZ deletion (Fig. 6c, d and Supplementary Fig. 10a, b). Likewise, YAP/TAZ governed adipose precursor cell fate towards adipocyte or myofibroblast (Supplementary Fig. 10c–g). TEADs are major transcription factors mediating the transactivation function of YAP/TAZ. To examine whether TEADs mediated the adipocyte identity-loss phenotype, we employed a tandem guide RNA-based strategy to simultaneously knockout *Tead1-4* and *Lats1/2* in differentiated SVF cells from *Cas9*^*Tg/+*^ scWAT and confirmed the knockout efficiency by measuring mRNA expression of *Teads*, *Lats1/2* and their downstream targets (Supplementary Fig. 10h, i). *Lats1/2* deletion in vitro impaired adipocyte identity, which was fully rescued by TEADs knockout (Fig. 6e, f). Notably, YAP/TAZ accumulated in the nucleus upon *Lats1/2* deletion, whereas additional TEADs knockout abolished YAP/TAZ nuclear localization and transactivation function (Fig. 6g). Together, these results indicate that the impaired adipocyte identity by LATS1/2 inactivation was largely dependent on the activation of YAP/TAZ–TEADs axis, which was a prerequisite for the fibrotic responses.

**Fig. 6:**
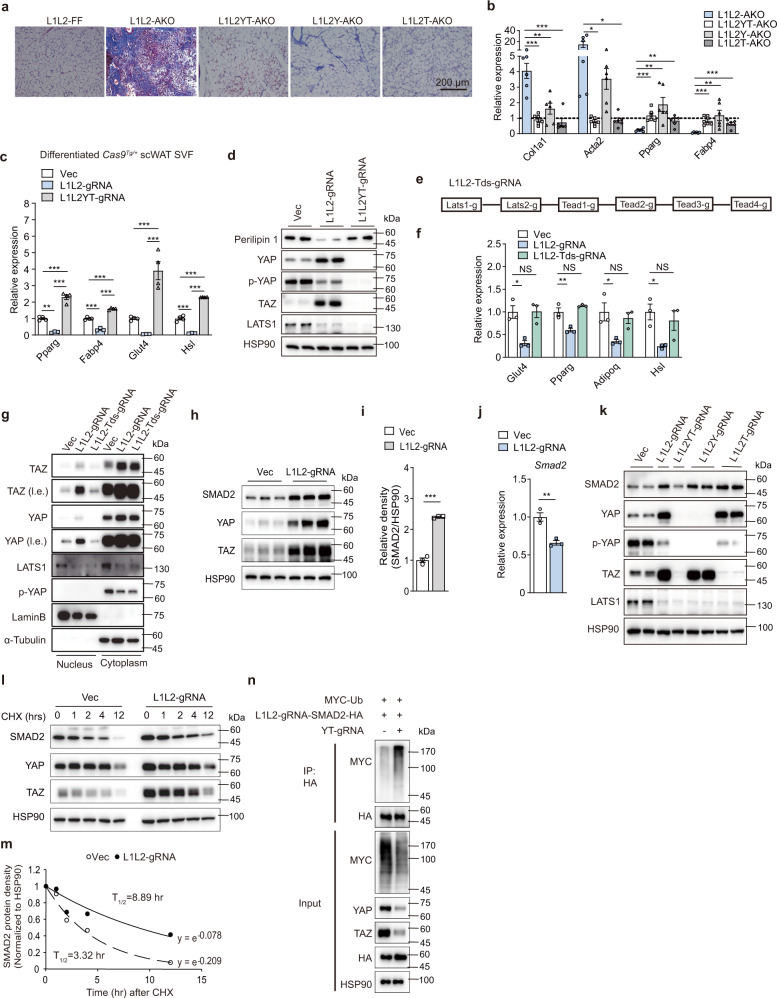
The YAP/TAZ–TEADs axis cooperates with SMAD2 to regulate fibrotic responses. **a** Representative scWAT sections with Masson’s trichrome staining of indicated mouse strains at 5 weeks old. Independent experiments were performed three times with similar results. **b** mRNA expression of fibrosis and adipocyte markers (*n* = 6 mice). Data are shown as fold change in L1L2-AKO, L1L2YT-AKO, L1L2Y-AKO, and L1L2T-AKO compared to corresponding WT littermates. The column of L1L2-AKO had also been shown in Fig. 1m. **c**–**n** Differentiated adipocytes from *Cas9*^*Tg/+*^ scWAT was transduced with the indicated gRNAs on day 2 post differentiation, and then analyzed 5 days later. **c** mRNA expression of adipocyte markers in differentiated adipocytes transduced with Vec (*n* = 4 biologically independent cell cultures), *Lats1/2* gRNA (L1L2-gRNA) (*n* = 3 biologically independent cell cultures) and LATS1/2-YAP/TAZ gRNA (L1L2YT-gRNA) (*n* = 4 biologically independent cell cultures). **d** Immunoblot analysis of protein expression in cells in **c**. **e** Schematic diagram of the *Lats1/2*-*Tead1/2/3/4* Tandem gRNA construct. **f** mRNA expression of adipocyte marker in differentiated adipocytes transduced with Vec, L1L2-gRNA, or *Lats1/2*-*Tead1/2/3/4* gRNA (L1L2-Tds-gRNA) (*n* = 3 biologically independent cell cultures). **g** YAP and TAZ protein level in the nuclear/cytoplasmic fractionation of differentiated adipocytes transduced with Vec, L1L2-gRNA and L1L2-Tds-gRNA. **h** Immunoblot analysis of protein expression of SMAD2, YAP and TAZ in differentiated adipocytes transduced with Vec and L1L2-gRNA. **i** Quantification of relative density of SMAD2 normalized to HSP90 (*n* = 3 biologically independent cell cultures). **j** mRNA expression of *Smad2* of cells in **i** (*n* = 3 biologically independent cell cultures). **k** Immunoblot analysis of SMAD2 protein expression in differentiated adipocytes (from SVF of *Cas9*^*Tg/+*^ scWAT) transduced with the indicated gRNAs. **l** Immunoblot analysis of SMAD2 protein expression in a cycloheximide chase experiment. **m**, Regression analysis of SMAD2 protein stability in **l**. **n** Differentiated adipocytes were transduced with MYC-Ub, L1L2-gRNA-SMAD2-HA and YT-gRNA. Immunoprecipitation (IP) assay showing an increased ubiquitination of SMAD2 in *Yap*/*Taz*-deficient cells. Data are means ± SEM. One-way ANOVA with Bonferroni’s multiple-comparisons test in **c**, **f**; two-tailed unpaired Student’s *t* test in **b**, **i**, **j**; *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Exact *P* values are provided in a Source data file.

SMADs are major effectors in response to TGFβ, and have been reported to regulate adiposity and energy homeostasis^15,32^. Loss of *Lats1/2* markedly increased the protein expression of SMAD2 as well as YAP and TAZ in adipocytes, while the mRNA expression of SMAD2 was decreased (Fig. 6h–j and Supplementary Fig. 10j). Similar changes were also observed in precursor cells from *Cas9*^*Tg/+*^ SVF or adipocytes differentiated from L1L2-FF and L1L2-AKO SVF (Supplementary Fig. 10k–p). Hippo inactivation-elicited increase of SMAD2 protein was dependent on the induction of YAP/TAZ expression (Fig. 6K, lane1–4; Supplementary Fig. 10q, r). In addition, YAP or TAZ induction alone was sufficient to increase the protein expression of SMAD2 (Fig. 6k, lane1, 2, and 5–8). Thus, YAP/TAZ may influence the stability of SMAD2 protein in a posttranslational manner. To test this hypothesis, we performed a cycloheximide chase experiment and found that SMAD2 protein had a longer half-life in *Lats1/2*-deficient adipocytes (Fig. 6l, m). To investigate how YAP/TAZ regulate SMAD2 stability, we examined whether YAP/TAZ affect SMAD2’s degradation by the ubiquitin–proteasome system (UPS). *Lats1/2* deletion decreased SMAD2 ubiquitination compared to the vector control (Supplementary Fig. 10s). Compared to *Lats1/2* knockout, additional *Yap/Taz* knockout dramatically increased ubiquitin modification of SMAD2 (Fig. 6n). Together, these findings indicate that the YAP/TAZ–TEADs axis cooperates with TGFβ stimulation to promote AT fibrosis, via an inhibitory regulation of the UPS to stabilize SMAD2.

### Targeting the YAP/TAZ–TEADs axis for treating AT fibrosis

To test the clinical implication of the YAP/TAZ–TEADs axis in AT fibrosis, we first crossed *Yap*^*f/f*^*Taz*^*f/f*^ (YT-FF) with *Adipoq*^*Cre-ERT2*^ mice to specifically knockout *Yap* and *Taz* in adipocytes (YT-iAKO) and fed a HFD to establish fibrosis before the inducible knockout of *Yap/Taz* (Fig. 7a). *Yap/Taz* inducible deletion in adipocytes drastically reduced fibrotic gene expression, ECM accumulation in scWAT and vWAT, but did not alter body weight (Fig. 7b, c and Supplementary Fig. 11a–d). Importantly, the attenuated AT fibrosis contributed to improved glucose intolerance and insulin resistance imposed by HFD-induced obesity (Fig. 7d, e), indicating that the deletion of YAP/TAZ could reduce AT fibrosis and associated metabolic dysfunction. Verteporfin has been identified to interrupt the YAP/TAZ-TEADs interaction and consequently block the transcriptional activation^42^. Thus, we used verteporfin to inactivate YAP/TAZ–TEADs axis. Administration with verteporfin resulted in a reduction of fibrotic gene expression and ECM accumulation and an improvement of metabolic homeostasis both in scWAT and vWAT of genetic *ob/ob* and HFD-induced obese mice (Fig. 7f–l and Supplementary Fig. 11e–j). On the other hand, we overexpressed the active TAZ derivative, TAZ(4SA), whose expression is controlled by adiponectin promoter and restricted in adipocytes. As expected, TAZ(4SA) overexpression exacerbated obesity-induced AT fibrosis, which is in contrast with a marked amelioration of fibrosis in *Yap/Taz*-iAKO obese mice (Supplementary Fig. 11k–q). Together, these findings suggest that targeting the YAP/TAZ–TEADs axis may effectively treat obesity-induced AT fibrosis and consequently improve metabolic function.

**Fig. 7:**
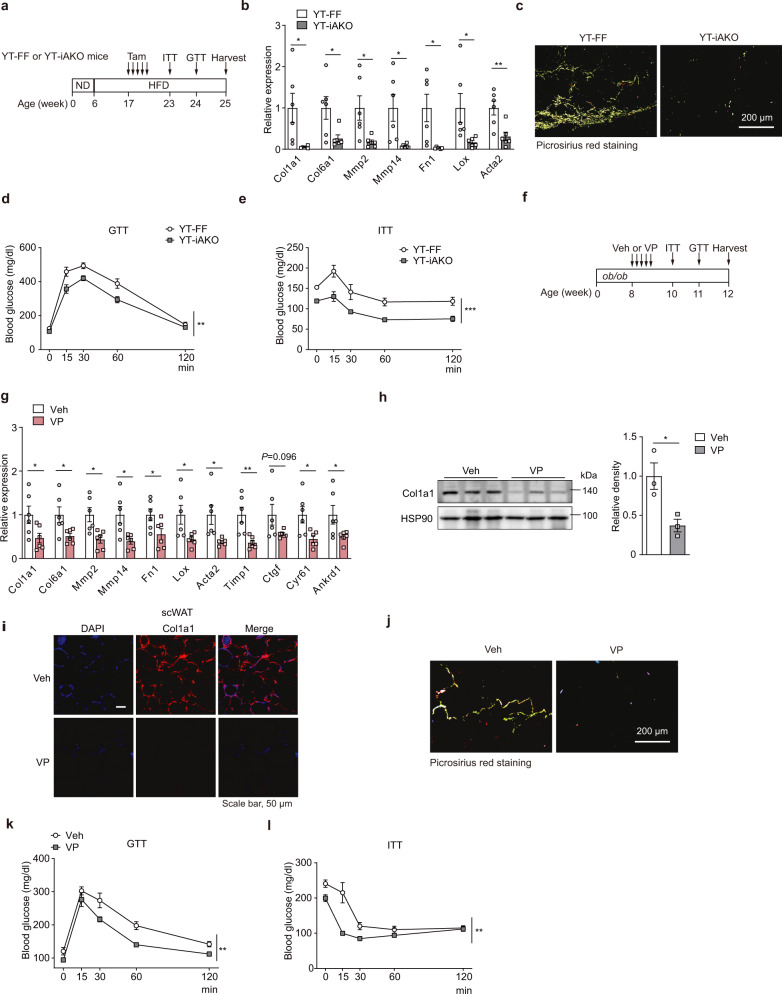
Targeting YAP/TAZ to relieve AT fibrosis in obese mice. **a**–**e** *Yap*^*f/f*^*Taz*^*f/f*^*Adipoq*^*CreERT2*^ (YT-iAKO) or YT-FF mice were fed a HFD for 11 weeks followed by i.p. injection of 5 doses of tamoxifen (50 mg/kg) every day (*n* = 6). **a** Experimental scheme. **b** mRNA expression of fibrosis markers in scWAT from YT-FF or YT-iAKO mice (*n* = 6). **c** Representative scWAT sections with Picrosirius red staining of YT-FF or YT-iAKO mice. **d**, **e** Glucose tolerance test (GTT) (**d**) or insulin tolerance test (ITT) (**e**) of YT-FF (*n* = 6) or YT-iAKO (*n* = 7) mice. **f**–**l** Eight-week-old *ob/ob* mice were i.p. injected with Veh or verteporfin (VP) (25 mg/kg) for 5 doses every other day. **f** Experimental scheme. **g** mRNA expression of fibrosis markers and YAP target genes in scWAT of *ob/ob* mice (*n* = 6). **h** Immunoblot analysis (left) and quantification (right) of Col1a1 (*n* = 3 mice). **i** Representative sections of scWAT stained for Col1a1 (red) and nucleus (DAPI, blue). **j** Representative scWAT sections with Picrosirius red staining of *ob/ob* mice. **k** GTT (*n* = 6 mice). **l** ITT (*n* = 6 mice). Data are means ± SEM. Two-tailed unpaired Student’s *t* test in **b**, **g**, **h**; two-way ANOVA with Bonferroni’s multiple-comparisons test in **d**, **e**, **k**, **l**; *P < 0.05, **P < 0.01, ***P < 0.001. Exact *P* values are provided in a Source data file.

## Discussion

Adipocyte plasticity and AT fibrosis are intertwined and play key roles in AT remodeling. In this study, we uncovered that the Hippo pathway and TGFβ signaling are coordinated in a “two-signal” manner to control adipocyte plasticity and AT fibrosis, which is modulated by fibroblast–immune cell interactions (Fig. 8). We found that adipocyte-specific *Lats1/2* deletion induces an adipocyte-to-myofibroblast transition to increase ECM accumulation. Specifically, *Lats1/2*-knockout adipocyte can de-differentiate into DPP4^+^ cells, and then convert to DPP4^−^ myofibroblast. On the other hand, Hippo pathway inhibition during obesity leads to a functional shift of adipocytes from energy storage to ECM remodeling. Macrophages produce TGFβ to promote AT fibrosis. Furthermore, CCL2/CCL7 and macrophage form a feedforward loop that acts as an amplifier to increase TGFβ expression and accelerate AT fibrosis (Fig. 8).

**Fig. 8:**
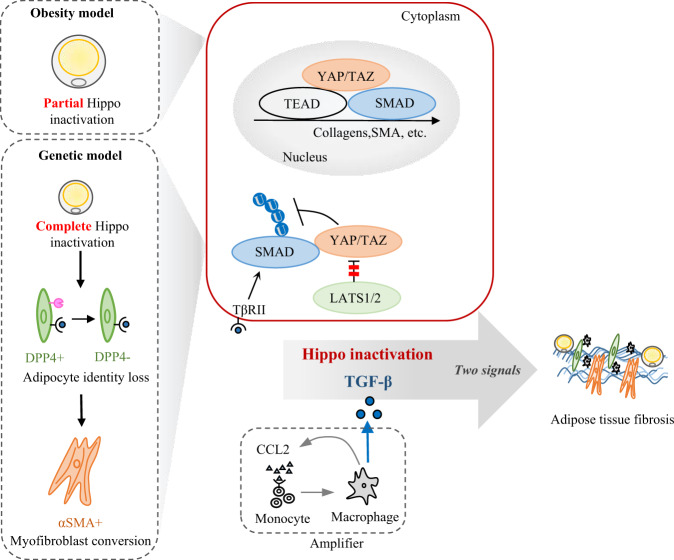
Hippo pathway and TGFβ signaling synergistically orchestrate adipocyte plasticity and AT fibrosis. In genetic model, *Lats1/2*-knockout adipocytes can dedifferentiate into DPP4^+^ progenitors and convert to DPP4^−^ myofibroblasts. Loss of *Lats1/2* activates YAP/TAZ that in turn enhance SMAD2 stability through inhibiting its ubiquitination. In the presence of CCL2 and CCL7, monocyte-derived macrophages are recruited to scWAT to produce TGFβ, which activates SMAD2 in dedifferentiated adipocytes to form a complex with YAP/TAZ. The complex translocates into the nucleus to induce transcription of inflammatory and fibrotic genes. In obesity model, the Hippo pathway is inhibited while TGFβ signaling is activated, which impairs adipocyte identity and promotes AT fibrosis. Moreover, CCL2/7 and macrophage form a feedforward loop to amplify inflammatory responses and accelerate AT fibrosis. Together, Hippo pathway inactivation is coupled with TGFβ stimulation to promote AT fibrosis.

Our findings reveal that the Hippo pathway play an essential role in the maintenance of adipocyte identity and function, like PPARγ, CEBPα, PGC1α, PDGFRα and ZFP423^43^. Adiponectin-Cre expression has been shown in a subset of adipocyte precursors in fetal scWAT^44,45^, but restricted to mature adipocytes postnatally^40^. Notably, besides preadipocytes, we demonstrate that Hippo pathway can dramatically remodel the cell fate of terminally differentiated adipocytes, reminiscent of its essential role in the maintenance of liver cell fate^46^. PPARγ is considered as a master regulator of adipogenesis, which activates transcription of genes involved in the development of adipocytes, such as those encoding AP2 and adiponectin^47–51^. Moreover, TAZ has been reported to impair mature adipocyte function through binding to PPARγ and repressing its activity in vivo^52^. In our study, lipid-laden adipocytes existed in P14 L1L2-AKO scWAT (Fig. 1k), suggesting that preadipocyte can undergo normal adipogenesis process at least before P14. Thus, adipocyte loss upon *Lats1/2* deletion was attributed to dedifferentiation rather than impaired adipogenesis by the upregulated YAP/TAZ that has been shown to block adipogenic differentiation in vitro^21,22^. This is similar with the fat-loss phenotype of PPARγ adipocyte-specific knockout mice^47^. Together, these findings suggest that TAZ inhibits PPARγ activity to impair expression of genes that maintain adipocyte identity, and thus leads to adipocyte dedifferentiation.

Fibroblast heterogeneity exists across tissues^53^, raising an important question which fibroblast subsets contribute to AT fibrosis. It is appreciated that adipocytes, fibroblasts and inflammatory cells all play roles in AT fibrosis^10–13,54^. Interestingly, single-nucleus RNA-seq studies have shown that stressed lipid-scavenging adipocytes, a subpopulations of hypertrophic adipocytes, tend to impair their fat cell identity during the development of obesity, accompanied by an increased expression of genes related to immune response and collagen deposition^14^. We observed that *Lats1/2* deletion in adipocytes led to a complete fat loss, which provide an opportunity to better understand the role of adipocyte identity loss in the development of AT fibrosis. Indeed, we identified a subset of αSMA^+^ myofibroblasts that were originated from *Lats1/2*-deficient mature adipocytes. Furthermore, we showed that *Lats1/2* deletion promoted the conversion of DPP4^+^ progenitors to DPP4^−^ myofibroblasts. Thus, the Hippo pathway acts as a molecular switch in the cell fate commitment of DPP4^+^ progenitors toward either adipocytes or myofibroblasts, adding to the notion that DPP4^+^ progenitors exhibit multi-lineage differentiation potential^41^. However, we cannot exclude a possibility that adipocytes can directly dedifferentiate into DPP4^−^ cell and then convert to myofibroblasts.

Interestingly, unlike in newborn mice, adipocyte-specific *Lats1/2* knockout or *Yap/Taz* overexpression alone was not sufficient to induce fibrotic responses in adult mice, albeit with a massive fat loss. It might be attributed to a reduction of type 2 immunity and TGFβ signaling in AT during growth. On the other hand, TGFβ activation alone was not sufficient to induce fat loss, inflammation and AT fibrosis. However, TGFβ stimulation on dedifferentiated adipocytes of adult L1L2-iAKO mice could elicit AT fibrosis, recapitulating the phenotypes of newborn mice. These findings demonstrate that Hippo pathway links adipocyte plasticity to AT fibrosis in concert with TGFβ signaling (Fig. 8).

We further revealed that YAP/TAZ cooperate with SMADs to drive AT fibrosis, echoing with the inhibition effects of SMADs on adipogenesis^32^. Our results demonstrate that YAP/TAZ promote SMAD2 stability in a post-translational manner, thereby enhancing its sensitivity and endurance geared toward TGFβ stimulation. It has been well established that macrophages cooperate with fibroblasts to maintain tissue homeostasis, and their interaction is regulated by TGFβ in the development of fibrosis^55^. We found that macrophage recruitment preceded AT fibrosis, and macrophages produced TGFβ to promote AT fibrosis. Accordingly, CCL2 and CCL7 regulate macrophage infiltration to induce fibrotic responses in L1L2-iAKO mice. Our findings therefore uncover a “CCL2/7-macrophage” feedforward loop that accelerates fibrotic responses.

We have provided a proof-of-concept for the therapeutic implications of the YAP/TAZ–TEADs axis in AT fibrosis. Through inducible knockout of YAP/TAZ in adipocytes, mice became resistant to obesity-induced fibrosis and metabolic dysfunction. Furthermore, using verteporfin as a chemical genetic tool to disrupt the YAP/TAZ–TEADs axis after the onset of AT tissue fibrosis, we found that the obesity-induced fibrosis was largely ameliorated by the treatment. Verteporfin is an FDA-approved compound originally for the treatment of choroidal neovascularization in photodynamic therapy^56^. It has been reported to exert broad anti-fibrotic effects in different contexts, like wounded skin regeneration, hepatic stellate cell activation, renal fibrosis and myocardial fibrosis^57–60^. Thus, targeting the YAP/TAZ–TEADs axis holds great potential to treat obesity-induced AT fibrosis.

In this study, we employed a knockout mouse model to probe the cellular and molecular mechanisms underlying the initiation and development of adipose fibrosis upon pathological condition like severe obesity. However, the *Lats1/2* deletion causes severe lipodystrophy, which has not been observed during AT development or under pathological conditions. Multiple upstream signals, such as MST1/2 and MAP4K4, are involved in the regulation of LATS1/2^20^. Thus, manipulating the upstream components of the Hippo pathway may have more physiological or pathological relevance. In addition, released free fatty acid during obesity and mechanical cues have been reported to induce or activate YAP/TAZ^61,62^. Whether these regulations contribute to the development of AT fibrosis warrant future investigation.

In summary, we have uncovered a core mechanism underlying AT fibrosis by which the Hippo pathway orchestrates a cellular transition from adipocyte to myofibroblast when the pathway is inactivated, and a functional shift of adipocytes from energy storage to ECM remodeling upon its inhibition during obesity, both in close coordination with TGFβ signaling. These findings not only imply the Hippo pathway in the maintenance of adipocyte identity but also reveal a sophisticated cell crosstalk between adipocyte, macrophage and fibroblast that maintain AT homeostasis. Its dysregulation leads to AT maladaptation to chronic energy excess and eventually develop into AT fibrosis. Importantly, targeting the Hippo pathway both in adipocytes and preadipocytes may combat AT fibrosis and improve metabolic health.

## Methods

### Mouse models

*Lats1*^*f/f*^ (024941, *C57BL/6-129-CD1*), *Lats2*^*f/f*^ (027934, *C57BL/6-129*), *Yap1*^*f/f*^ (027929, *C57BL/6-129*), *ob/+* (000632), *ROSA*^*mT/mG*^ (007676), Rosa26-floxed STOP-Cas9-EGFP mice (026179), *EIIa*^*Cre*^ (003724), *Adipoq*^*Cre*^ (028020) and *Adipoq*^*CreERT2*^ (025124) mice were obtained from The Jackson Laboratories. *Taz*^*f/f*^ mice (*C57BL/6-129*) were made as below: a plasmid donor, containing two 34-bp loxP sites in homologous arms flanking the exon 2 of *Wwtr1* gene, was designed to generate a *Wwtr1* floxed allele by homologous recombination. Rosa26-floxed STOP-Cas9-EGFP mice were crossed with either *EIIa*^*Cre*^ or *Adipoq*^*Cre*^ to generate a mouse line with constitutive expression of CAS9 in all tissues or in adipocytes. Unless noted otherwise, mice are on C57BL/6 background. Mice were housed in temperature (22 ± 1 °C)- and humidity (60 ± 10%)-controlled rooms under a 12-h light–dark cycle, provided with chow diet (1010063, Xietong Shengwu) and water ad libitum, except for fasting experiments. All animal procedures were performed in compliance with protocols approved by the Institutional Animal Care and Use Committee of Peking University and conformed to the Guide for the Care and Use of Laboratory Animals.

For conditional deletion of *Lats1* and *Lats2*, tamoxifen (20 mg/ml in corn oil) (Sigma) was i.p. injected into 8-week-old male mice at 100 mg/kg for 3 doses every other day. For conditional deletion of YAP and TAZ, tamoxifen (20 mg/ml in corn oil) was i.p. injected into male mice fed a HFD (D12492, Research Diets) for 11 weeks at 50 mg/kg for 5 doses every day. For chemical injection experiments, VP (25 mg/kg) was dissolved in 2% DMSO, 30% PEG 300 and 2% Tween 80 (Vehicle). For insulin tolerance test experiments, male mice were fasted for 4 h, followed by i.p. injection with insulin (Eli Lilly, 1.5 U/kg). For glucose tolerance test experiments, male mice were fasted for 14 h, followed by i.p. injection with D-[+]-glucose (Sigma-Aldrich, 2 g/kg).

Body composition was measured by dual-energy X-ray absorptiometry (DXA) using a PIXImus densitometer (GE Lunar). Serum levels of NEFA were measured using LabAssay NEFA kit (Wako).

### Murine white adipocyte cell culture

For all the cellular assays, pooled scWAT from P10 to P21 WT mice were utilized to isolate SVF, which was cultured in growth media (DMEM containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. For adipogenic differentiation, nearly confluent cultures of SVF were treated with an adipogenesis induction cocktail (growth media supplemented with 0.9 μg/ml insulin, 1 nM T3, 0.5 μM dexamethasone, 0.5 mM 3-Isobutyl-1-methylxanthine, 125 μM indomethacin, 1 μM rosiglitazone) for 48 h. After 48 h, the cells were transferred to maintenance medium (4.5 μg/ml insulin, 1 nM T3). Medium was replaced every day, and cells were analyzed at the indicated days.

### BMDM isolation

Bone marrow derived macrophages (BMDMs) were isolated and differentiated as previously described^63^. In brief, the femurs and tibias were isolated from 8- to 12-week-old male C57BL/6 mice. After cutting off the ends of the bones and flushing with PBS, collect bone marrow using Ficoll-Paque™ PLUS Media (GE Healthcare) gradient. The macrophage precursors were differentiated in DMEM supplemented with 10% FBS, 10 ng/ml M-CSF and 1% penicillin/streptomycin at 37 °C in a humidified 5% CO_2_ incubator for 7 days. For inducing alternative activation, mature BMDMs were treated with both recombinant IL-4 (20 ng/ml) and IL-13 (20 ng/ml) for 24 h and harvested for subsequent analysis.

### HEK-293T cell culture

HEK-293T (ATCC, CRL-3216) were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. The cells were maintained at 37 °C in a humidified atmosphere with 5% CO_2_.

### RNA isolation and RT-qPCR

Total RNA was isolated using Trizol reagent (Sigma) according to the manufacturer’s instruction. RNA (0.1–1 μg) was reverse-transcribed to generate cDNA using the 5× All-In-One MasterMix kit (abm) and then subjected to RT-qPCR with ChamQ SYBR qPCR master mix (Vazyme) on a StepOnePlus Real-Time PCR System (Applied Biosystems). Relative expression level of mRNAs was calculated using the 2^(−ΔΔCT)^ method with 36B4 as an internal control. Primers used in this study are listed in Table S1.

### Construction of AAV-mediated CRISPR/Cas9 shuttle plasmids

*Tgfbr1 (T204D)* and *Tgfb1 (2CS)* cDNAs were cloned into pAAV-CAG-MCS-flag vector, which was modified from pAAV-CAG-GFP (from Edward Boyden; Addgene, 37825). *GFP*, *Yap (5SA)* and *Taz (4SA)* cDNAs were cloned into pAAV-ADP-MCS-flag vector (Fig. S3C). *Tgfbr1 (T204D)* cDNAs was cloned into pAAV-EF1A-DIO-GFP vector (from Karl Deisseroth; Addgene, 27056). Two Frt sites were cloned into the pAAV-EF1A-DIO- TGFβR1 (T204D) vector to generate pAAV-EF1A-FIO-TGFβR1 (T204D). FLPo, a codon-optimized version of FLP recombinase, was cloned into pAAV-ADP-MCS-flag vector^64,65^. Integrated with CRE-ERT2 system, the Frted Inverted Open reading frame (FIO) sequence was inverted via FLPo driven by adiponectin promoter, which achieved expression of TGFβR1 (T204D) specifically in mature adipocytes, avoiding the inhibitory effect of gene expression due to repressed adiponectin activity after *Lats1/2* deletion upon tamoxifen administration. To simultaneously knockout multiple genes, gRNA cassettes linked with 20 bp linker targeting different genes were assembled into pAAV-U6-sgRNA vector derived from pAAV-U6-sgRNA-CMV-GFP-HA vector (Addgene, 85451)^66^. Each gRNA sequence was firstly inserted into lentiCRISPR V2 vector (Addgene, 52961)^67^. Next, gRNA cassettes containing U6 promoter, gRNA and gRNA scaffold were subcloned into pAAV-U6-sgRNA-CMV-MCS-HA vector derived from pAAV-U6-sgRNA-CMV-GFP-HA vector. The genes of interest were cloned into pAAV-U6-sgRNA-CMV-MCS-HA vector to simultaneously knockout and overexpress genes. Sequences of gRNAs used in this study are listed in Table S2^68^.

### AAV production

The shuttle plasmids were co-transfected into HEK-293T (ATCC, CRL-3216) with pAAV-Helper and pAAV-RC2/8 plasmid (for in vivo experiments) or pAAV-DJ plasmid (for in vitro experiments). After co-transfection for 60 h, the cells were harvested and re-suspended in AAV lysis buffer (150 mM NaCl, 20 mM Tris pH 8.0). After repeated freezing and thawing, the virus particles were purified via discontinuous iodixanol gradient centrifugation. The viral titer was determined by RT-qPCR.

For AAV-mediated *lats1/lats2/yap/taz/tead*s knockout, viruses (10^12^ gene copy number (GC) per well of 12-well plate) were added to cells at the indicated days. For AAV-mediated gene overexpression, the viruses (2 × 10^11^ GC per fat pad) were administrated to 8-week-old male mice through local injection. For *Lats1*^*f/f*^*Lats2*^*f/f*^*ob/ob* or *Lats1*^*f/f*^*Lats2*^*f/f*^ mice fed a HFD for 16 weeks, 5 × 10^11^ GC per fat pad of AAV-ADP-GFP or AAV-ADP-Cre was used.

### Histology

Dissected tissues (BAT, scWAT, vWAT and Liver) were fixed in 4% paraformaldehyde overnight, dehydrated, and embedded in paraffin for sectioning. Paraffin sections (5 μm) were stained with hematoxylin and eosin, Masson’s trichrome (Leagene, DC0033), or picrosirius red (Leagene, DC0041) according to the manufacturers’ instructions. For F4/80 immunostaining, slides were incubated with anti-F4/80 (Cell signaling, 70076,1:200), followed by an incubation with biotin-conjugated goat anti-rabbit IgG (H+L) and streptavidin–HRP conjugate (ZSGB-Bio, 1:200). Images were captured on an OLYMPUS BX51 or OLYMPUS BX53 microscope.

### Immunofluorescence

Mouse ATs were embedded and cryo-frozen in Tissue-Tek O.C.T (Sakura, 4583). Cryosections (10 μm) were cut with a Cryostat (Leica, CM1950) and fixed in 4% paraformaldehyde for 30 min. After washing with PBS, the sections were blocked with 5% Bovine Serum Albumin (BSA) in PBS for 1 h at room temperature (RT). The sections were then incubated with the following primary antibodies at 4 °C overnight: anti-SMA (Cell Signaling, 19245, 1:300), anti-p-SMAD2 (S465/S467) (Cell Signaling, 18338, 1:100), anti-Col1a1 (Cell Signaling, 72026, 1:100). After washing with PBST, sections were incubated with the following primary or secondary antibodies for 2 h at RT: APC-conjugated anti-CD26 (DPP4) (Biolegend, 137807, 1:100), eFluor 660-conjugated anti-Ki67 (eBioscience, 50-5698-82, 1:200), Alexa Fluor 647-conjugated anti-rabbit IgG (Thermo, A21244, 1:300), PE-conjugated anti-rabbit IgG (Thermo, 12-4739-81, 1:400). Finally, the sections were incubated with 4′6′-diamidino-2-phenylindole (DAPI) for 10 min at RT. Images were captured on a Carl ZEISS LSM 710 NLO, Nikon AIR-si or EVOS® FL (Life Technologies) microscope. Image quantification was performed using the ImageJ software.

For immunolabeling of cultured cells, the isolated cells were seeded on cell culture dish, and fixed wih 4% paraformaldehyde for 20 min at RT. Cells were permeabilized with 0.05% saponin (Sigma, S7900) for 10 min and then blocked with 5% BSA for 1 h at RT. After washing with PBST, cells were incubated with primary antibodies at 4 °C overnight. After washing, cells were treated with secondary antibodies or primary antibodies conjugated with different fluorescent dyes at RT for 2 h and counterstained with DAPI.

### Immunoblotting

Cells or frozen tissue samples were lysed in modified RIPA buffer [450 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% Deoxycholic acid (sodium salt), 50 mM Tris pH 7.5, and cocktail protease inhibitors]. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membrane following standard protocols. Membranes were blotted with primary antibodies against HSP90 (Santa Cruz, sc-13119, 1:10,000), α-Tubulin (Sigma, T6199, 1:10,000), Lamin B1 (Proteintech, 66095-1-Ig, 1:10,000), LATS1 (Cell Signaling, 3477, 1:1000), LATS2 (Bethyl Laboratories, A300-479A, 1:1000), YAP (Cell Signaling, 4912 or 14074, 1:1000), TAZ (Cell Signaling, 4883 or 83669, 1:1000), p-YAP (Ser 112) (Cell Signaling, 4911), p-TAZ (Ser 89) (Cell Signaling, 59971, 1:1000), HSL (Cell Signaling, 4107, 1:1000), Perilipin 1 (Vala Sciences, 4854, 1:10,000), SMAD2/3 (Cell Signaling, 8685, 1:1000), p-SMAD2 (Ser465/467)/SMAD3 (Ser423/425) (Cell Signaling, 8828, 1:1000), αSMA (Cell Signaling, 19245, 1:5000), FLAG (Abmart, M20008, 1:5000), Caspase 3 (Cell Signaling, 9662,1:1000), MST1 (Cell Signaling, 3682, 1:1000), MST2 (Cell Signaling, 3952, 1:1000), p-SAPK/JNK (Thr183/Tyr185) (Cell Signaling, 4668, 1:1000), SAPK/JNK (Cell Signaling, 9252, 1:1000), p-AKT (Ser473) (Cell Signaling, 4060, 1:1000), AKT (Cell Signaling, 9272, 1:1000), p-p38 MAPK (Thr180/Tyr182) (Cell Signaling, 4511, 1:1000), p38 MAPK (Cell Signaling, 8690, 1:1000), p-MLC2 (Ser19) (Cell Signaling, 3671, 1:1000), MLC2 (Proteintech, 10906-1-AP, 1:1000), ERK1/ERK2 (ABclonal, A10613, 1:1000), p-ERK1(T202/Y204)/ERK2(T185/Y187) (ABclonal, AP0472, 1:1000), GFP (Thermo Scientific, A-11120, 1:1000), Myc (Cell Signaling, 2276, 1:2000) and Col1a1 (Cell Signaling, 72026, 1:1000) followed by incubation with HRP-conjugated anti-rabbit secondary antibody (Thermo Scientific, 31460, 1:10,000) or anti-mouse secondary antibody (Thermo Scientific, 32430, 1:10,000). Nuclear and cytoplasmic fractionation were performed using the Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, P0028), according to the manufacturer’s manual. 7.5% phos-tag gels (APExBIO) were used to detect TAZ phosphorylation levels. Super ECL Detection Reagent (Yeasen) were used to visualize blots in an automatic chemiluminescence analysis system (Tanon). All quantifications of protein expression were performed using ImageJ software. The uncropped and unprocessed scans of the blots were provided in a Source data file.

### Immunoprecipitation (IP)

For IP assay, cells were harvested and lysed on rotator for 2 h at 4 °C using IP buffer (10% Glycerol, 1% NP-40, 5 mM EDTA, 120 mM NaCl, 50 mM Tris-HCl, pH7.5) with cocktail protease inhibitors. Supernatant was collected after centrifugation at 12,000 × *g* for 15 min. Ten percent of supernatant was used for input fraction and the rest was immunoprecipitated by anti-HA-magnetic beads (Thermo Scientific, 88836) for 2 h at 4 °C. The protein containing HA tag was collected through magnetic enrichment, whereas protein without HA tag was excluded after washing with IP buffer for five times. The protein containing HA tag was separated from beads after incubation with 100 μl glycine solution (0.1 M, pH 2.0) for 10 min. Supernatant after magnetic enrichment was neutralized with 15 μl Tris solution (1 M, pH 8.0) and then prepared for IP assay.

### Isolation of stromal vascular fraction (SVF) and adipocytes

Inguinal scWAT were minced with scissors and digested with Collagenase Type I (180 U/ml, Worthington, LS004216) in SVF buffer [1.1 mM CaCl_2_, 2.7 mM KCl, 118 mM NaCl, 0.5 mM MgCl_2_, 0.4 mM NaH_2_PO4, 20 mM HEPES, 5.5 mM Glucose, 1% BSA (fatty-acid free)] at 37 °C with agitation for 50 min. The digested cell suspension was centrifuged at 520 × *g* for 5 min, resuspended in SVF buffer and passed through a 40-μm strainer. Floated cells were collected as adipocytes, and pelleted cells were resuspended in red blood cell lysis buffer (0.15 M NH_4_Cl, 10 mM NaHCO_3_, 1.1 mM EDTA) for 5 min at RT and then quenched in SVF buffer. Next, cells were collected by centrifugation at 520 × *g* for 5 min and recovered in FACS buffer (PBS containing 2% FBS and 1 mM EDTA).

### Flow cytometry

SVF isolated from scWAT was incubated with Fixable Viability Dye eFluor™ 780 (eBioscience, 65-0865-14) at RT for 15 min for live-dead staining and then centrifuged at 520 × *g* for 5 min. Pelleted cells were resuspended in FACS buffer containing anti-mouse CD16/CD32 Fc Block (Biolegend, 101302, 1:1000) for 5 min and then incubated with the following antibodies for 30 min at 4 °C in the dark: anti-mouse CD26 (DPP4)-allophycocyanin (APC) (Biolegend, 137807, 1:100), anti-mouse CD45-PerCP/Cy5.5 (Biolegend, 103131, 1:1000), anti-mouse CD31-PerCP/Cy5.5 (Biolegend, 102419, 1:300), F4/80-PE (Cell Signaling, 64763, 1:80), CD45-AF700 (BD Biosciences, 560510, 1:800), CD206-PE-Cy7 (Biolegend, 141720, 1:100), CD11c-AF647 (Biolegend, 117312, 1:100). After incubation, the cells were washed once with PBS and then resuspended in FACS buffer. The cells were sorted using a BD FACSAria III cytometer (BD Biosciences) or analyzed using a CytoFLEX S flow cytometer (Beckman Coulter). Flow cytometry plots were analyzed with the FlowJo (v10) or CytExpert (v2.3.0.84) software.

### Magnetic activated cell sorting

SVF isolated from scWAT was incubated with anti-F4/80-Biotin antibody (Miltenyi Biotech., 130-116-514, 1:100) for 20 min in the dark on ice, followed by washing with 2 ml MACS buffer (PBS containing 0.5% BSA and 2 mM EDTA) and centrifuged at 520 × *g* for 5 min. Pelleted cells were resuspended in 100 μl MACS buffer containing 10 µl of Streptavidin MicroBeads (Miltenyi Biotech.) for 20 min. After washing once with MACS buffer and resuspending in 500 µl MACS buffer, cell suspension was placed onto the pre-wet LS Column in the magnetic field of a MACS Separator (Miltenyi Biotech.). Unlabeled cells that pass through the column by washing column 3 times with 9 ml MACS buffer were collected as the SVF F4/80^−^ cell fraction. After removing column from the separator, 5 ml MACS buffer was added onto the column. Magnetically labeled F4/80^+^ cells were flushed out to a collection tube by firmly pushing the plunger into the column and collected by centrifugation at 520 × *g* for 5 min. scWAT from three male mice were pooled as one sample.

### Transplantation

Cell transplantation was performed as previously described with minor modifications^41^. Briefly, GFP^+^DPP4^+^ cells were purified by FACS from the scWAT of 6–10 pooled P21-P35 L1L2-AKO^LSL-CAS9-GFP^ or L1L2-AKO^mTmG^ as donor cells. GFP^+^DPP4^+^ donor cells were collected by centrifugation to ~3000 cells/ml and mixed 1:1 with Matrigel (phenol free and growth factor reduced; Corning) on ice. L1L2-AKO mouse pups at the age of 7–10 days were anesthetized using an isoflurane nose cone, and abdominal hair was removed before the creation of an incision to expose the bilateral inguinal fat pads. Twelve microliters of the donor cell-Matrigel mixture was injected along the edge of the inguinal fat pad. The recipient animals were closed with a 6-0 polypropylene suture and placed back with their litters. After the indicated time, donor cells were harvested from the recipient animals by dissection of the entire inguinal fat pad and analyzed through flow cytometry. Biological replicates here mean separate pools of donor cells transplanted into separate individual recipient mice.

### RNA-sequencing analysis

Adipocytes were isolated from four pooled male P7 L1L2-FF or L1L2-AKO mice. Inguinal scWAT were minced carefully with scissors for 3–5 min and digested with 4 mg/ml Collagenase Type I (in 4 ml PBS containing 1% BSA) at 37 °C with agitation for 12–15 min. The digested cell suspension was quenched in 4 ml PBS containing 1% BSA, followed by free floating for 5 min. After removing infranatant with a syringe and needle, floated cells were filtered using a 300 μm strainer and washed with 3 ml PBS containing 1% BSA. Floated adipocytes were collected by centrifugation at 30 × *g* for 5 min and lysed with Trizol reagent for total RNA extraction.

RNA-seq libraries were generated with three biological replicates. High-throughput sequencing was performed as pair-end sequencing using BGISEQ-500 (Beijing Genomics institution). The quality of the reads was assessed using the FastQC (v0.11.9) tool. Reads were aligned to a mouse genome (mm10) using HISAT2 (v2.1.0). Bam files were sorted and indexed in SAMtools (v1.3.1), followed by analyzing with StringTie (v1.3.5). Visualization was performed within the R/Bioconductor environment (v3.6.3).

### Statistics and reproducibility

Data were presented as means ± SEM. The *n* value means biological replicates with individual values representing a mouse, unless otherwise indicated. For correlation analysis in clinical cohorts from GEO database, linear regression analysis was performed. Statistical analyses were performed using GraphPad Prism 8.0 (GraphPad Software, Inc., La Jolla, CA, USA) or Microsoft Excel 2019. For comparisons between two independent groups, two-tailed unpaired Student’s *t* test was used. Statistical significance of differences between multiple groups was determined using one-way or two-way ANOVA with Bonferroni’s multiple-comparisons test. *P* < 0.05 was considered statistically significant. *, **, and *** correspond to *P* values of <0.05, <0.01, and <0.001, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Our RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus repository under accession code GSE184826. The RNA-seq data used in this study are publicly available in the NCBI Gene Expression Omnibus repository under the accession numbers GSE141432 and GSE152991. Gene list involved in Hippo pathway was from Hallmark gene sets from molecular signatures database v7.5.1 (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp). Source data are provided with this paper.

## Source data

Source Data File

# Supplementary material for: The Hippo pathway links adipocyte plasticity to adipose tissue fibrosis
**Source:** Nat Commun. 2022 Oct 13;13:6030. doi: 10.1038/s41467-022-33800-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

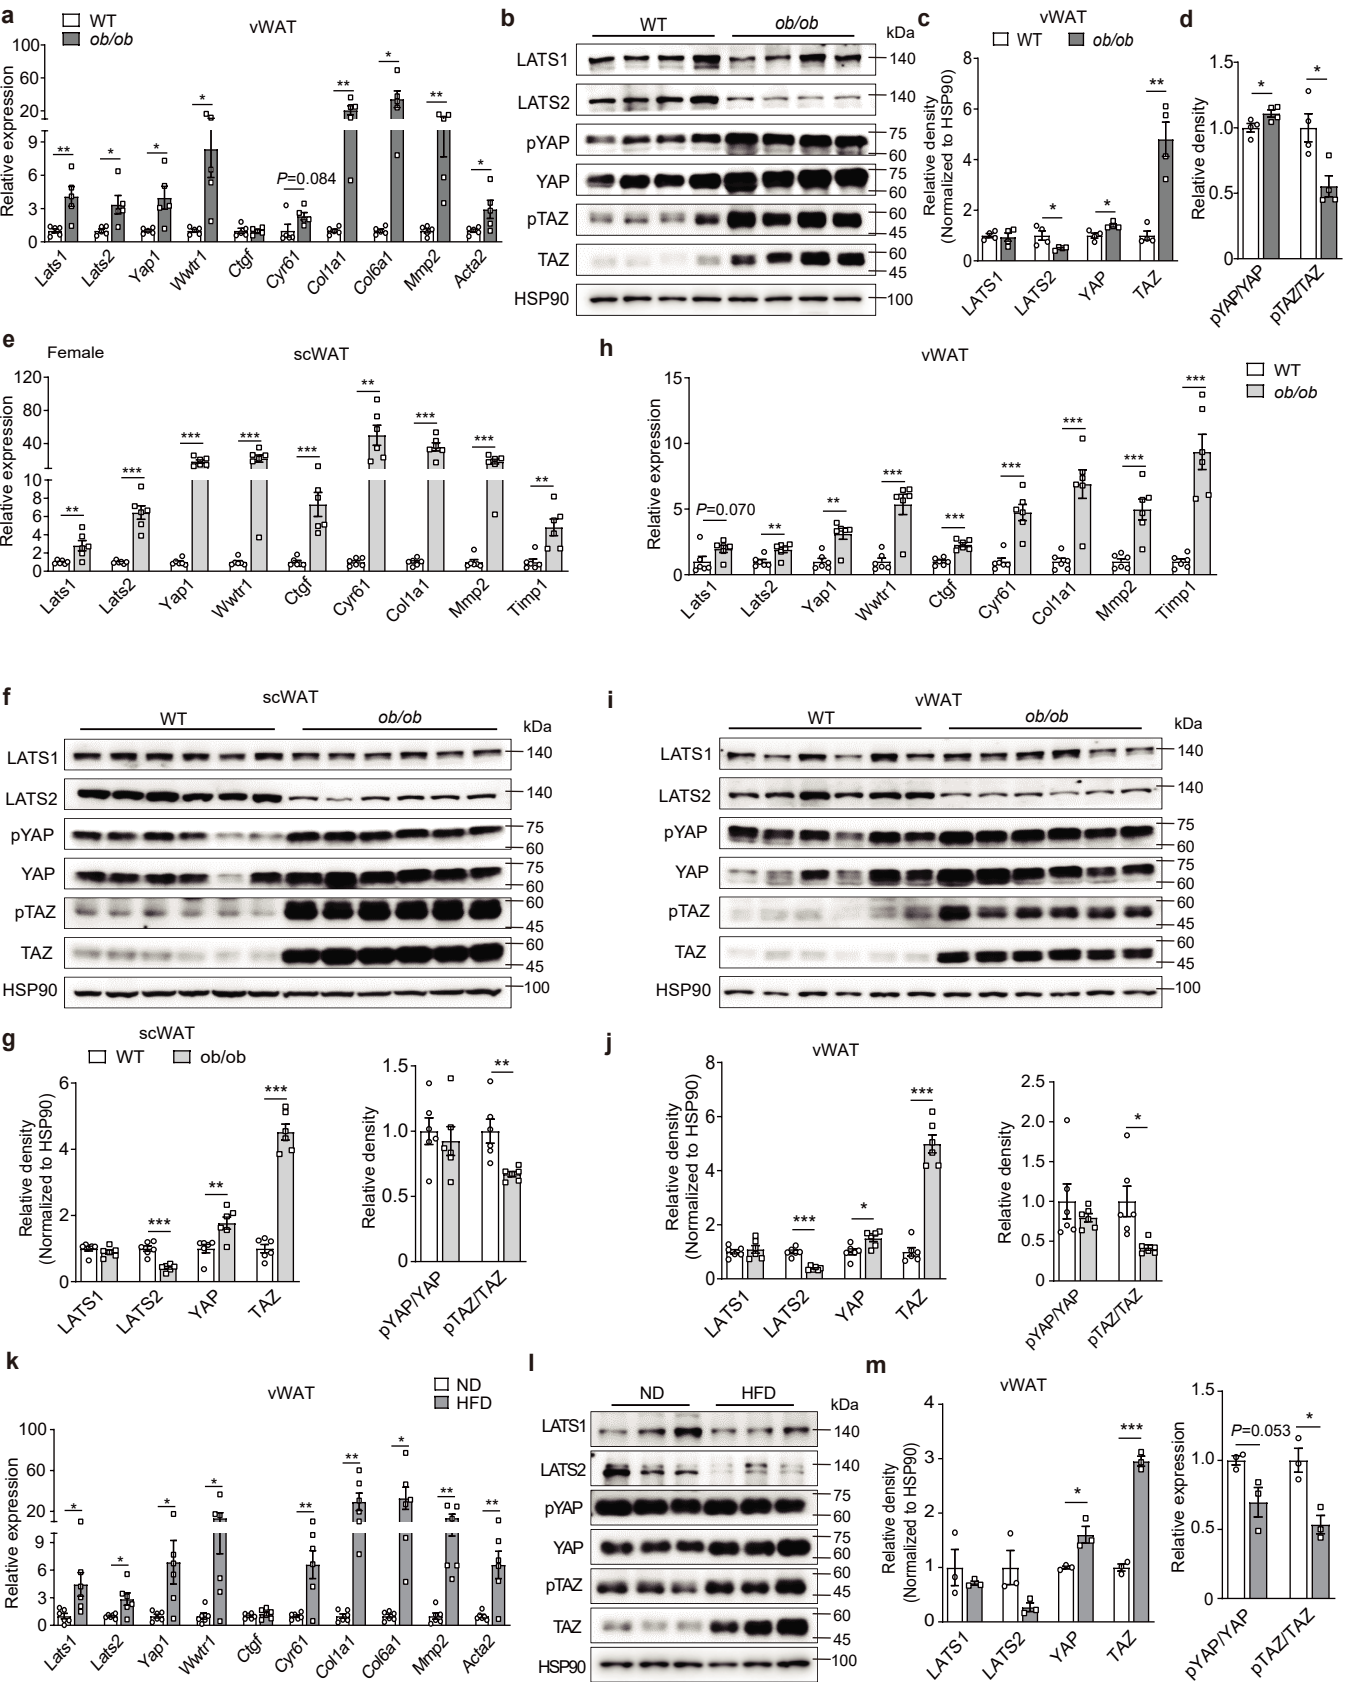

**Supplementary Figure 1. Hippo pathway is inactivated in obesity-induced AT fibrosis.**

**a-d**, Male WT or *ob/ob* mice were analyzed at 12 weeks old. **a**, RT-qPCR analysis of genes involved in Hippo pathway and fibrotic response in vWAT (n=5 mice). **b**, Immunoblot analysis of LATS1/2, YAP/TAZ, p-YAP and p-TAZ in vWAT. **c**, Quantification of protein expression from vWAT shown in (**b**) (n=4 mice). **d**, Quantification of phosphorylation level of YAP/TAZ (n=4 mice). **e-j**, Female WT or *ob/ob* mice were analyzed at 12 weeks old. **e**, RT-qPCR analysis of genes involved in Hippo pathway and fibrotic response in (**e**) scWAT or (**h**) vWAT (n=6 mice). **f**, Immunoblot analysis of LATS1/2, YAP/TAZ, p-YAP and p-TAZ in (**f**) scWAT or (**i**) vWAT, respectively. **g**, Quantification of protein expression from (**g**) scWAT or (**j**) vWAT shown in (**f**) and (**i**) (n=6 mice). **k**, RT-qPCR analysis of genes involved in Hippo pathway and fibrotic response in vWAT (n=6) obtained from male mice fed a HFD or ND for 18 weeks. **l**, Immunoblot analysis of LATS1/2, YAP/TAZ, p-YAP and p-TAZ in vWAT of ND and HFD mice (n=3 mice). **m**, Left, quantification of protein expression from scWAT or vWAT shown in (**l**); right, quantification of phosphorylation level of YAP/TAZ (n=3 mice). Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Exact *P* values are provided in a Source Data file.

Supplementary Figure 2

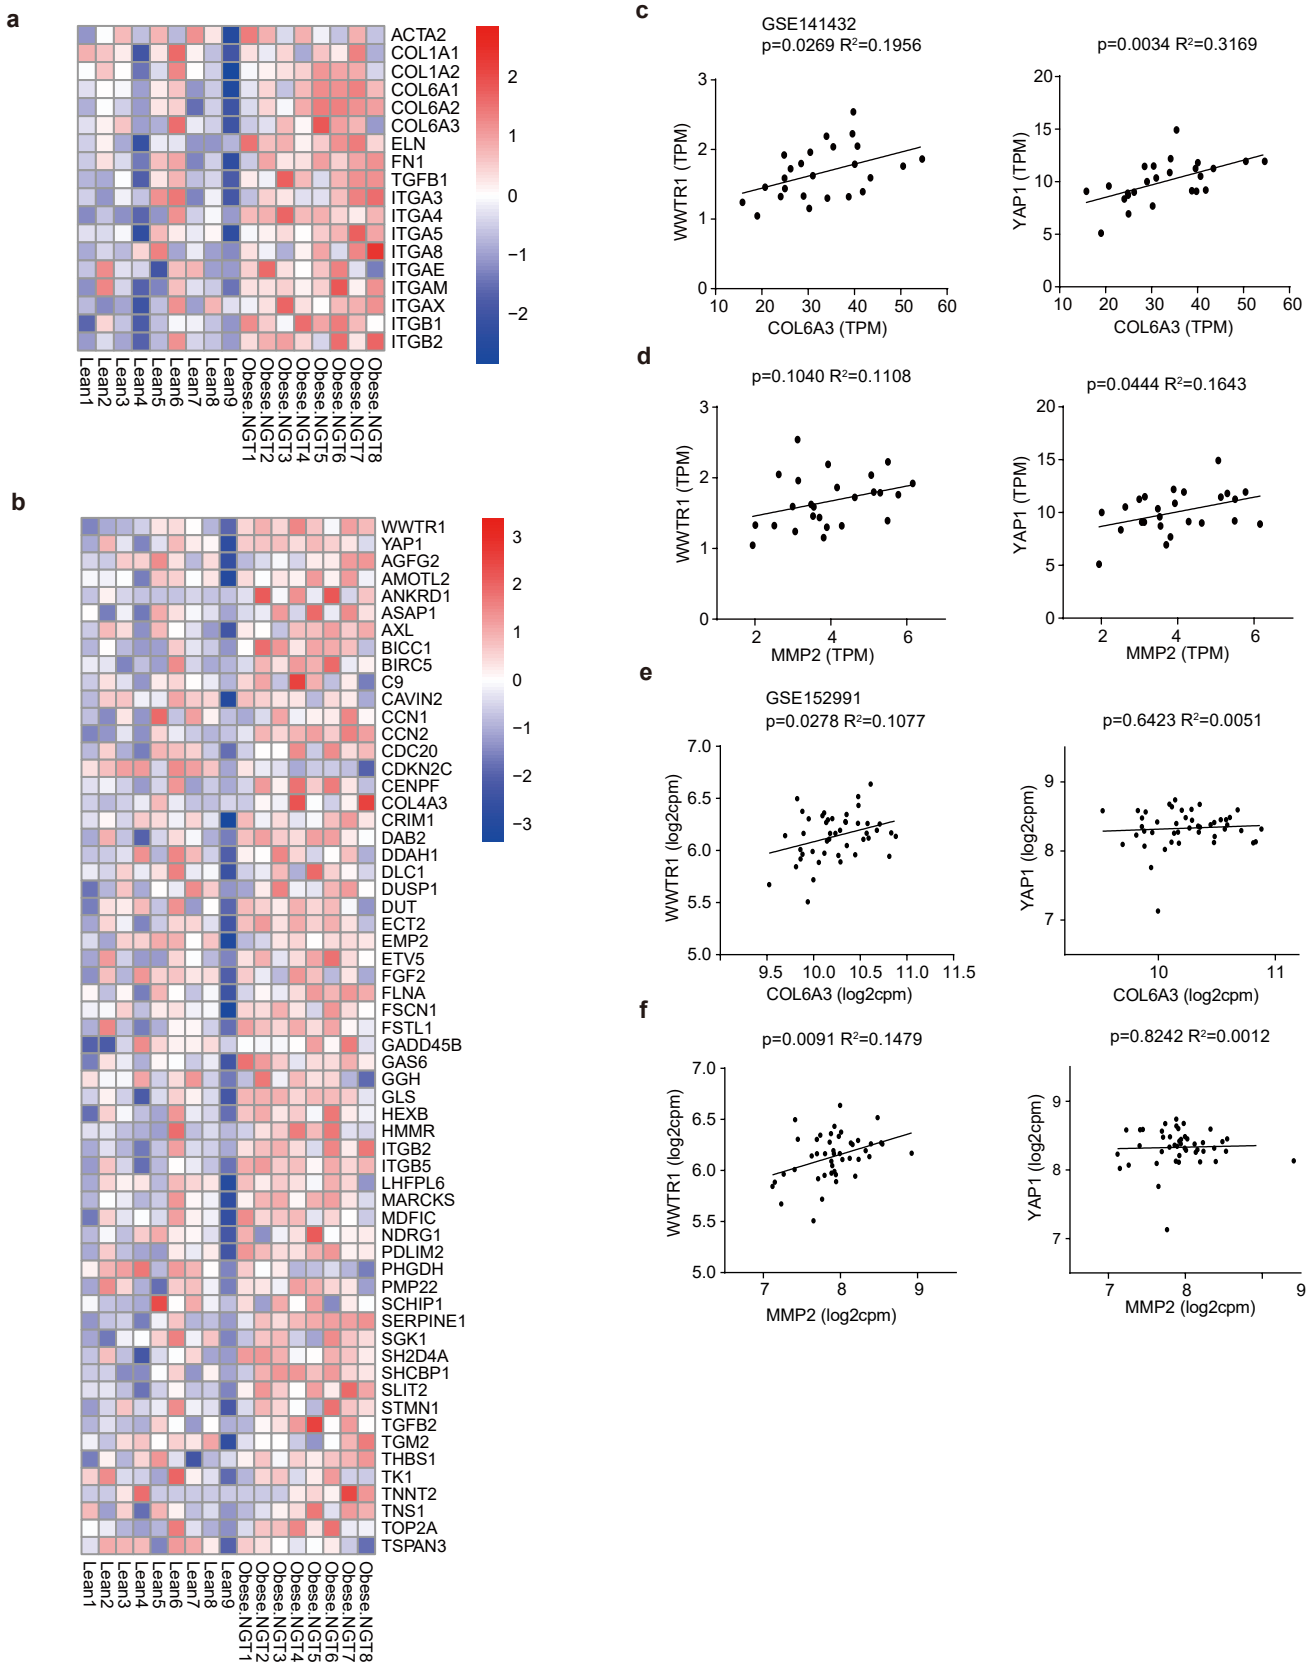

**Supplementary Figure 2. Genes involved in Hippo pathway and in AT fibrosis are positively correlated in humans.**

**a, b**, Heatmap analysis of genes involved in ECM remodeling (**a**) and Hippo pathway (**b**, molecular signatures database: cordenonsi\_YAP\_conserved\_signature) extracted from the RNAseq data (TPM values) of abdominal scWAT of 9 healthy lean individuals (Lean) and 8 obese normal glucose tolerance subjects (Obese NGT) (Gene Expression Omnibus (GEO) repository, accession number GSE141432). **c-f**, Correlation analysis between genes involved in Hippo pathway and ECM remodeling, using publicly available transcriptomic data. **c, d**, RNAseq of scWAT of 25 subjects (GSE141432). **e, f**, RNAseq of scWAT of 45 subjects (GSE152991). TPM, transcripts per million. CPM, read counts per million. Linear regression analysis (c-f); significance was calculated by two-tailed unpaired student's *t* test.

# Supplementary Figure 3

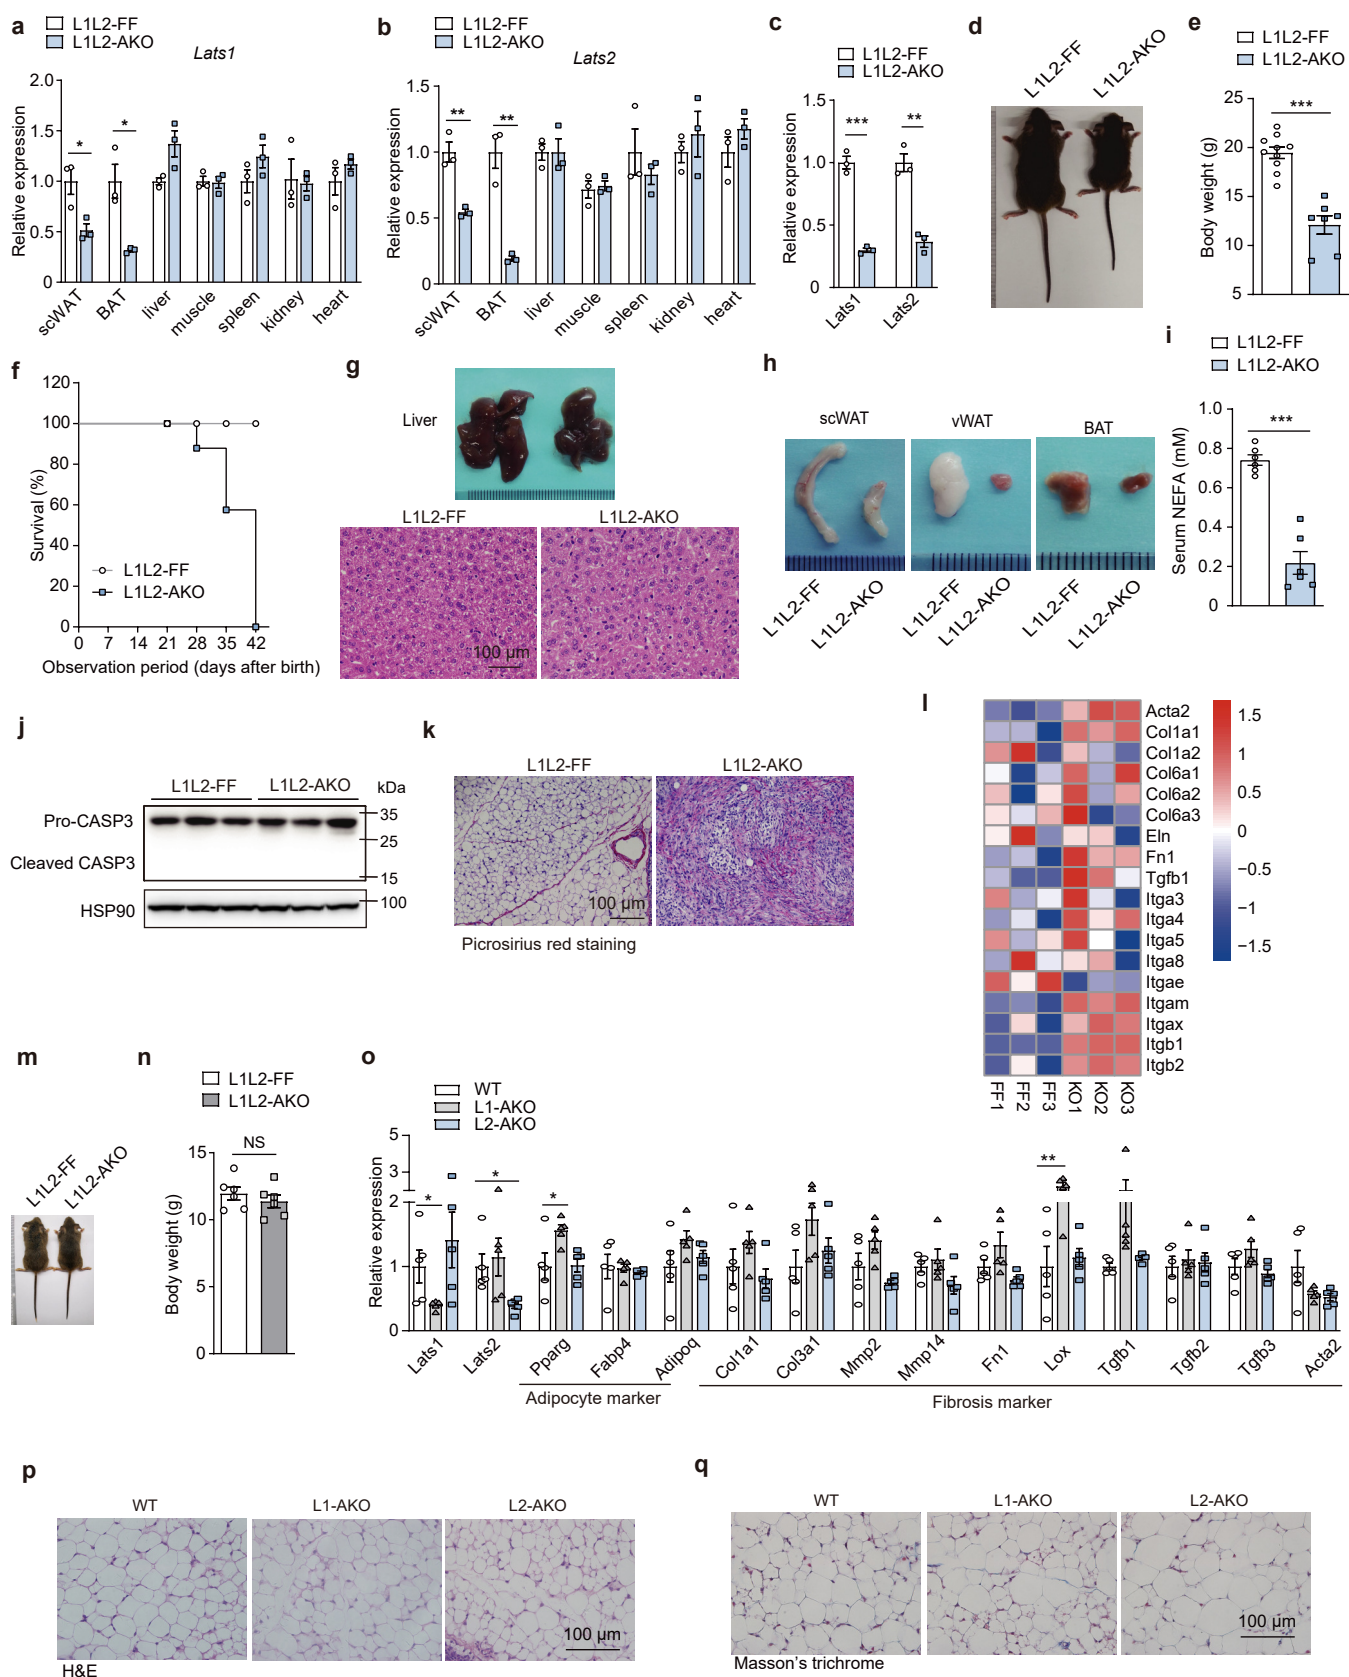

### **Supplementary Figure 3. Characterization of *Lats1/2*-deficient mice.**

**a, b**, mRNA expression of *Lats1* (**a**) and *Lats2* (**b**) in scWAT, BAT, liver, muscle, spleen, kidney and heart in male P7 L1L2-FF and L1L2-AKO mice (n=3). **c**, mRNA expression of *Lats1* and *Lats2* in mature adipocytes isolated from P7 L1L2-FF or L1L2-AKO scWAT (n=3). Three male mice were pooled as one sample. **d-k**, Characterization of 5-week-old male L1L2-AKO and L1L2-FF mice. **d**, Gross appearance of mice. **e**, Quantification of body weight L1L2-AKO (n=7) and L1L2-FF (n=10) mice. **f**, Survival analysis (n=19). **g**, Representative liver sections with H&E staining. **h**, Representative images of scWAT, vWAT, BAT. **i**, Plasma non-esterified free fatty acids (NEFA) levels (n=6 mice). **j**, Immunoblot analysis of Pro-Caspase 3 (Pro-CASP3) and Cleaved Caspase 3 (CASP3) in scWAT (n=3 mice). **k**, Representative scWAT sections with Picrosirius red staining. 

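The ECM remodeling genes that were read from the P7 adipocyte libraries are *Acta2*, *Col1a1*, *Col1a2*, *Col6a1*, *Col6a2*, *Col6a3*, *Eln*, *Fn1*, *Tgfb1* and 9 integrin genes. To set them on a common scale as a heat map does, the log2 CPM of each gene was centred and divided by its SD over the 6 libraries, which gives a z-score. Averaged over the 18 genes, the z-score was -0.117, -0.258 and -0.634 in L1L2-FF replicates 1 to 3, and 0.594, 0.286 and 0.128 in the libraries labelled L1L2-AKO, replicates 1 to 3. All libraries of one label lay above all of the other (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). As a set against all other tested genes, the list was higher in the libraries labelled L1L2-AKO, with a median log2 fold change of 0.39 (limma's camera with a preset inter-gene correlation of 0.01, two-sided, adjusted p = 0.0132 with Benjamini-Hochberg adjustment over the 18 lists tested). The self-contained test fry of limma gave an adjusted p of 0.0202 for the list (two-sided, Benjamini-Hochberg over the lists). When limma's camera estimated the correlation between genes from the 6 libraries, the adjusted p was 0.393. Of the 11 lists that passed an adjusted p-value of 0.05 by camera, 7 also passed by fry, and with the estimated correlation the number was 0, with 1 list under an unadjusted p of 0.05. Without the 5 integrins *Itga4*, *Itgae*, *Itgam*, *Itgax* and *Itgb2*, a split chosen after the values were seen, the median log2 fold change of the remaining 13 genes was 0.20, and that of the 5 integrins alone was 1.02. The deposited counts hold no TPM values. When the libraries were put on a TPM scale with exon lengths of GENCODE M21, a step added after the data were seen, 12 genes were higher and 8 of them passed the adjusted p-value in edgeR's test.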

Independent experiments were performed twice with similar results. **l**, ECM remodeling genes extracted from the RNAseq data (TPM values) of scWAT adipocytes of P7 L1L2-FF (FF) and L1L2-AKO (KO) mice. **m, n**, Body size (**m**) and body weight (**n**) of P21 male L1L2-FF and L1L2-AKO mice (n=6). **o**, mRNA expression of *Lats1/Lats2*, adipocyte markers and fibrotic markers of scWAT in 5-week-old male L1-AKO or L2-AKO mice (n=5). **p, q**, Representative sections of scWAT with Masson's trichrome (**p**) or H&E staining (**q**). Independent experiments were performed twice with similar results. Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test in (**a-c**), (**e**), (**i**), (**n**); One-way ANOVA with Bonferroni's multiple-comparisons test in (**o**); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Exact *P* values are provided in a Source Data file.

Supplementary Figure 4

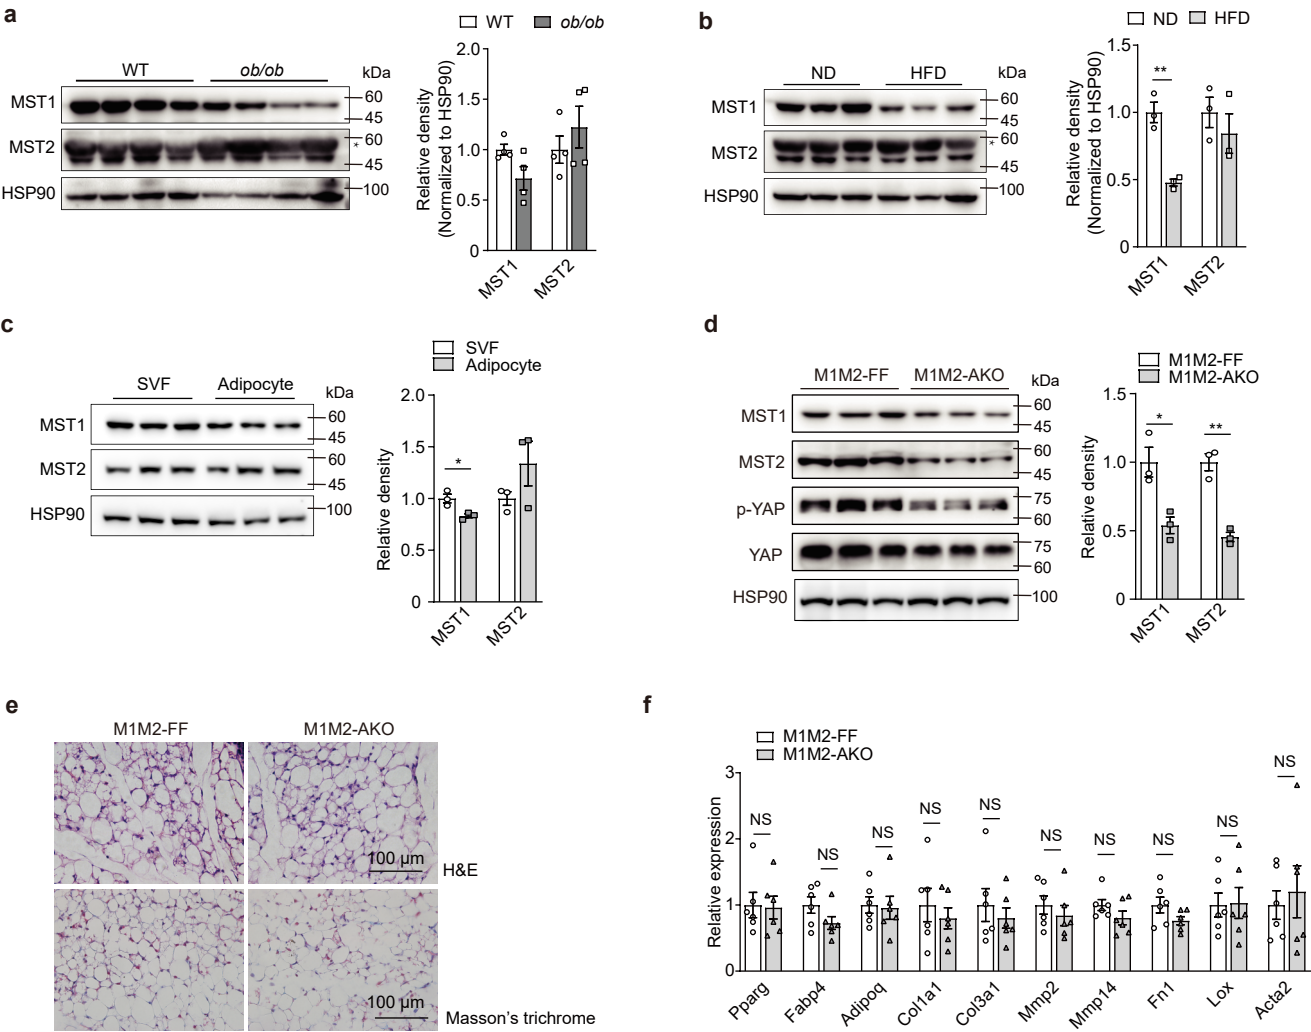

**Supplementary Figure 4. *Lats1/2* deficiency-induced AT fibrosis does not depend on MST1/2.**

**a, b**, Immunoblot analysis of MST1 and MST2 in 12-week-old male *ob/ob* mice (**a**, n=4) and male mice fed a HFD for 18 weeks (**b**, n=3). Right, quantification of protein levels of MST1/2. The asterisks indicated non-specific bands. **c**, Immunoblot analysis of protein expression of MST1 and MST2 in scWAT adipocytes and SVF isolated from 5-week-old male WT mice. Right, quantification of relative protein expression of MST1 and MST2 (n=3 mice). **d**, Immunoblot analysis of the indicated protein in scWAT of 5-week-old male M1M2-FF and M1M2-AKO mice. Right, quantification of the indicated protein expression (n=3). **e**, Representative sections of scWAT with H&E or Masson's trichrome staining. Independent experiments were performed twice with similar results. **f**, RT-qPCR for adipocyte and fibrotic marker gene expression in scWAT (n=6 mice). Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Exact *P* values are provided in a Source Data file.

## Supplementary Figure 5

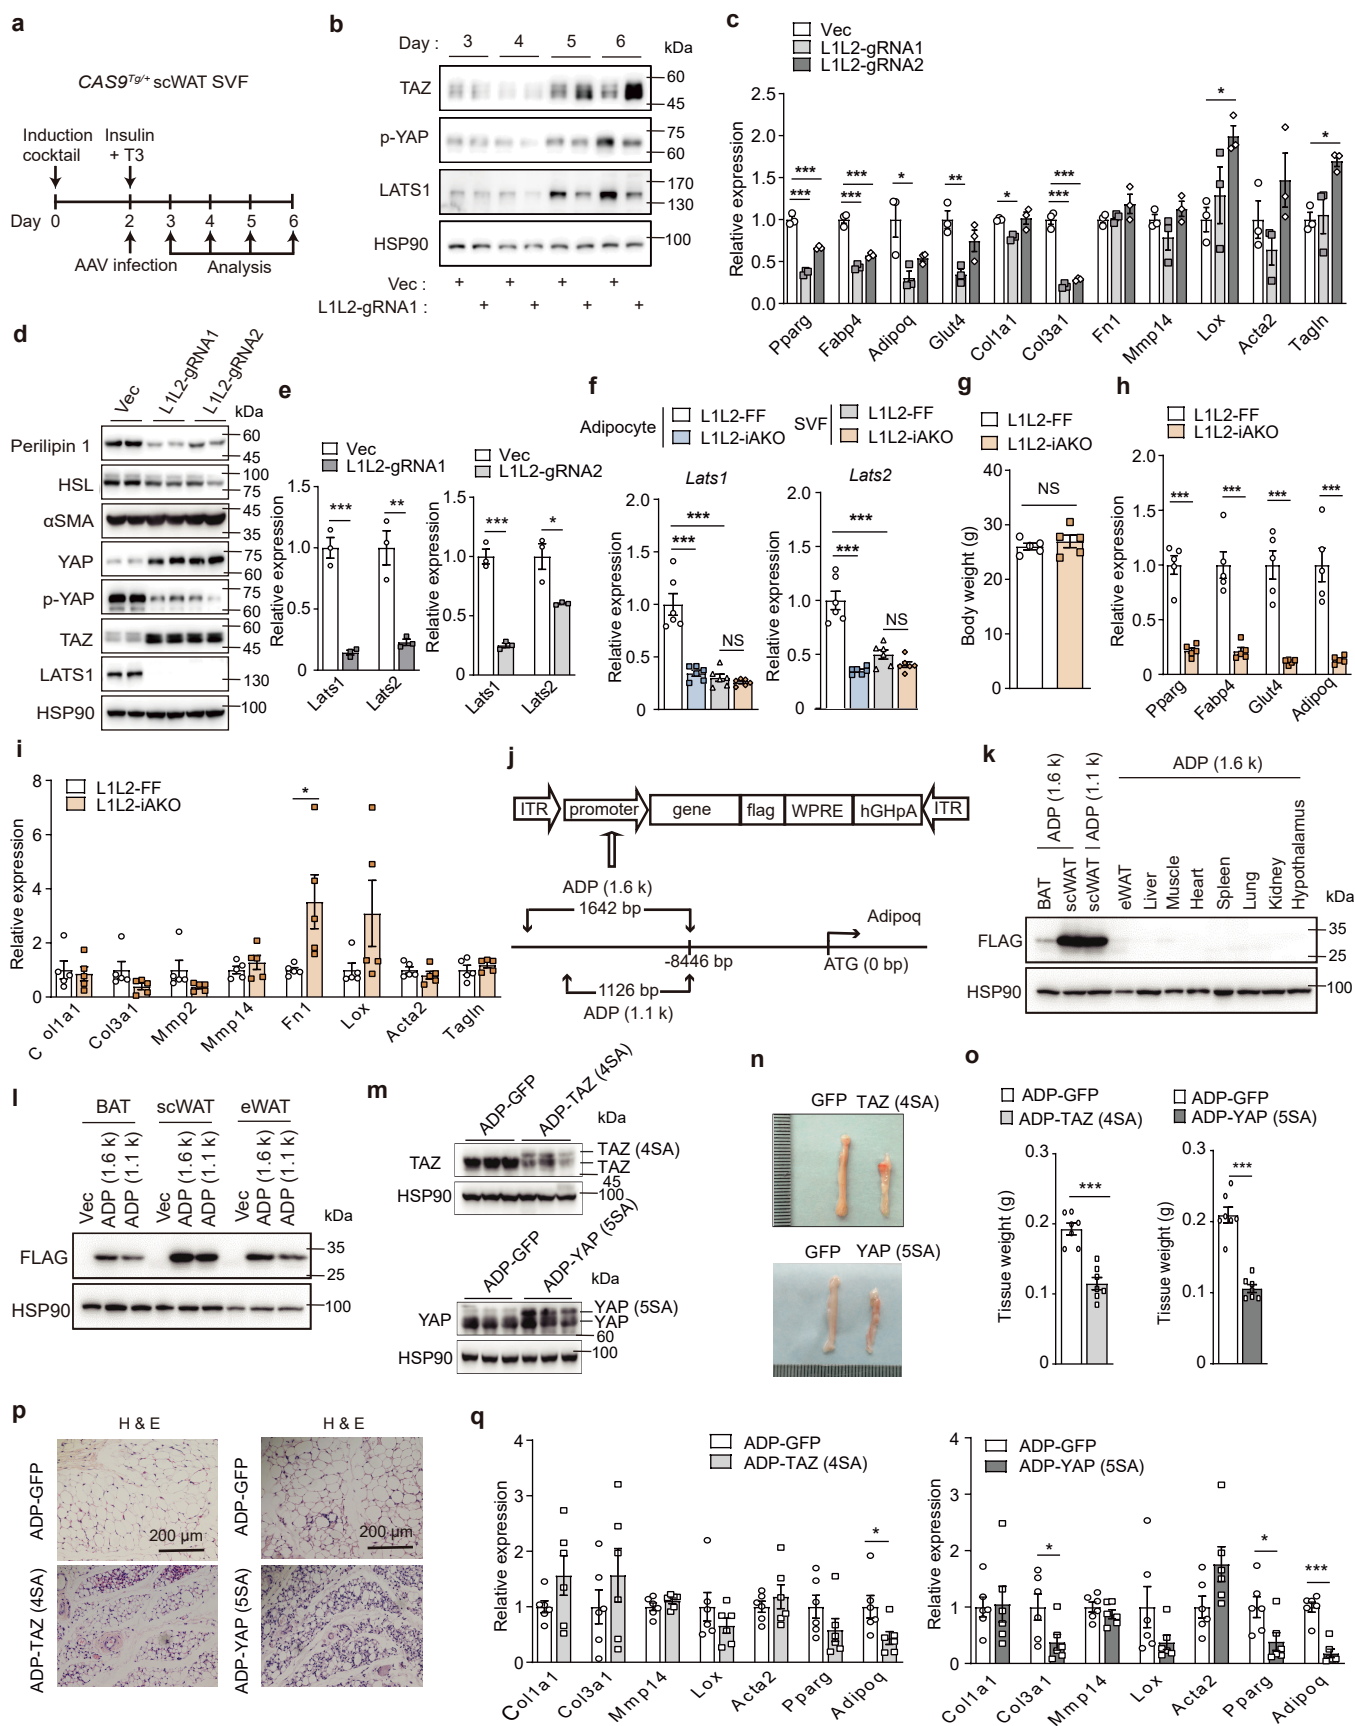

**Supplementary Figure 5. LATS1/2 maintain adipocyte identity in a cell-autonomous manner.**

**a**, Schematic overview of AAV infection of *Cas9<sup>Tg/+</sup>* SVF undergoing differentiation. **b**, Immunoblot analysis of time-course expression of TAZ, p-YAP, and LATS1 in Vec or LATS1/2-gRNA (L1L2-gRNA1) transduced cells. Independent experiments were performed three times with similar results. **c**, RT-qPCR analysis of adipocyte identity and fibrosis markers of differentiated adipocytes transduced with Vec, L1L2-gRNA1 and L1L2-gRNA2 on day 2 post differentiation, and then analyzed 5 days later (n=3 biologically independent cell cultures). **d**, Immunoblot analysis of protein expression of adipocyte identity, fibrosis markers and Hippo signal proteins of cells in (c). **e**, Knock-down efficiency of L1L2-gRNA1 (left) and L1L2-gRNA2 (right) in differentiated adipocytes transduced with the indicated gRNAs (n=3 biologically independent cell cultures). **f**, mRNA expression of *Lats1* and *Lats2* in adipocyte and SVF from eight-week-old male L1L2-FF and L1L2-iAKO mice that were i.p. administered with a dose of tamoxifen (100 mg/kg) and then analyzed 6 days later (n=6 mice). **g-i**, Body weight (**g**), mRNA expression of adipocyte identity (**h**) and fibrosis markers (**i**) from eight-week-old male L1L2-FF and L1L2-iAKO mice that were i.p. administered with 3 doses of tamoxifen (100 mg/kg) every other day and then analyzed 4 weeks later (n=5 mice). **j**, The structure of the AAV-*Adiponectin* promoter (ADP) vector. **k**, Immunoblot analysis of AAV-ADP-GFP-Flag expression at the indicated tissues of WT mice whose scWAT were locally injected with the viruses. Independent experiments were performed twice with similar results. **l**, Comparison of FLAG expression levels driven by ADP (1.6 k) or ADP (1.1 k) promoter. Independent experiments were performed twice with similar results. **m-q**, Eight-week-old male mice injected with AAV-ADP-GFP, AAV-ADP-TAZ (4SA) or AAV-ADP-YAP (5SA) in

scWAT for 4 weeks. **m**, Immunoblot analysis of protein expression of TAZ(4SA) or YAP(5SA) in scWAT. **n**, Representative images of scWAT injected with AAV-ADP-GFP, AAV-ADP-TAZ (4SA) or AAV-ADP-YAP (5SA). **o**, Quantification of scWAT weight (n=7 mice). **p**, Representative scWAT sections with H&E staining. Independent experiments were performed twice with similar results. **q**, RT-qPCR analysis of fibrosis and adipocyte markers (n=6 mice). Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test in (**e**), (**g-i**), (**o**), (**q**); One-way ANOVA with Bonferroni's multiple-comparisons test in (**c**); Two-way ANOVA with Bonferroni's multiple-comparisons test in (**f**); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Exact *P* values are provided in a Source Data file.

# Supplementary Figure 6

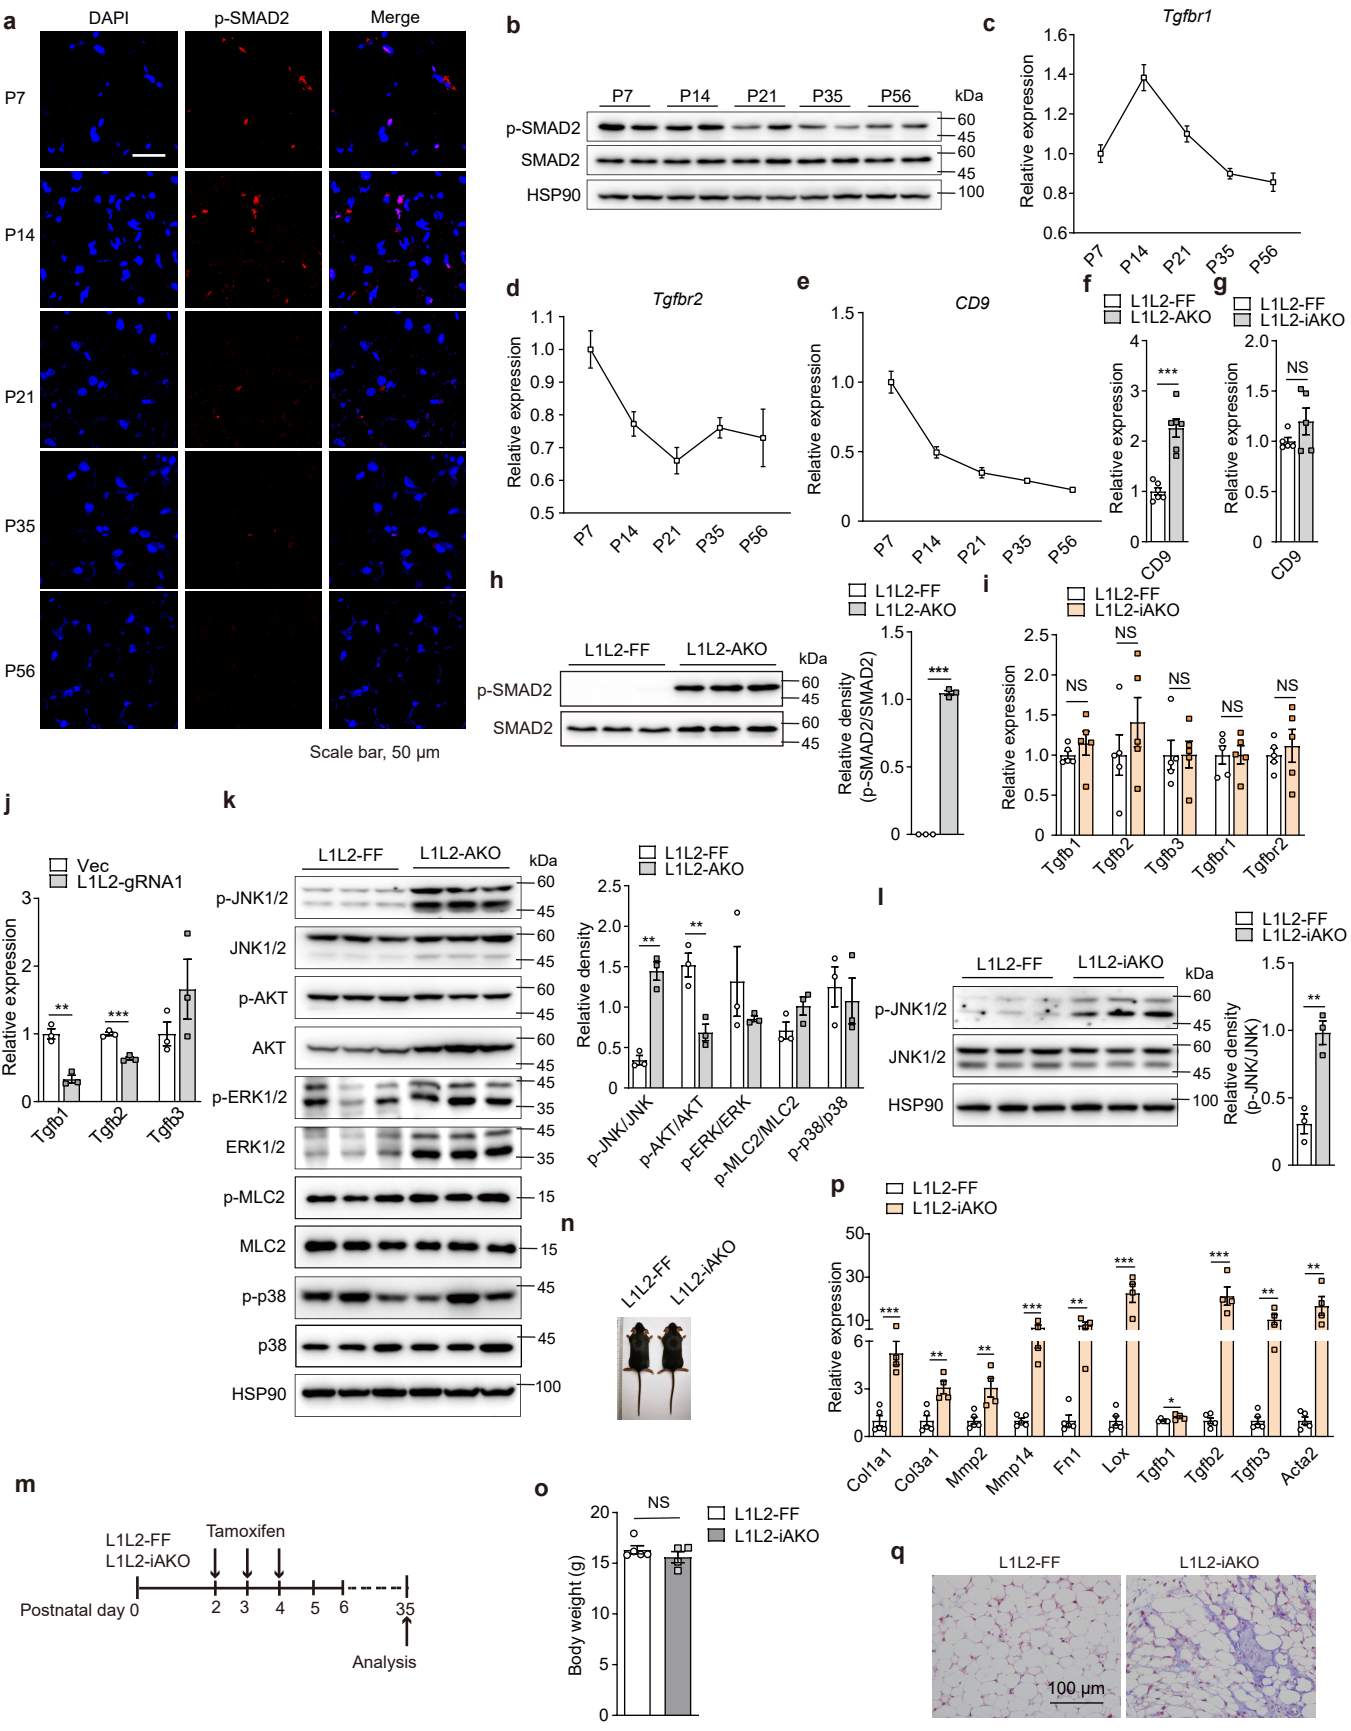

**Supplementary Figure 6. TGF $\beta$  signaling may contribute to *Lats1/2*-deficiency induced fibrosis.**

**a**, Representative sections of scWAT stained for p-SMAD2 (red) and nucleus (DAPI, blue) during growth. Independent experiments were performed twice with similar results. **b**, Representative immunoblot analysis of phosphorylation levels of SMAD2 in scWAT during growth. Independent experiments were performed twice with similar results. **c-e**, mRNA expression of scWAT *Tgfbr1* (**c**), *Tgfbr2* (**d**) or *CD9* (**e**) during growth (n=6 mice). **f, g**, mRNA expression of scWAT *CD9* in 5-week-old L1L2-AKO (**f**, n=6 mice) or in L1L2-iAKO mice as indicated in supplementary Figure 5g (**g**, n=5 mice). **h**, Immunoblot analysis (left) and quantification (right) of the p-SMAD2 in scWAT of male L1L2-FF or L1L2-AKO mice at five weeks old (n=3 mice). **i**, mRNA expression of scWAT *Tgfb1/2/3*, *Tgfbr1* and *Tgfbr2* of L1L2-FF or L1L2-iAKO mice as indicated in supplementary Figure 5g (n=5). **j**, mRNA expression of *Tgfb1/2/3* of differentiated adipocytes transduced with Vec or L1L2-gRNA1 AAV (n=3 biologically independent cell cultures). **k**, Immunoblot analysis (left) and quantification (right) of the non-canonical TGF $\beta$  pathways in scWAT of male L1L2-FF or L1L2-AKO mice at five weeks old (n=3 mice). **l**, Immunoblot analysis (left) and quantification (right) of phosphorylation levels of JNK in scWAT of male L1L2-FF or L1L2-iAKO mice four weeks after tamoxifen administration (n=3 mice). **m-q**, Three consecutive intragastric injections of tamoxifen (1.5 mg/mL) were given to newborn male L1L2-FF or L1L2-iAKO mice at P2–P3–P4 and all mice were analyzed at 5 weeks old. **n**, Gross pictures of mice. **o, p**, Body weight (**o**) or mRNA expression of fibrosis markers (**p**) of L1L2-FF (n=5) and L1L2-iAKO (n=4) mice. **q**, Representative Masson's trichrome staining of scWAT sections of L1L2-FF and L1L2-iAKO mice. Data are means  $\pm$  SEM. Two-

tailed unpaired student's *t*-test in **(f)**, **(g)**, **(h-l)**, **(o)**; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001;

NS, not significant. Exact *P* values are provided in a Source Data file.

# Supplementary Figure 7

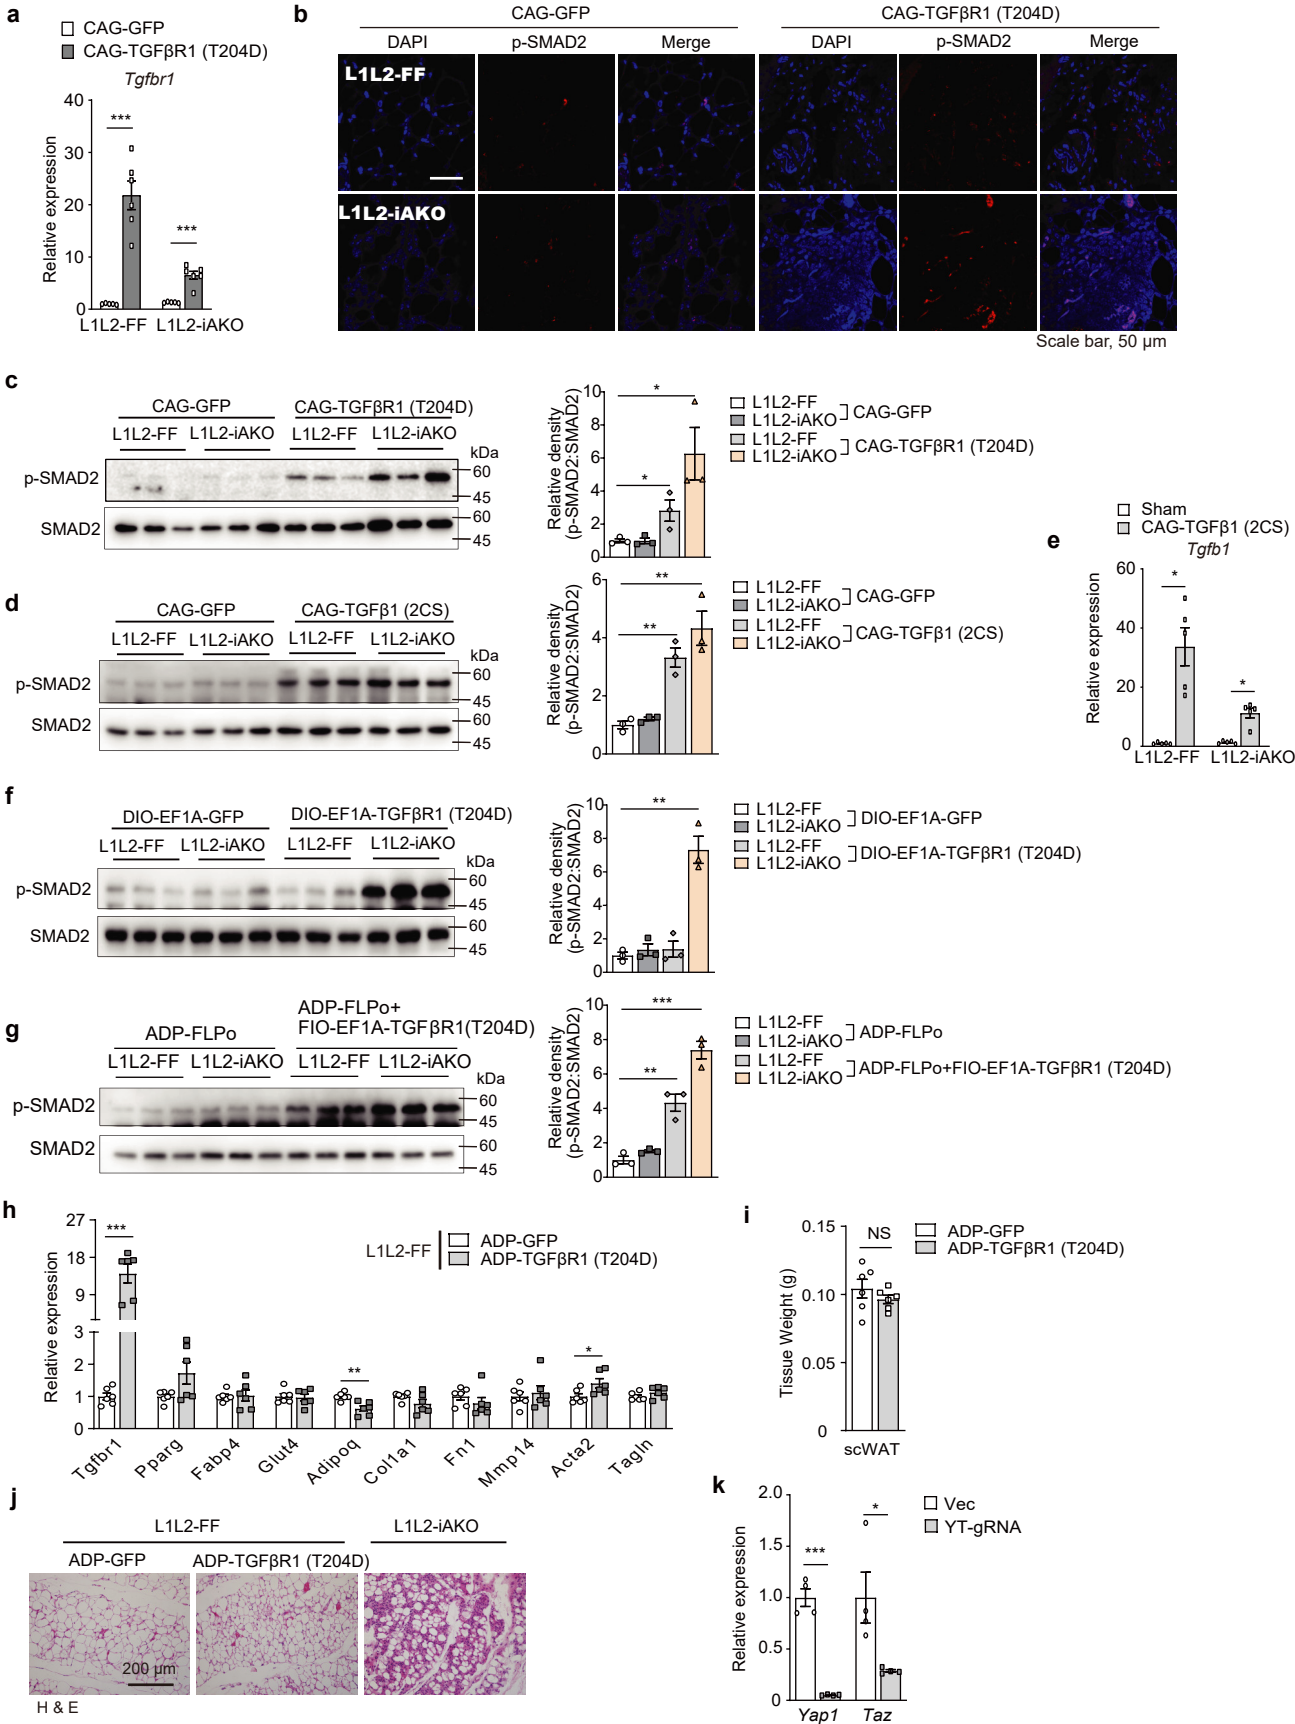

**Supplementary Figure 7. Hippo pathway inactivation or TGF $\beta$  stimulation alone is not sufficient to induce AT fibrosis in adult mice.**

**a**, Overexpression efficiency of AAV-CAG-TGF $\beta$ R1 (T204D) in L1L2-FF or L1L2-iAKO scWAT transduced with AAV-CAG-GFP (n=5 mice) or AAV-CAG-TGF $\beta$ R1 (T204D) (n=6 mice) followed by tamoxifen administration. **B**, Representative sections of indicated scWAT stained for p-SMAD2 (red) and nucleus (DAPI, blue). **c, d, f, g**, Left, immunoblot analysis of phosphorylation of SMAD2 (p-SMAD2) of the indicated mice; Right, quantification of relative phosphorylation levels of SMAD2 (n=3 mice). **e**, Overexpression efficiency of AAV-CAG-TGF $\beta$ 1 (2CS) in scWAT (n=5 mice). **h-j**, Eight-week-old WT mice were subcutaneously injected with AAV-ADP-GFP or AAV-ADP-TGF $\beta$ R1 (T204D). **h**, mRNA expression of fibrosis and adipocyte markers (n=6 mice). **I**, scWAT weight (n=6 mice). **j**, Representative scWAT sections with H&E staining. **k**, Knockdown efficiency of YT-gRNA in *Cas9<sup>Tg/+</sup>* SVF (n=4 biologically independent cell cultures). Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Exact *P* values are provided in a Source Data file.

Supplementary Figure 8

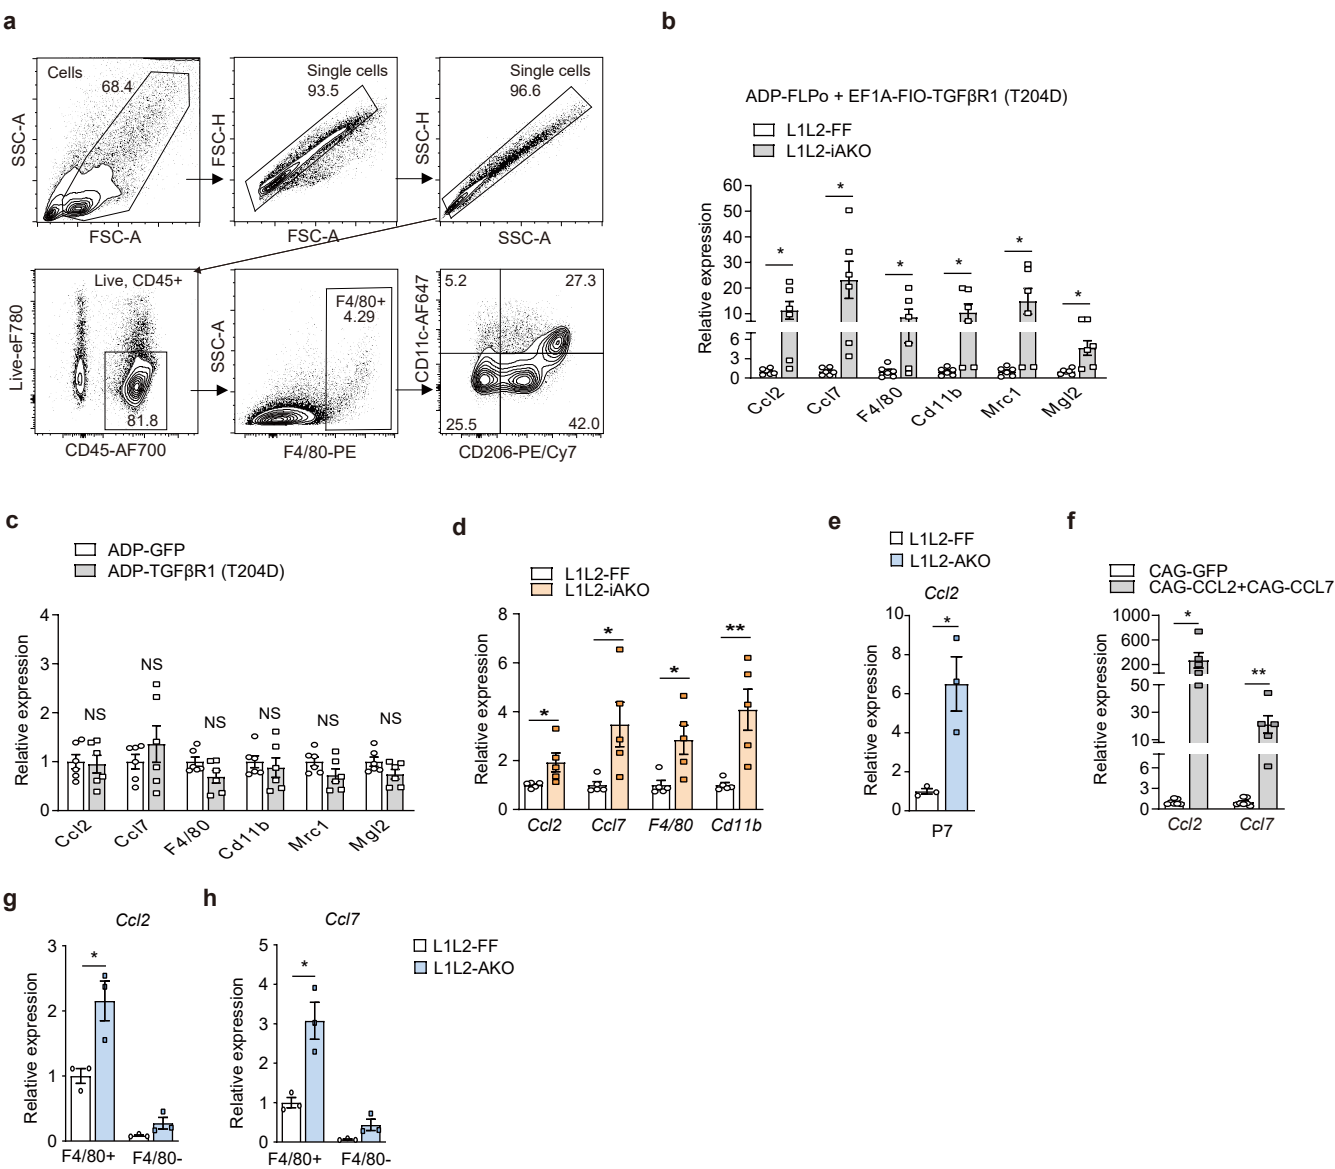

**Supplementary Figure 8. *Lats1/2* deletion induces inflammatory responses in scWAT.**

**a**, Gating strategy of flow cytometry for macrophages. **b**, L1L2-FF or L1L2-iAKO mice that were locally injected with AAV-ADP-FLPo and AAV-EF1A-FIO-TGF $\beta$ R1 (T204D). mRNA expression of inflammatory genes in scWAT (n=6 mice). **c**, L1L2-FF mice that were locally injected with AAV-ADP-GFP or AAV-ADP-TGF $\beta$ R1 (T204D). mRNA expression of inflammatory genes in scWAT (n=6 mice). **d**, mRNA expression of inflammatory markers in L1L2-FF or L1L2-iAKO mice (n=5). **e**, mRNA expression of *Ccl2* in adipocytes of pooled P7 male L1L2-FF or L1L2-AKO scWAT (n=3). One dot represents a mean value of biologically independent samples from four male mice. **f**, Overexpression efficiency of AAV-CAG-GFP (n=7 mice), AAV-CAG-CCL2 and AAV-CAG-CCL7 (n=5 mice) in scWAT. **g**, **h**, F4/80<sup>-</sup> and F4/80<sup>+</sup> cells were magnetically sorted from pooled L1L2-FF or L1L2-AKO scWAT SVF and analyzed for mRNA expression of (**g**) *Ccl2* or (**h**) *Ccl7* (n=3). One dot represents a mean value of biologically independent samples from three male mice.. Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Exact *P* values are provided in a Source Data file.

Supplementary Figure 9

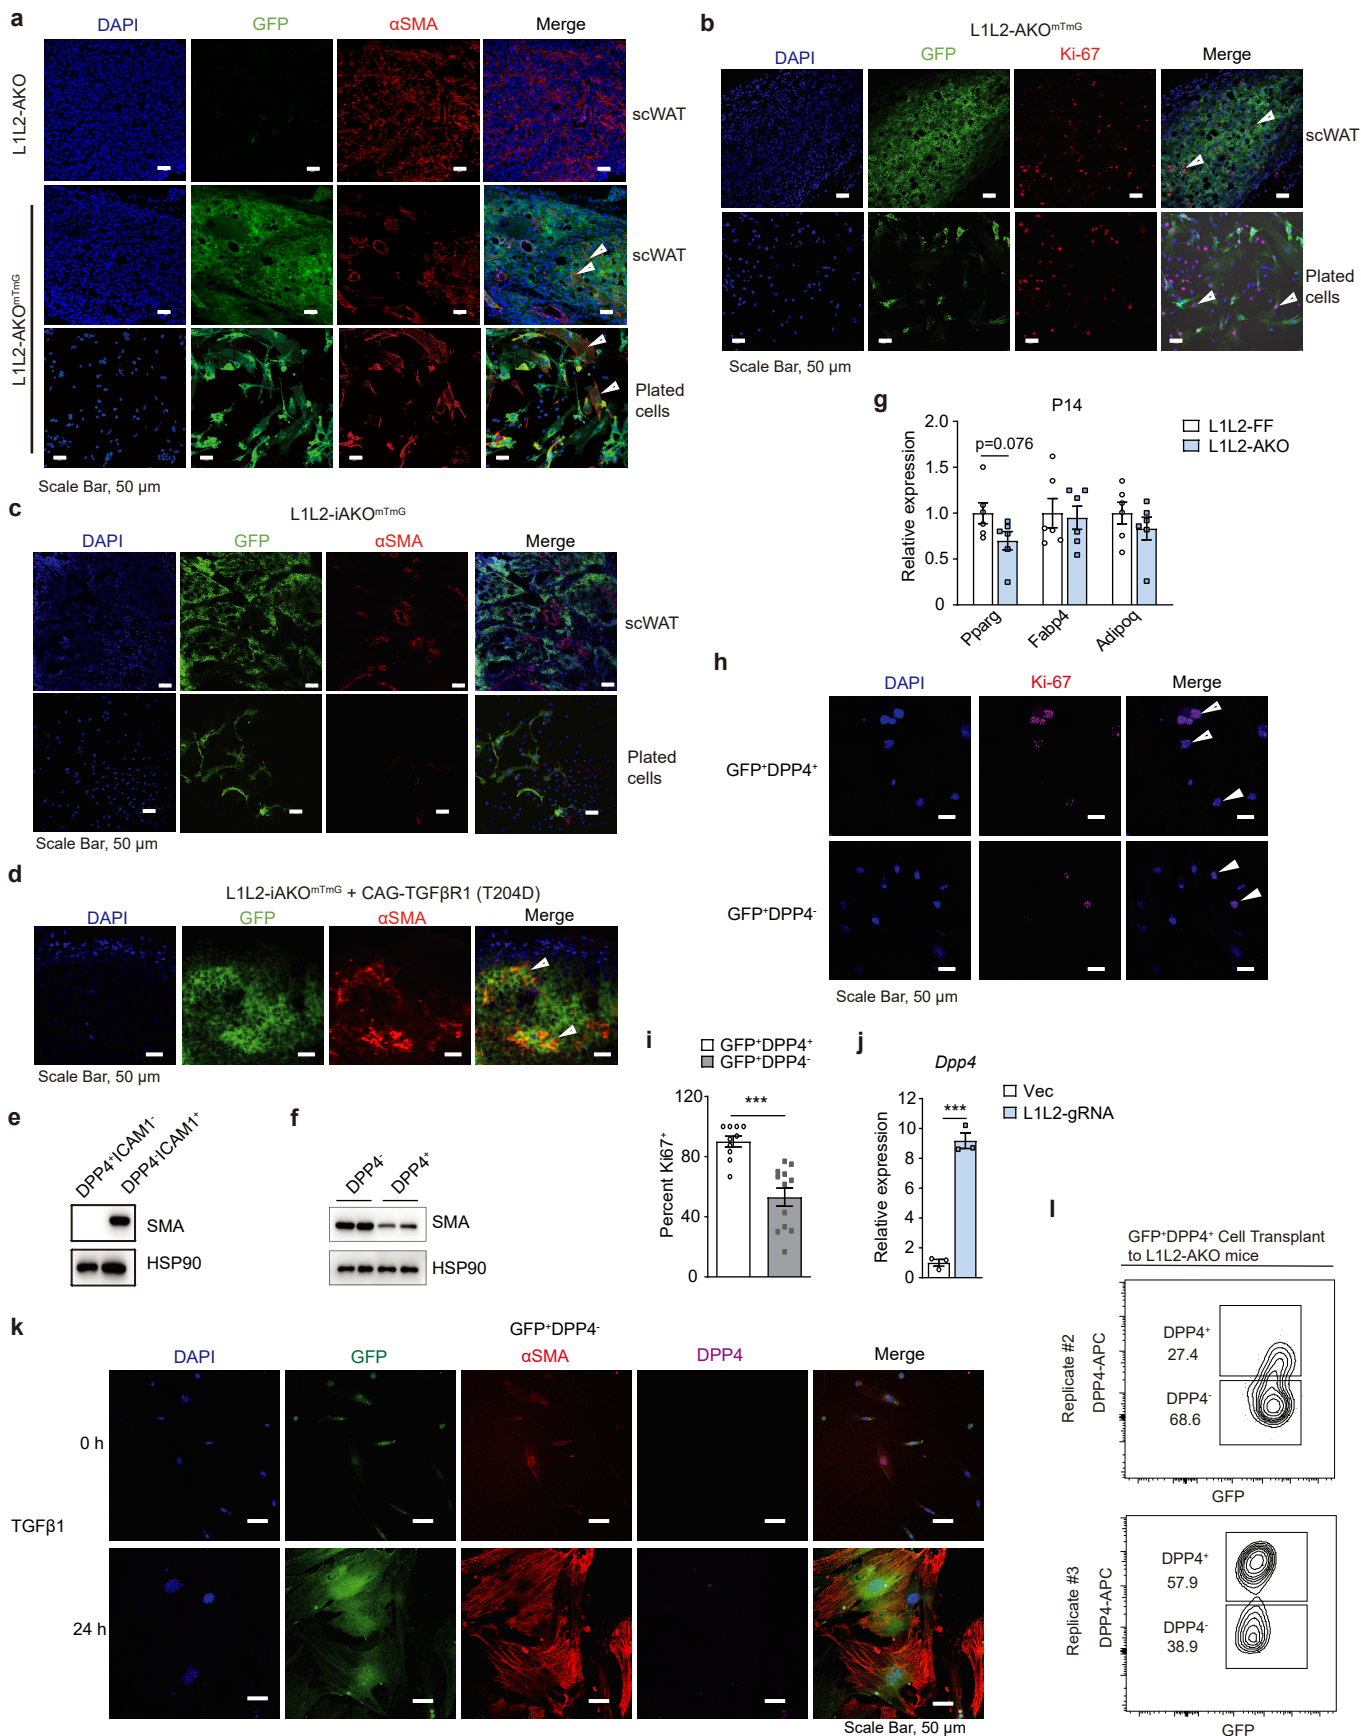

**Supplementary Figure 9. *Lats1/2* deletion promotes the cell fate conversion from adipocyte to myofibroblast.**

**a**, Representative sections of scWAT of P28 L1L2-AKO<sup>mTmG</sup> mice stained for  $\alpha$ SMA (AF647, red), nucleus (DAPI, blue) and membrane GFP (green). Arrowheads show examples of GFP<sup>+</sup> $\alpha$ SMA<sup>+</sup> cells. Independent experiments were performed three times with similar results. **B**, Representative sections of scWAT of P28 L1L2-AKO<sup>mTmG</sup> mice stained for Ki-67 (eFluor 660, red), nucleus (DAPI, blue). Arrowheads show examples of GFP<sup>+</sup>Ki-67<sup>+</sup> cells. Independent experiments were performed twice with similar results. **C**, Representative sections of scWAT of L1L2-iAKO<sup>mTmG</sup> mice stained for  $\alpha$ SMA (AF647, red), nucleus (DAPI, blue) and membrane GFP (green). Independent experiments were performed twice with similar results. **D**, Representative sections of scWAT of L1L2-iAKO<sup>mTmG</sup> transduced with AAV-CAG- TGF $\beta$ R1 (T204D) and stained for  $\alpha$ SMA (AF647, red), nucleus (DAPI, blue) and membrane GFP (green). Arrowheads indicate GFP<sup>+</sup> $\alpha$ SMA<sup>+</sup> cells. Independent experiments were performed twice with similar results. **e**, Immunoblot analysis of  $\alpha$ SMA protein expression in sorted DPP4<sup>+</sup> or DPP4<sup>-</sup> cells from WT scWAT SVF. Independent experiments were performed twice with similar results. **f**, Immunoblot analysis of  $\alpha$ SMA protein expression in sorted DPP4<sup>+</sup>ICAM1<sup>-</sup> or DPP4<sup>-</sup>ICAM1<sup>+</sup> cells from WT scWAT SVF. Independent experiments were performed twice with similar results. **g**, mRNA expression of adipocyte markers of P14 L1L2-FF or L1L2-AKO scWAT (n=6 mice). **h**, GFP<sup>+</sup>DPP4<sup>+</sup> or GFP<sup>+</sup>DPP4<sup>-</sup> cells sorted from L1L2-AKO<sup>mTmG</sup> scWAT SVF were plated and stained for Ki-67 (eFluor 660, purple) and nucleus (DAPI, blue). Independent experiments were performed twice with similar results. **i**, Quantification of Ki-67<sup>+</sup> cell percentages of GFP<sup>+</sup>DPP4<sup>+</sup> (n=10 visual fields) or GFP<sup>+</sup>DPP4<sup>-</sup> (n=12 visual fields) cells. **j**, RT-qPCR analysis of *Dpp4* mRNA expression in differentiated

adipocytes (from *Cas9*<sup>Tg/+</sup> scWAT SVF) transduced with Vec or L1L2-gRNA (n=3 biologically independent cell cultures). **k**, Sorted GFP<sup>+</sup>DPP4<sup>-</sup> cells from P21 L1L2-AKO<sup>LSL-CAS9-EGFP</sup> scWAT SVF were treated with TGF-β1 (10 ng/ml) for 0 h or 24 h. Cells were stained with αSMA (red), DPP4 (purple), nucleus (DAPI, blue) and GFP (green). Independent experiments were performed twice with similar results. **l**, The other two recipient mice as in Fig. 5g. Donor cells were from scWAT SVF of L1L2-AKO<sup>mTmG</sup> (upper) or L1L2-AKO<sup>LSL-CAS9-EGFP</sup> (lower) mice. Data are means ± SEM. Two-tailed unpaired student's *t*-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Exact *P* values are provided in a Source Data file.

# Supplementary Figure 10

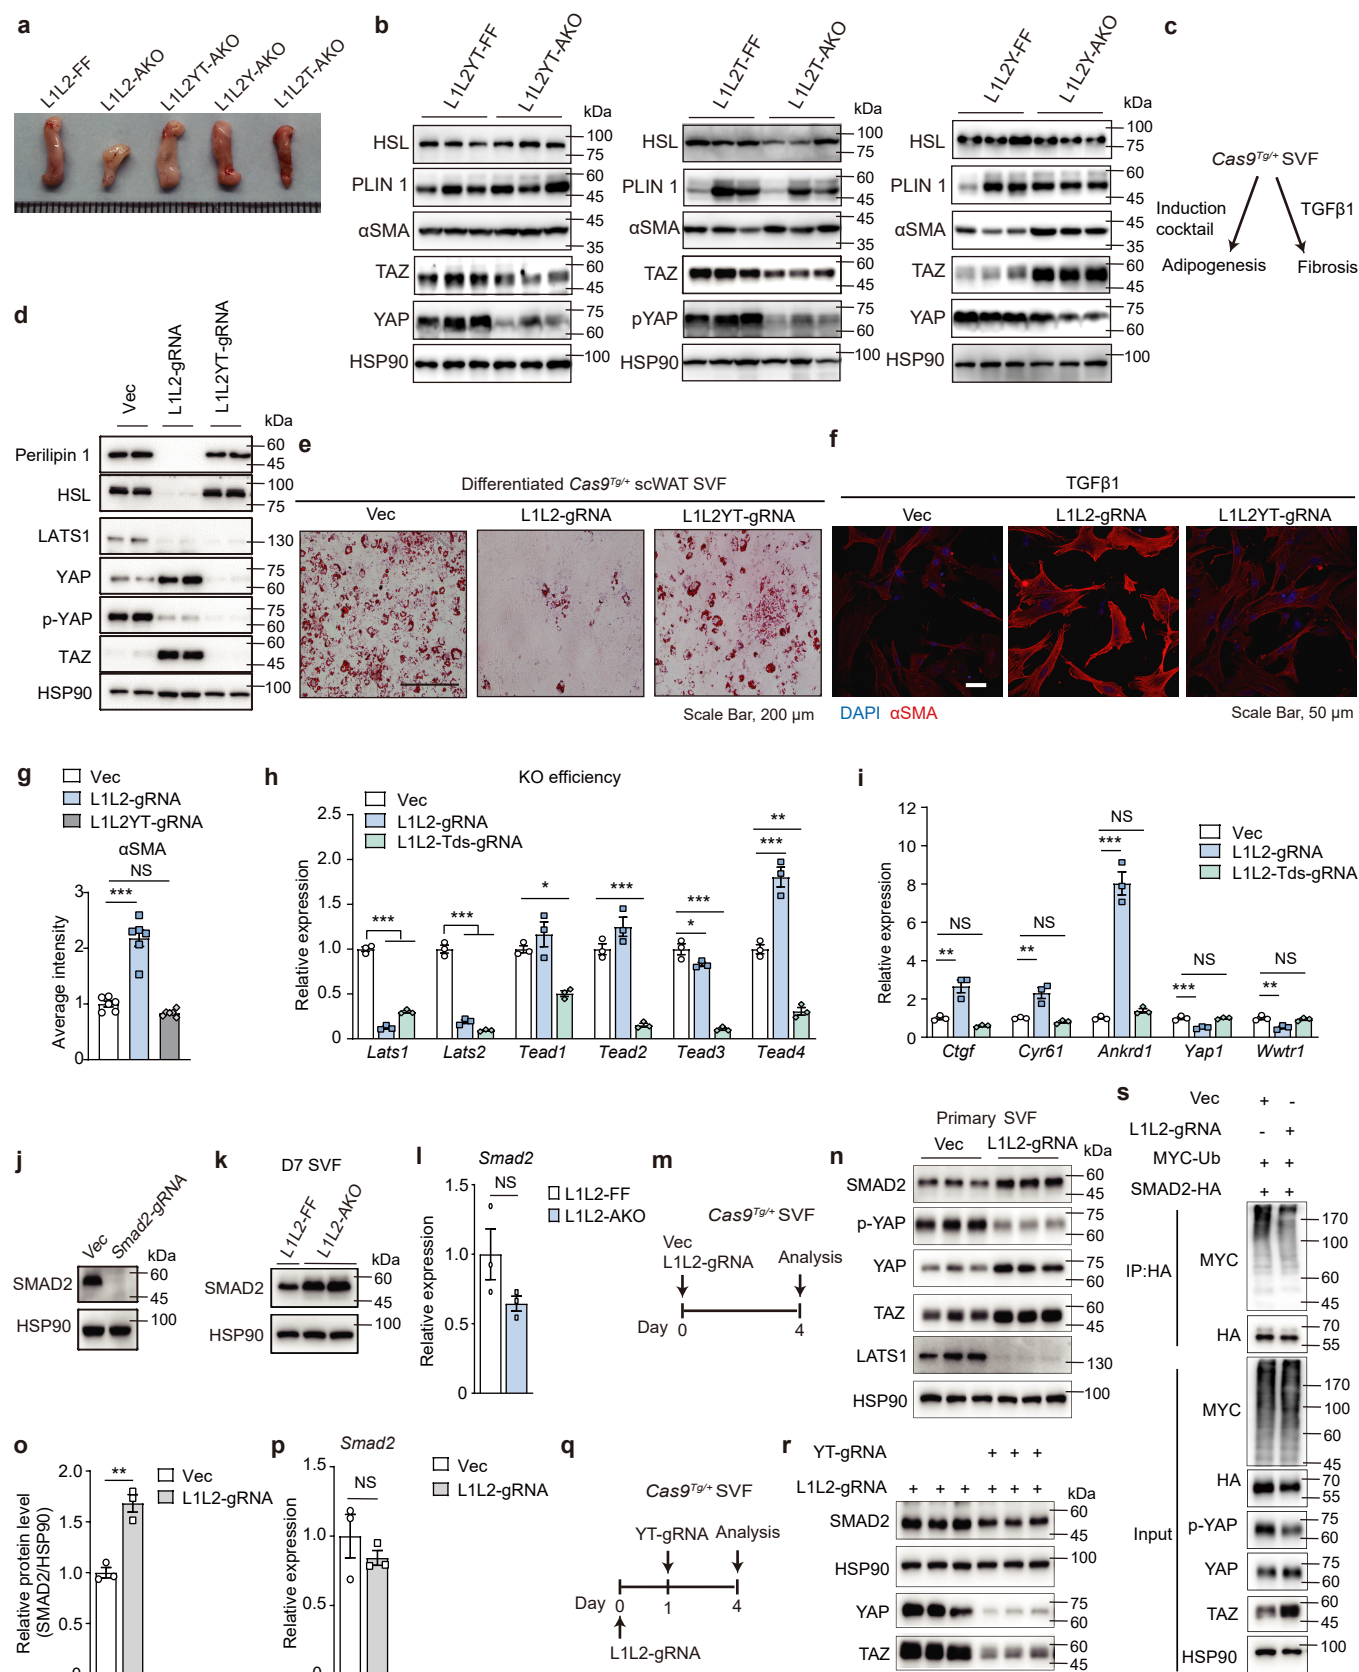

**Supplementary Figure 10. The LATS1/2-YAP/TAZ-TEADs axis regulates adipocyte identity.**

**a**, Representative images of scWAT of the indicated mouse strains. **b**, Immunoblot analysis of HSL, Perilipin 1 and  $\alpha$ SMA protein expression in scWAT of the indicated mouse strains (n=3 mice). **c-g**, Primary *Cas9<sup>Tg/+</sup>* SVF treated with TGF $\beta$ 1 or adipogenic cocktail. **c**, Experimental scheme. **d**, Immunoblot analysis of adipocyte markers in differentiated *Cas9<sup>Tg/+</sup>* SVF. **e**, Oil red staining of differentiated *Cas9<sup>Tg/+</sup>* SVF transduced with Vec, L1L2-gRNA or L1L2YT-gRNA. Independent experiments were performed twice with similar results. **f**, Immunostaining of  $\alpha$ SMA<sup>+</sup> primary SVF cells treated with TGF $\beta$ 1 (10 ng/mL) for 24 h. Independent experiments were performed twice with similar results. **g**, Quantification of average intensity of  $\alpha$ SMA in (**f**) (n=6 visual fields). **h, i**, RT-qPCR analysis of the knockdown efficiency of (**h**) *Lats1/2* and *Tead1/2/3/4* and (**i**) the Hippo pathway downstream gene expression in differentiated adipocytes (n=3 biologically independent cell cultures). **j**, Immunoblot analysis of the specificity of SMAD2 antibody. Independent experiments were performed twice with similar results. **k**, Immunoblot analysis of SMAD2 protein expression in differentiated adipocytes from SVF of L1L2-FF or L1L2-AKO scWAT. Independent experiments were performed twice with similar results. **l**, mRNA expression of *Smad2* in differentiated adipocytes from SVF of L1L2-FF or L1L2-AKO scWAT (n=3 biologically independent cell cultures). **m-p**, Primary *Cas9<sup>Tg/+</sup>* SVF transduced with Vec or L1L2-gRNA for 4 days. **m**, Experimental timeline. **n**, SMAD2 protein expression. **o**, Quantification of SMAD2 protein expression (n=3 biologically independent cell cultures). **p**, mRNA expression of *Smad2* (n=3 biologically independent cell cultures). **q, r**, Primary *Cas9<sup>Tg/+</sup>* SVF transduced with L1L2-gRNA on day 0, followed by YT-gRNA on day 1. **q**, Experimental timeline. **r**, Immunoblot

analysis of SMAD2 protein expression. Independent experiments were performed twice with similar results. **s**, Differentiated adipocytes were transduced with Vec, L1L2-gRNA1, MYC-Ub and SMAD2-HA. Immunoprecipitation (IP) followed by western blot assay was performed. Independent experiments were performed twice with similar results. Data are means  $\pm$  SEM. One-way ANOVA with Bonferroni's multiple-comparisons test in **(g)**, **(h)** and **(i)**; Two-tailed unpaired student's *t*-test in **(l)**, **(o)** and **(p)**; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Exact *P* values are provided in a Source Data file.

Supplementary Figure 11

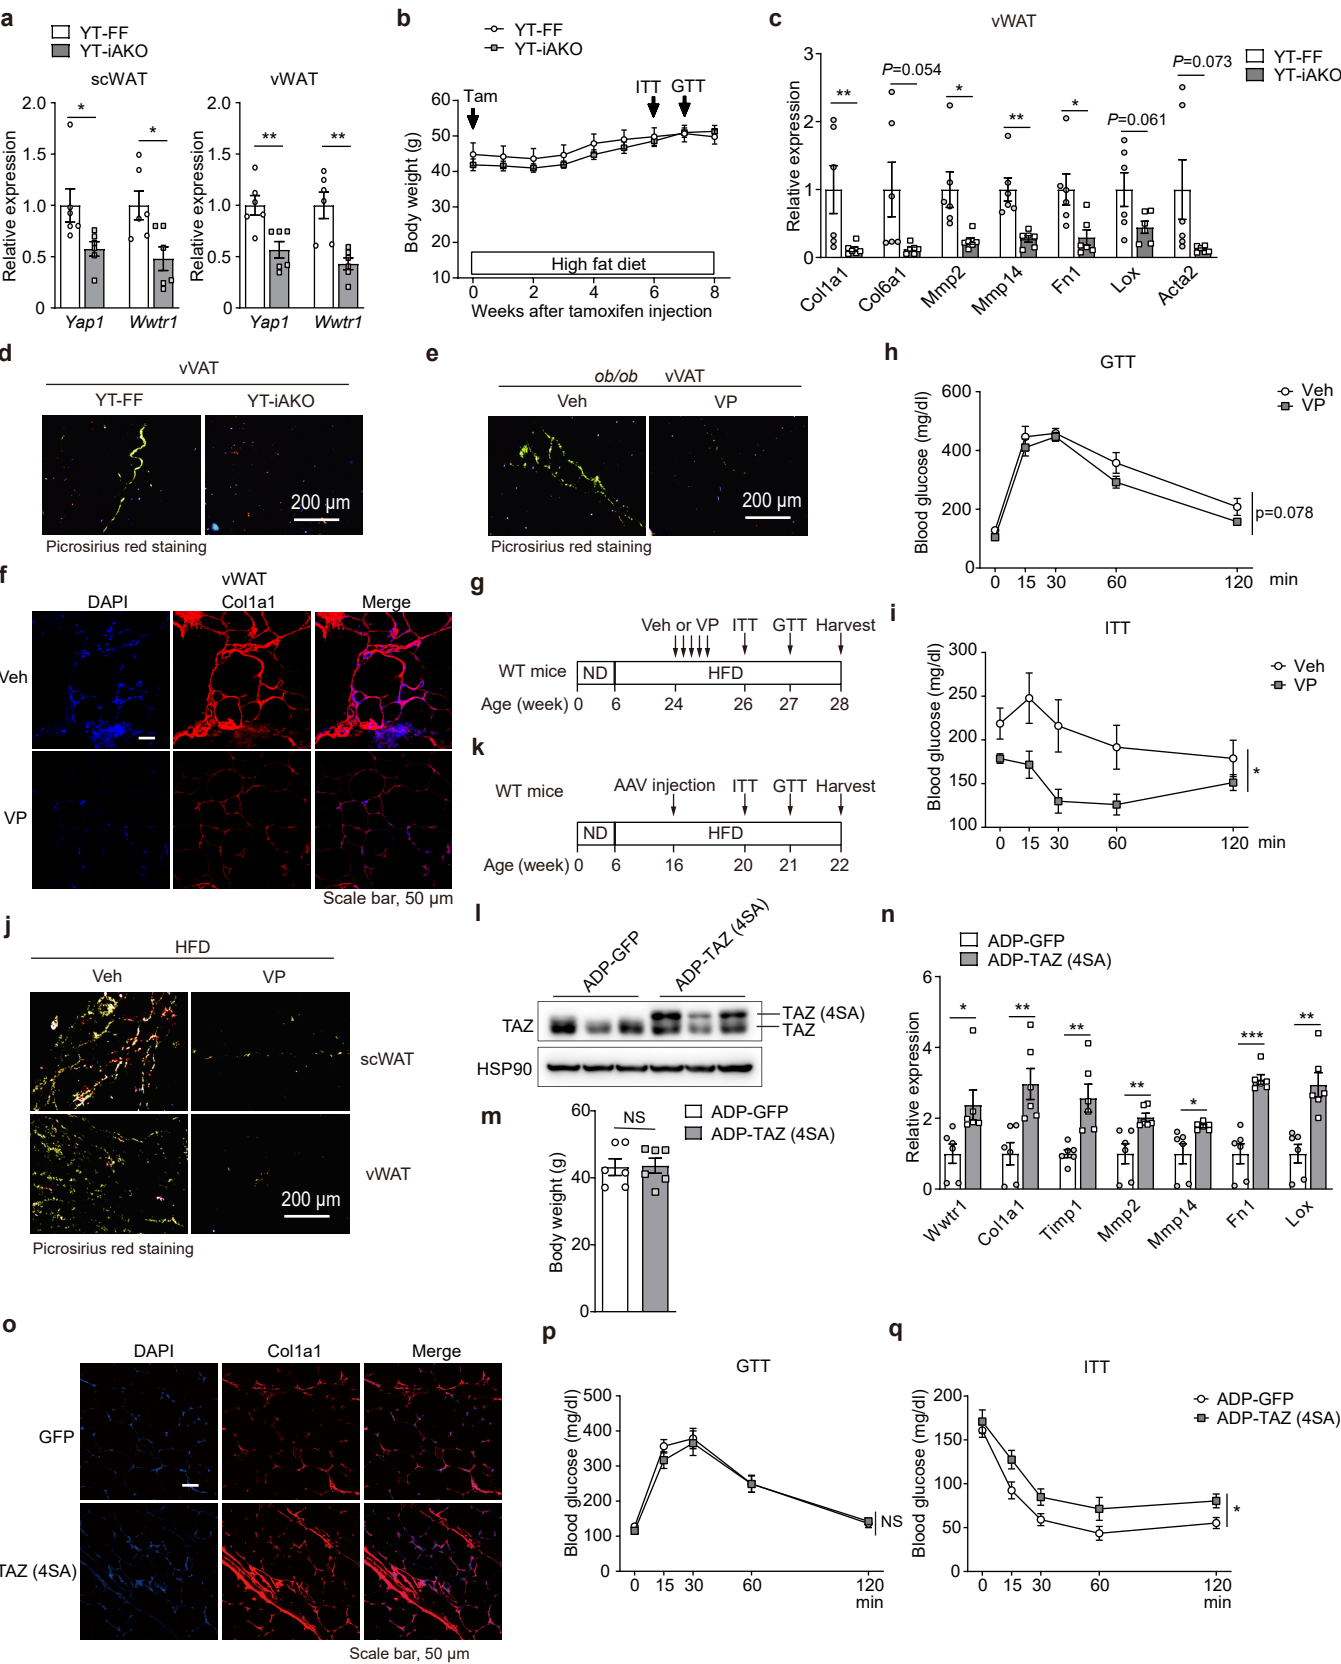

**Supplementary Figure 11. Targeting the Hippo pathway in precursor cells and adipocytes to treat obesity-induced AT fibrosis and metabolic dysfunction.**

**a-d**, YT-FF and YT-iAKO mice were fed a HFD for 19 weeks. **a**, Knockout efficiency of *Yap1* or *Wwtr1* in scWAT or vWAT (n=6 mice). **b**, Body weight of YT-FF and YT-iAKO mice under a high-fat diet before and after 5 doses of tamoxifen (Tam) (50 mg/kg) treatment (n=6 mice). **c**, mRNA expression of fibrosis markers in vWAT (n=6 mice). **d**, Representative vWAT sections with Picrosirius red staining. **e**, Representative vWAT sections with Picrosirius red staining of 12-week-old *ob/ob* mice administrated with Veh or VP. Independent experiments were performed three times with similar results. **f**, Representative sections of vVAT stained for Colla1 (red) and nucleus (DAPI, blue) of *ob/ob* mice that were i.p. injected with Veh or VP. Independent experiments were performed twice with similar results. **g-j**, Mice fed a HFD for 18 weeks were i.p. injected with Veh or VP (25 mg/kg) for 5 doses every other day. **g**, Experimental scheme. **h**, GTT (n=6 mice). **i**, ITT (n=6 mice). **j**, Representative scWAT sections with Picrosirius red staining in scWAT and vVAT. Independent experiments were performed three times with similar results. **k-q**, WT mice were fed a HFD for 10 weeks followed by an injection with AAV-ADP-GFP, AAV-ADP-TAZ (4SA) in scWAT for 4 weeks. **k**, Experimental scheme. **l**, Immunoblot analysis of protein expression of TAZ(4SA) in scWAT. **m**, Body weight (n=6 mice). **n**, mRNA expression of fibrosis markers (n=6). **o**, Representative scWAT sections with IF staining of Colla1. **p**, GTT (n=6 mice). **q**, ITT (n=6 mice). Data are means  $\pm$  SEM. Two-tailed unpaired student's *t*-test in (**a**), (**b**), (**c**), (**m**), (**n**); Two-way ANOVA with Bonferroni's multiple-comparisons test in (**h**), (**i**), (**p**), (**q**); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Exact *P* values are provided in a Source Data file.

## Supplementary Table 1

### Sequences of qRT-PCR primers used in this study.

| Gene            | Forward primer           | Reverse primer                 | Note                                              |
|-----------------|--------------------------|--------------------------------|---------------------------------------------------|
| Fn1             | GATGTCCGAACAGCTATTTACCA  | CCTTGCGACTTCAGCCACT            |                                                   |
| Mmp2            | GGACAAGTGGTCCGCGTAAA     | CCGACCGTTGAACAGGAAGG           |                                                   |
| Mmp14           | CAGTATGGCTACCTACCTCCAG   | GCCTTGCTGTCACCTTGTAAG          |                                                   |
| Lox             | CAGCCACATAGATCGCATGGT    | GCCGTATCCAGGTCGGTTC            |                                                   |
| Acta2           | GTCCCAGACATCAGGGAGTAA    | TCGGATACTTCAGCGTCAGGA          |                                                   |
| Tagln           | CAACAAGGGTCCATCTACGG     | ATCTGGGCGGCCTACATCA            |                                                   |
| Col1a1          | TAAGGGTCCCCAATGGTGAGA    | GGGTCCCTCGACTCCTACAT           |                                                   |
| Col3a1          | CTGTAACATGGAACTGGGGAAA   | CCATAGCTGAACTGAAAACCAC<br>C    |                                                   |
| Col6a1          | CCGACTGCGCCATTAAGAAG     | CCCCGCATGGTTCCTTGTAAG          |                                                   |
| Tgfb1           | ATCCTGGCGTTACCTTGG       | AGCCCTGTATTCCGTCTCCT           |                                                   |
| Tgfb2           | TCGACATGGATCAGTTTATGCG   | CCCTGGTACTGTTGTAGATGGA         |                                                   |
| Tgfb3           | CCTGGCCCTGCTGAACTTG      | TTGATGTGGCCGAAGTCCAAC          |                                                   |
| Tgfb1           | CAGCTCCTCATCGTGTGGTG     | GCACATACAAATGGCCTGTCTC         |                                                   |
| Tgfb2           | GATGTCATGGCCAGCGACAA     | TGTTCTTGTCGTTCTTCCTC           |                                                   |
| Smad2           | ATGTCGTCCATCTTGCCATTC    | AACCGTCTGTTTTCTTTAGCTT         |                                                   |
| Timp1           | CGAGACCACCTTATACCAGCG    | ATGACTGGGGTGTAGGCGTA           |                                                   |
| Cel2            | TTAAAAACCTGGATCGGAACCAA  | GCATTAGCTTCAGATTACGGGT         |                                                   |
| Cel7            | CCACATGCTGCTATGTCAAGA    | ACACCGACTACTGGTGATCCT          |                                                   |
| Mrc1<br>(CD206) | CTCTGTTCACTATTGGACGC     | CGGAATTTCTGGGATTACGCTTC        |                                                   |
| Mgl1<br>(CD301) | TGAGAAAGGCTTTAAGAACTGGG  | GACCACCTGTAGTGATGTGGG          |                                                   |
| Nos2            | GAGCAACTACTGCTGGTGGT     | TCAGAGTCTGCCCATTGCTG           |                                                   |
| F4/80           | TGACTCACCTTGTTGGTCCTAA   | CTTCCCAGAATCCAGTCTTTCC         |                                                   |
| CD11b           | CCTTCATCAACACAACCAGAGTGG | CGAGGTGCTCCTAAAACCAAGC         |                                                   |
| Pparg           | CAAGAATACCAAAGTGCGATCAA  | GAGCTGGGTCTTTTCAGAATAAT<br>AAG |                                                   |
| Fabp4           | ACACCGAGATTTCTTCAAACCTG  | CCATCTAGGGTTATGATGCTCTT<br>C   |                                                   |
| Adipoq          | GCACTGGCAAGTTCTACTGCAA   | GTAGGTGAAGAGAACGGCCTTG<br>T    |                                                   |
| Glut4           | GTGACTGGAACACTGGTCCTA    | CCAGCCACGTTGCATTGTAG           |                                                   |
| Hsl             | CCAGCCTGAGGGCTTACTG      | CTCCATTGACTGTGACATCTCG         |                                                   |
| Lats1           | ATCTCCCGAATCTCCCTGTT     | GTCGCCCTGGTGTAAGTTAAA          |                                                   |
| Lats1           | GAAAGACGTTCTGCTCCGAA     | ATCGTGCCAGATTTTCAGGA           | for detection of KO<br>efficiency of L1-<br>gRNA1 |
| Lats1           | GGAGTTCAGAATGGTGGTGG     | GGAACGTTTCCATTGGCGAA           | for detection of KO<br>efficiency of L1-<br>gRNA2 |
| Lats2           | GGCTTTATCCACCGGGACAT     | AATCCAGTGCAGAGGCCAAA           |                                                   |
| Lats2           | TGGAGCAGGAAATGGCCAAA     | CGTGAGTGTCCAGCTTACAA           | for detection of KO<br>efficiency of L2-<br>gRNA1 |
| Lats2           | GCAGACGGGCAGTAGGAGTA     | CCTCGTAGTTTGACACCACC           | for detection of KO<br>efficiency of L2-<br>gRNA2 |

|        |                         |                             |  |
|--------|-------------------------|-----------------------------|--|
| Yap1   | TGAGATCCCTGATGATGTACCAC | TGTTGTTGTCTGATCGTTGTGAT     |  |
| Wwtr1  | CCGGTTCCGGGGATAAAGAT    | GTTGAAGAGGGCTTCGAGGT        |  |
| 36B4   | TCACTGTGCCAGCTCAGAAC    | ATCAGCTGCACATCACTCAGA       |  |
| Tead1  | AAGCCGATTGACAACGACGC    | CCTTGTCTTTCCCGTCCTGA        |  |
| Tead2  | ATGGGGGATCCCCGGACTGG    | ATGATCTTGCGACGGCCACA        |  |
| Tead3  | AAGGGTCTGGACAACGATGC    | CTGTTTTCTTGTCTGGTTT         |  |
| Tead4  | TGGAGCTCTCCCGACTCCCC    | TGCGATCAGCTCATTCCGAC        |  |
| Ctgf   | GGACACCTAAAATCGCCAAGC   | ACTTAGCCCTGTATGTCTCACA      |  |
| Cyr61  | TAAGGTCTGCGCTAAACAACTC  | CAGATCCCTTTCAGAGCGGT        |  |
| Ankrd1 | TGCGATGAGTATAAACGGACG   | GTGGATTCAAGCATATCTCGGA<br>A |  |

## Supplementary Table 2

### Sequences of gRNAs used in this study.

| gRNA        | Sequence               | Note |
|-------------|------------------------|------|
| Lats1-gRNA1 | AGACGTTCTGCTCCGAAATC   | 68   |
| Lats1-gRNA2 | ACGTTTCCATTGGCGAATGA   |      |
| Lats2-gRNA1 | GAGTGTCCAGCTTACAAGCG   | 68   |
| Lats2-gRNA2 | GCTGGGTGGTGCAAACACTACG |      |
| Yap-gRNA    | GATCAGACAACAACATGGC    |      |
| Taz-gRNA    | TCACGTCATAGGACTGCTGG   |      |
| Tead1-gRNA  | CCGATTGACAACGACGCGGA   |      |
| Tead2-gRNA  | ATCTTGCGACGGCCACAGGG   |      |
| Tead3-gRNA  | GTCTGGACAACGATGCGGA    |      |
| Tead4-gRNA  | AGCTCTCCCGACTCCCCCGA   |      |
| Smad2-gRNA  | CTTGCCATTCACTCCGCCAG   |      |

# Supplementary material for: The Hippo pathway links adipocyte plasticity to adipose tissue fibrosis
**Source:** Nat Commun. 2022 Oct 13;13:6030. doi: 10.1038/s41467-022-33800-0
**Supplement:** Supplementary file 2 — Reporting Summary

Last updated by author(s): Aug 14, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Applied Biosystems StepOnePlus Real-Time PCR Systems, Tanon 5200 Chemiluminescent Imaging System, CytoFLEX S flow cytometer, Olympus BX51 Microscopy, Olympus BX53 Microscopy, BioTek Multi-Detection Microplate Reader, EVOS® FL Imaging Systems, GE Lunar PIXImus densitometer, Carl ZEISS LSM 710 NLO Microscopy, Nikon A1R-si Microscopy, BD FACSAria III cytometer, BGISEQ-500 sequencer.

Data analysis

ImageJ v10 was used for immunoblot densitometry analysis and immunofluorescence analysis, GraphPad Prism v8.0.2, FastQC v0.11.9, SAMtools v1.3.1, StringTie v1.3.5, HISAT2 v2.1.0, FlowJo v10, Microsoft Excel 2019, R v3.6.3, CytExpert v2.3.0.84

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Our RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus repository under accession code GSE184826 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184826>]. The RNA-seq data used in this study are publicly available in the NCBI Gene Expression Omnibus repository under the accession numbers GSE141432 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141432>], GSE152991 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152991>]. Gene list involved in Hippo pathway was from Hallmark gene sets from molecular signatures database

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on previous experiments (doi: 10.1016/j.cell.2014.03.066; doi: 10.1038/nr.3709; doi: 10.1038/nr.3728) or based on pilot experiments to ensure the possibility of statistical analysis and to minimize the use of experimental animals based on the 3R principles.                                                                 |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All the experiments and data shown in this work have been repeated independently at least twice with similar results as indicated in the legends.                                                                                                                                                                                                              |
| Randomization   | Ob/ob and HFD-induced obese mice were randomly allocated to groups for verteporfin (VP) treatment. Randomization was not done to other mice that were grouped based on genotypes.                                                                                                                                                                              |
| Blinding        | Blinding was not done as most of the experiments were performed by a single person and the data was acquired and analyzed by the same person. It was not feasible during the course of the study to have at least two individuals for each experiment. No data was excluded in this study and all analyses were performed quantitatively and not subjectively. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Antibodies for immunoblot  
 Primary Antibodies:  
 Rabbit anti- $\alpha$ SMA Cell Signaling #19245 1:5000  
 Mouse anti-HSP90 $\alpha$ / $\beta$  Santa Cruz Biotech. #sc-13119 clone:F-8 1:10000  
 Mouse anti- $\alpha$ -Tubulin Sigma-Aldrich #T6199 1:10000  
 Mouse anti-Lamin B1 Protein tech #66095-1-Ig 1:10000  
 Rabbit anti-YAP Cell Signaling #14074 1:1000  
 Rabbit anti-YAP Cell Signaling #4912 1:1000  
 Rabbit anti-TAZ Cell Signaling #83669 1:1000  
 Rabbit anti-TAZ Cell Signaling #4883 1:1000  
 Rabbit anti-LATS1 Cell Signaling #3477 1:1000  
 Rabbit anti-LATS2 Bethyl Laboratories#A300-479A 1:1000  
 Rabbit p-YAP (Ser 112) Cell Signaling #4911 1:1000  
 Rabbit p-TAZ (Ser 89) Cell Signaling #59971 1:1000  
 Rabbit anti-SMAD2/3 Cell Signaling #8685 1:1000  
 Rabbit anti-p-SMAD2 (Ser465/467)/SMAD3 (Ser423/425) Cell Signaling #8828 1:1000

Mouse anti-GFP Thermo Scientific #A-11120 1:1000  
 Rabbit anti-HSL Cell Signaling #4107 1:1000  
 Mouse anti-Perilipin 1 Vala Sciences #4854 1:10000  
 Mouse anti-Flag Abmart #M20008 1:5000  
 Rabbit anti-HA Cell Signaling #3724 1:1000  
 Rabbit anti-Myc Cell Signaling #2276 1:2000  
 Caspase 3 (Cell Signaling, 9662) 1:1000  
 MST1 (Cell Signaling, 3682) 1:1000  
 MST2 (Cell Signaling, 3952) 1:1000  
 p-SAPK/JNK (Thr183/Tyr185) (Cell Signaling, 4668) 1:1000  
 SAPK/JNK (Cell Signaling, 9252) 1:1000  
 p-AKT (Ser473) (Cell Signaling, 4060) 1:1000  
 AKT (Cell Signaling, 9272) 1:1000  
 p-p38 MAPK (Thr180/Tyr182) (Cell Signaling, 4511) 1:1000  
 p38 MAPK (Cell Signaling, 8690) 1:1000  
 p-MLC2 (Ser19) (Cell Signaling, 3671) 1:1000  
 MLC2 (Proteintech, 10906-1-AP) 1:1000  
 ERK1/ERK2 (ABclonal, A10613) 1:1000  
 p-ERK1(T202/Y204)/ERK2(T185/Y187) (ABclonal, AP0472) 1:1000  
 Col1a1 (Cell Signaling, 72026) 1:1000

#### Secondary antibodies:

Goat anti-mouse IgG:HRP Thermo Scientific #32430 1:10000  
 Goat anti-rabbit IgG:HRP Thermo Scientific #31460 1:10000

#### Antibodies for flow cytometry

CD16/32 BioLegend #101302, clone: 93, 1:1000  
 CD45-PerCP/Cy5.5 BioLegend #103131 clone: 30-F11 1:1000  
 CD45-AF700 BD Biosciences #560510 clone: 30-F11 1:800  
 CD31-PerCP/Cy5.5 BioLegend #102419 clone:390 1:300  
 F4/80-PE Cell Signaling #64763 1:80  
 CD11c-AF647 BioLegend #117314 clone: N418 1:100  
 CD206-PE Cy7 BioLegend #141720 clone: C068C2 1:100  
 CD26 (DPP4)-APC BioLegend #137807 clone: H194-112 1:100  
 CD54 (ICAM1)-PE/Cy7 BioLegend #116121 clone: YN1/1.7.4 1:100  
 Anti-F4/80-Biotin Miltenyi Biotech. #130-116-514 1:100

#### Antibodies for immunohistochemistry

Rabbit anti-F4/80 #70076 Cell Signaling 1:200  
 Goat anti-rabbit HRP-conjugated secondary antibody ZSGB-Bio #ZB-2010 1:200  
 Biotin-conjugated goat anti-rabbit IgG (H+L) #ZB-2010 ZSGB-Bio 1:200

#### Antibodies for immunofluorescence

Rabbit anti- $\alpha$ SMA Cell Signaling #19245 1:5000  
 Rabbit anti-CD26 (DPP4)-APC BioLegend #137807 clone: H194-112 1:100  
 Rabbit anti-Ki67-eFluor 660 eBioscience #50-5698-82 1:200  
 Goat anti-Rabbit-IgG: Alexa Fluor 647 Thermo Scientific #A21244 1:300  
 Goat anti-Rabbit-IgG: PE Thermo Scientific #12-4739-81 1:400  
 Rabbit anti-p-SMAD2 (S465/S467) Cell Signaling #18338, 1:100  
 Rabbit anti-Col1a1 Cell Signaling #72026 1:100

#### Validation

All antibodies used were purchased from commercial vendors. All the primary antibodies used in this study were validated in mice.

#### Antibodies for immunoblot

##### Primary Antibodies:

Rabbit anti- $\alpha$ SMA Cell Signaling #19245 1:5000  
<https://www.cellsignal.cn/datasheet.jsp?productId=19245&images=1&size=A4>  
 Mouse anti-HSP90 $\alpha$ / $\beta$  Santa Cruz Biotech. #sc-13119 clone:F-8 1:10000  
<https://www.scbt.com/p/hsp-90alpha-beta-antibody-f-8?requestFrom=search>  
 Mouse anti- $\alpha$ -Tubulin Sigma-Aldrich #T6199 1:10000  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/t6199>  
 Mouse anti-Lamin B1 Protein tech #66095-1-Ig 1:10000  
<https://www.ptgcn.com/products/LMNB1-Antibody-66095-1-Ig.htm>  
 Rabbit anti-YAP Cell Signaling #14074 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=14074&images=1&size=A4>  
 Rabbit anti-YAP Cell Signaling #4912 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4912&images=1&size=A4>  
 Rabbit anti-TAZ Cell Signaling #83669 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=83669&images=1&size=A4>  
 Rabbit anti-TAZ Cell Signaling #4883 1:1000

<https://www.cellsignal.cn/datasheet.jsp?productId=4883&images=1&size=A4>  
 Rabbit anti-LATS1 Cell Signaling #3477 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=3477&images=1&size=A4>  
 Rabbit anti-LATS2 Bethyl Laboratories#A300-479A 1:1000  
 doi: 10.1016/j.cell.2016.11.005.  
 Rabbit p-YAP (Ser 112) Cell Signaling #4911 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4911&images=1&size=A4>  
 Rabbit p-TAZ (Ser 89) Cell Signaling #59971 1:1000  
[https://www.cellsignal.cn/products/primary-antibodies/phospho-taz-ser89-e1x9c-rabbit-mab/59971?site-search-type=Products&N=4294956287&Ntt=59971&fromPage=plp&\\_requestid=4064841](https://www.cellsignal.cn/products/primary-antibodies/phospho-taz-ser89-e1x9c-rabbit-mab/59971?site-search-type=Products&N=4294956287&Ntt=59971&fromPage=plp&_requestid=4064841)  
 Rabbit anti-SMAD2/3 Cell Signaling #8685 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=8685&images=1&size=A4>  
 Rabbit anti-p-SMAD2 (Ser465/467)/SMAD3 (Ser423/425) Cell Signaling #8828 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=8828&images=1&size=A4>  
 Mouse anti-GFP Thermo Scientific #A-11120 1:1000  
<https://www.thermofisher.cn/cn/zh/antibody/product/GFP-Antibody-clone-3E6-Monoclonal/A-11120>  
 Rabbit anti-HSL Cell Signaling #4107 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4107&images=1&size=A4>  
 Mouse anti-Perilipin 1 Vala Sciences #4854 1:10000  
<https://valasciences.com/reagent-4854/>  
 Mouse anti-Flag Abmart #M20008 1:5000  
<http://www.ab-mart.com.cn/page.aspx?node=%2060%20&id=%20968>  
 Rabbit anti-HA Cell Signaling #3724 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=3724&images=1&size=A4>  
 Rabbit anti-Myc Cell Signaling #2276 1:2000  
<https://www.cellsignal.cn/datasheet.jsp?productId=2276&images=1&size=A4>  
 Rabbit anti-Caspase 3 (Cell Signaling, 9662) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=9662&images=1&size=A4>  
 Rabbit anti-MST1 (Cell Signaling, 3682) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=3682&images=1&size=A4>  
 Rabbit anti-MST2 (Cell Signaling, 3952) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=3952&images=1&size=A4>  
 Rabbit anti-p-SAPK/JNK (Thr183/Tyr185) (Cell Signaling, 4668) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4668&images=1&size=A4>  
 Rabbit anti-SAPK/JNK (Cell Signaling, 9252) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=9252&images=1&size=A4>  
 Rabbit anti-p-AKT (Ser473) (Cell Signaling, 4060) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4060&images=1&size=A4>  
 Rabbit anti-AKT (Cell Signaling, 9272) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=9272&images=1&size=A4>  
 Rabbit anti-p-p38 MAPK (Thr180/Tyr182) (Cell Signaling, 4511) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=4511&images=1&size=A4>  
 Rabbit anti-p38 MAPK (Cell Signaling, 8690) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=8690&images=1&size=A4>  
 Rabbit anti-p-MLC2 (Ser19) (Cell Signaling, 3671) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=3671&images=1&size=A4>  
 Rabbit anti-MLC2 (Proteintech, 10906-1-AP) 1:1000  
<https://www.ptgcn.com/products/MYL2-Antibody-10906-1-AP.htm>  
 Mouse anti-ERK1/ERK2 (ABclonal, A10613) 1:1000  
<https://abclonal.com.cn/catalog/A10613>  
 p-ERK1(T202/Y204)/ERK2(T185/Y187) (ABclonal, AP0472) 1:1000  
<https://abclonal.com.cn/catalog/AP0472>  
 Rabbit anti-Col1a1 (Cell Signaling, 72026) 1:1000  
<https://www.cellsignal.cn/datasheet.jsp?productId=72026&images=1&size=A4>

Antibodies for flow cytometry  
 CD16/32 BioLegend #101302, clone: 93, 1:1000  
<https://www.biolegend.com/en-us/products/purified-anti-mouse-cd16-32-antibody-190>  
 CD45-PerCP/Cy5.5 BioLegend #103131 clone: 30-F11 1:1000  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd45-antibody-4264>  
 CD45-AF700 BD Biosciences #560510 clone: 30-F11 1:800  
<https://www.bdbiosciences.com/content/bdb/paths/generate-tds-document.us.560510.pdf>  
 CD31-PerCP/Cy5.5 BioLegend #102419 clone:390 1:300  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd31-antibody-6668>  
 F4/80-PE Cell Signaling #64763 1:80  
<https://www.cellsignal.cn/datasheet.jsp?productId=64763&images=1&size=A4>  
 CD11c-AF647 BioLegend #117314 clone: N418 1:100  
<https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-cd11c-antibody-2703>  
 CD206-PE Cy7 BioLegend #141720 clone: C068C2 1:100

<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd206-mmr-antibody-8631>  
 CD26 (DPP4)-APC BioLegend #137807 clone: H194-112 1:100  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd26-dpp-4-antibody-6947>  
 CD54 (ICAM1)-PE/Cy7 BioLegend #116121 clone: YN1/1.7.4 1:100  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd54-antibody-14759>  
 Anti-F4/80-Biotin Miltenyi Biotec. #130-116-514 1:100  
<https://www.miltenyibiotec.com/CN-en/products/f4-80-antibody-anti-mouse-reafinity-rea126.html#biotin:30-ug-in-200-ul>  
 Antibodies for immunohistochemistry  
 Rabbit anti-F4/80 #70076 Cell Signaling 1:200  
<https://www.cellsignal.cn/datasheet.jsp?productId=70076&images=0&size=A4>  
 Antibodies for immunofluorescence  
 Rabbit anti-αSMA Cell Signaling #19245 1:5000  
<https://www.cellsignal.cn/datasheet.jsp?productId=19245&images=1&size=A4>  
 Rabbit anti-CD26 (DPP4)-APC BioLegend #137807 clone: H194-112 1:100  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd26-dpp-4-antibody-6947>  
 Rabbit anti-Ki67-eFluor 660 eBioscience #50-5698-82 1:200  
<https://www.thermofisher.cn/cn/zh/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/50-5698-82>  
 Rabbit anti-p-SMAD2 (S465/S467) Cell Signaling #18338, 1:100  
<https://www.cellsignal.cn/datasheet.jsp?productId=18338&images=1&size=A4>  
 Rabbit anti-Col1a1 Cell Signaling #72026 1:100  
<https://www.cellsignal.cn/datasheet.jsp?productId=72026&images=1&size=A4>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                   |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK 293T (CRL-3216) was obtained from American Type Culture Collection (ATCC).    |
| Authentication                                                       | None of the cell lines have been authenticated.                                   |
| Mycoplasma contamination                                             | Frozen batch used for experiment was tested for mycoplasma and resulted negative. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Lats1f/f (024941, C57BL/6-129-CD1), Lats2f/f (027934, C57BL/6-129), Yap1f/f (027929, C57BL/6-129), ob/+ (000632), ROSAmT/mG (007676), Rosa26-floxed STOP-Cas9-EGFP mice (026179), EllaCre (003724), AdipoqCre (028020) and AdipoqCreERT2 (025124) mice were obtained from The Jackson Laboratories. Tazf/f mice (C57BL/6-129) were made as below: a plasmid donor, containing two 34-bp loxP sites in homologous arms flanking the exon 2 of Wwtr1 gene, was designed to generate a Wwtr1 floxed allele by homologous recombination. Rosa26-floxed STOP-Cas9-EGFP mice were crossed with either EllaCre or AdipoqCre to generate a mouse line with constitutive expression of CAS9 in all tissues or in adipocytes. Unless noted otherwise, mice are on C57BL/6 background. The sex and age of all the strains were indicated in the legends. Mice were housed in temperature (22 ± 1°C)- and humidity (60 ± 10%)-controlled rooms under a 12-h light-dark cycle, provided with chow diet and water ad libitum, except for fasting experiments. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All animal procedures were performed in compliance with protocols approved by the Institutional Animal Care and Use Committee of Peking University and conformed to the Guide for the Care and Use of Laboratory Animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

Inguinal scWAT was minced with scissors and digested with Collagenase Type I (180 U/ml, Worthington, LS004216) in SVF buffer [1.1 mM CaCl<sub>2</sub>, 2.7 mM KCl, 118 mM NaCl, 0.5 mM MgCl<sub>2</sub>, 0.4 mM NaH<sub>2</sub>PO<sub>4</sub>, 20 mM HEPES, 5.5 mM Glucose, 1% BSA (fatty-acid free)] at 37°C with agitation at 100 rpm for 50 min. The digested cell suspension was centrifuged at 520 × g for 5 min, resuspended in SVF buffer and passed through a 40-µm strainer. Floated cells were collected as adipocytes, and pelleted cells were resuspended in red blood cell lysis buffer (0.15 M NH<sub>4</sub>Cl, 10 mM NaHCO<sub>3</sub>, 1.1 mM EDTA) for 5 min at RT and then quenched in SVF buffer. Next, cells were collected by centrifugation at 520 × g for 5 min and recovered in FACS buffer (PBS containing 2% FBS and 1 mM EDTA) for further staining.

### Instrument

Beckman Coulter CytoFLEX S

### Software

CytExpert v2.3.0.84 , Flowjo v10.

### Cell population abundance

The abundance of cell populations was presented in the graphs in Figure 5g, Extended Data Figure 8a and Extended Data Figure 9l.

### Gating strategy

We first gated the singlets by FSC-A and FSC-H, and exclude dead cells. Specific cell populations were determined by markers listed below.

Macrophages: CD45+/F4/80+; M1 macrophages: CD45+/F4/80+/CD11c+/CD206-; M2 macrophages: CD45+/F4/80+/CD11c-/CD206+. GFP+DPP4+ cells: CD45-CD31-GFP+DPP4+ ; DPP4+ cells: CD45-CD31-DPP4+; DPP4- cells: CD45-CD31-DPP4- cells; DPP4+ ICAM1-cells: CD45-CD31-DPP4+ICAM1-; DPP4- ICAM1+ cells: CD45-CD31-DPP4-ICAM1+.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

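Counts per gene were analysed for floated adipocytes of inguinal scWAT from male mice at postnatal day 7, in 6 libraries: 3 of L1L2-FF mice and 3 of L1L2-AKO mice, each from a pool of 4 mice. The libraries were assigned to a genotype and a replicate number by the submitters' labels.

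The authors sequenced the libraries as paired ends on a BGISEQ-500, checked the reads with FastQC, aligned them to mm10 with HISAT2, sorted and indexed the alignments with SAMtools and analysed them with StringTie. The deposited values are raw counts per gene symbol: whole numbers without normalization. The gene annotation, the program that made the counts and its strand setting are not named in the paper's text. The TPM values behind Supplementary Fig. 3l were not used here.

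The table holds 37384 gene symbols, and 0 rows name no gene. Total counts per library ranged from 30548473 to 32107917, with a median of 31492835 in L1L2-FF and 31018213 in L1L2-AKO. At this depth a gene with a count of 3 or fewer in all libraries of a genotype was treated as at the floor, and a fold change against such a group is given as a lower bound. With 3 libraries per genotype, a permutation test cannot give a two-sided p under 0.1.

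Gene symbols were matched to GENCODE M21, the annotation of mm10 that was at hand: 36888 by symbol, 385 through a synonym, and 111 not found. Positions, exon lengths and GC content come from it, and 99.9% of the tested genes had both length and GC content. For each named gene, overlapping genes and the share of its 50-base stretches that occur in transcripts of another gene were counted.

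Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The main comparison of L1L2-AKO with L1L2-FF used the counts as deposited, the default filter of edgeR's filterByExpr with the genotype given (minimum count 10, minimum total count 15), which kept 15674 genes and left out 21710, TMM normalization, and edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F statistic. Gene lists were tested as sets with limma's camera on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, and with fry beside it.

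The 18 lists were: the genes of Supplementary Fig. 3l, the YAP signature of Supplementary Fig. 2b, adipocyte identity genes and fibrosis genes that the paper measured, markers of macrophages, T and B cells, neutrophils and mast cells, endothelial cells, mural cells, progenitors, red cells, skeletal muscle, Schwann cells and mature adipocytes, and thermogenic, lipogenic, proliferation, and immediate-early and stress genes. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from the alternatives marked otherwise in the text. The genes named were drawn from those that the paper names for L1L2-AKO mice, L1L2-AKO adipocytes or Supplementary Fig. 3l, the 5 largest rises and 5 largest falls among genes past the threshold with an average log2 CPM of at least 3 and no overlap between the genotypes, the 3 most abundant genes of each marker list, and the members that carry a list's test. Of the genes drawn by this rule, 1 is not reported here.

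The alternatives were DESeq2's median-of-ratios size factors in place of TMM, library size alone, upper-quartile normalization, the 20 most abundant genes left out of the library sizes, DESeq2's Wald test, limma-voom, edgeR's robust setting, no filter on low counts, at least 10 counts in every library, an added threshold of 2-fold, replicate number as a block, each library left out in turn, fry, camera with an estimated correlation, and a prior count of 0.5. Added after the data were seen were offsets for GC content and exon length, a TPM scale, and the Supplementary Fig. 3l list without its leukocyte integrins.

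The tests were checked on simulated counts with the means and library sizes of the real libraries, in which 200 genes were changed by 2-fold or 4-fold and the dispersion was 0.04 for every gene. On 15735 simulated genes, edgeR's quasi-likelihood test recovered 100% of the 4-fold and 57.1% of the 2-fold changes among the genes it tested, with 6 false calls among 159. DESeq2 made 177 calls on 23498 simulated genes, 25 of them false. With no gene changed, edgeR made 0 calls among 15735 genes. Of 100 unchanged lists of 18 genes, camera gave a p under 0.05 for 3, fry for 5 and camera with the estimated correlation for 0. The simulated genes were drawn independently and the lists at random. These counts therefore do not show how the set tests behave for lists whose genes vary together, such as cell type markers.

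Replicates of a genotype differed from each other by more than sampling noise, so none was a copy of another of its genotype. *Xist* had at most 14 counts in a library, and genes of the Y chromosome were counted in all 6 libraries.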

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

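In this part, the comparison of the genotype with the other groupings of the libraries was set before its result was seen. The tests of library size, GC content and length, abundant genes, shared sequence, scaling and the share of adipocyte RNA were chosen after the results they bear on had been seen. *Lats2* was higher in the libraries labelled L1L2-AKO, against the label, so every direction below is that of the labels.

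The paper reports 18 genes from these libraries, and the difference between the libraries was much wider. Among the genes the paper does not discuss, 2530 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1412 higher and 1118 lower in the libraries labelled L1L2-AKO. Of the 15674 genes tested, 5705 (36.4%) had no overlap between the genotypes, where chance gives 10%. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many genes, the split by genotype. The other 9 splits gave 0 genes each, with between 143 and 1243 genes at an unadjusted p under 0.05 against 4828 for the genotypes. Each of those 9 splits mixes the genotypes, so the difference between the genotypes widens the spread within its groups and lowers its count. With so few libraries the share of splits with as many genes cannot fall below 0.1. A grouping by chance therefore cannot be told apart from the genotype by this count alone. The tables argue against 3 technical explanations. Library sizes overlapped, and the median total of L1L2-AKO was 0.985 times that of L1L2-FF. Of the 2580 genes past the threshold, 2492 kept their direction and stayed past it after trends with GC content and exon length were removed, and 2570 did so with the 20 most abundant genes left out of the library sizes. Left open are the genotype itself and the mixture of cells in the floated fraction, and with each library left out in turn the number of genes lay between 1281 and 2845.

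The largest rises were in genes that the paper does not name. *Ripply1* had 0 counts in all 3 L1L2-FF libraries and 1847, 7549 and 8442 counts in the libraries labelled L1L2-AKO, which makes it at least 2034-fold higher. *Ccn5* rose from 0.285 ± 0.0258 to 412 ± 263 CPM (SD, n = 3 each), a log2 fold change of 10.48. *Gm9696*, *Palm3* and *Cntn2* had log2 fold changes of 7.65, 6.93 and 6.72, and all passed the adjusted p-value of 0.05 in edgeR's test with Benjamini-Hochberg adjustment. The adjusted p-value of *Cntn2* was 0.0548 with limma-voom. In all 5 genes the lowest of the 3 libraries labelled L1L2-AKO was replicate 1. The largest falls were in *Amy1*, *Ces1f*, *Ces1d*, *Cfd* and *Thrsp*, with log2 fold changes of -4.86, -4.75, -4.27, -4.14 and -3.70. Reads shared with another listed gene do not account for the bulk of these 10 changes: the highest share of 50-base stretches in common with a listed gene was 31.8%, for *Amy1* with *Rnpc3*, and the shared reads leave the size of the *Amy1* change uncertain. Whether the rises stem from adipocytes or from other cells in the fraction was not tested, and the genotype stays open as a biological explanation.

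All 18 macrophage markers were higher in the libraries labelled L1L2-AKO, each with an adjusted p-value under 0.05 in edgeR's test with Benjamini-Hochberg adjustment, with a median log2 fold change of 1.57. The paper states that *F4/80* mRNA is higher in whole L1L2-AKO scWAT from P7 on (Fig. 4a) and that F4/80-positive cells are more numerous at 3 weeks, in other samples, and does not report these markers from these libraries. The list had the smallest camera p of the 18 lists, 6.7e-13 after Benjamini-Hochberg adjustment, with 0.0141 by fry and 0.393 with the estimated correlation. The most abundant of them rose from 71.4 to 256 CPM (*Mrc1*), from 71.2 to 150 CPM (*Lyz2*, which shares sequence with a paralog) and from 64.6 to 152 CPM (*Csf1r*). In the L1L2-FF libraries, 17 of the 18 genes already exceeded 1 CPM in every library, and 2 are also held by another list. A lower share of adipocyte RNA would raise the markers of all other cell types alike, and the Schwann cell markers moved the other way, with a median log2 fold change of -1.69. The choice of scaling did not remove the rise: over the alternative scalings the median log2 fold change of the markers was at least 1.53, where the median of all genes shifted by at most 0.0842, and at least 17 of the 18 markers kept an adjusted p-value under 0.05 in edgeR's test. A candidate explanation is more macrophage RNA in the floated fraction, which may come from more macrophages or from macrophages that cling to or float with the adipocytes. The libraries cannot separate this from a change of expression within adipocytes, and the hypothesis was found and tested on the same data.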

How the results depend on the processing

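The number of genes past an adjusted p-value of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 2580. It lay between 2413 and 3370 under the other normalizations, tests and count filters, and 3370 is the number of DESeq2's Wald test. Adding a threshold of 2-fold gave 1366 genes, 839 higher and 527 lower, by construction of that threshold. With each library left out in turn it ranged from 1281 to 2845, with 777 to 1552 higher and 467 to 1293 lower. The numbers were 1290 without L1L2-FF replicate 1, 1281 without L1L2-AKO replicate 2 and 1374 without L1L2-AKO replicate 3, each with 1 library fewer. Of the 2580 genes, 1256 to 2213 were past the threshold in the same direction in these fits. On the TPM scale, added after the data were seen, 1683 genes were higher and 763 lower (68.8% higher), against 1455 and 1125 (56.4% higher), and the median log2 fold change of all genes shifted by 0.08. With the upper-quartile factors 1347 were higher and 1297 lower. The cause was not tested.

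*Lats1* stayed lower and past the threshold under every alternative run. *Lats2* stayed higher in the libraries labelled L1L2-AKO under every alternative. Without one library its log2 fold change ranged from 0.55 to 0.78, and its adjusted p-value in edgeR's test was 0.100 without L1L2-FF replicate 1, 0.0651 without L1L2-FF replicate 3, 0.104 without L1L2-AKO replicate 2 and 0.0946 without L1L2-AKO replicate 3, in fits with fewer libraries.

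Of the Supplementary Fig. 3l genes, 12 were higher under every alternative that keeps all libraries, and 11 to 13 without one library. The number higher with an adjusted p-value under 0.05 was 8. It was 6 with library size alone, where *Itga4* and *Itgb2* lost the call, and 7 with upper-quartile factors, where *Itga4* did. Without one library it ranged from 2 to 8: 3 without L1L2-FF replicate 1, 8 without L1L2-FF replicate 2, 2 without L1L2-FF replicate 3, 3 without L1L2-AKO replicate 1, 2 without L1L2-AKO replicate 2 and 3 without L1L2-AKO replicate 3. *Acta2* and *Itgam* kept their call in all 6 of these fits. The number lower ranged from 0 to 1, and *Itgae* kept its call only without L1L2-FF replicate 2, while 1 gene was lower at an unadjusted p under 0.05 in each fit. The camera p of the list was 0.00585 and that of fry 0.00561. Without its 5 leukocyte integrins, an alternative added after the data were seen, they were 0.0472 and 0.0333, and on the TPM scale the camera p was 0.0116. It lay between 0.00208 and 0.0322 without one library and was 0.0889 with the estimated correlation. Of the 18 lists, 11 passed by camera, 7 by fry and 0 with the estimated correlation, where 1 list had an unadjusted p under 0.05. The 4 lists lost under fry were those of Schwann cells, skeletal muscle, thermogenic and lipogenic genes.

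Replicate numbers do not pair the libraries. The deviations of same-numbered libraries from their group means correlated at 0.188, 0.255 and -0.0544 across genes for numbers 1, 2 and 3, and neither the paper nor the labels name a shared litter or day. With replicate number as a block, 2514 genes passed, 2218 of them among the 2580 in the same direction. Among the Supplementary Fig. 3l genes 6 were higher and 0 lower with an adjusted p-value under 0.05, with 1 lower at an unadjusted p under 0.05. The list of neutrophil and mast cell markers reversed, with an adjusted p-value of 0.998, and 14 lists passed.

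Reversals were confined to results that differed by less than the replicate error. With upper-quartile factors *Stk3* had a log2 fold change of -0.0150. On the TPM scale *Smad2*, *Tead2* and *Col3a1* had 0.0635, 0.0661 and 5.2e-04. Without one library the log2 fold change ranged from -0.0707 to 0.46 for *Dpp4*, from -0.19 to 0.14 for *Tead2*, from -0.0113 to 0.34 for *Col6a2*, from -0.35 to 0.0654 for *Eln*, from -0.0289 to 0.0744 for *Stk3*, from -0.17 to 0.41 for *Mki67*, from -0.24 to 0.11 for *Col3a1*, from -0.0775 to 0.0258 for *Smad2*, from -0.15 to 0.28 for *Itga3*, from -0.40 to 0.0637 for *Col6a3* and from -0.30 to 0.0699 for *Itga5*. The adjusted p-value of a list ranged from 0.221 to 0.769 for red cell markers, from 0.0146 to 0.811 for proliferation genes, which reversed without L1L2-FF replicate 2, and from 0.321 to 0.932 for neutrophil and mast cell markers. The robust setting of edgeR does not apply to camera and was not run for the lists, and DESeq2 gives no log2 CPM for them. Small changes are where the data limit the results, since the simulation recovered 57.1% of 2-fold changes.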

Differences from the paper's values

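For the adipocytes of P7 scWAT the paper gives a reduction of about 70% for both *Lats1* and *Lats2*, measured by quantitative PCR in other pools of mice (Supplementary Fig. 3c). Quantitative PCR measures the stretch between its primers, whereas a count per gene takes in all exons, floxed or not. The values are therefore unlike measures and need not match. In the counts, *Lats2* had a reduction of -56.2% in the libraries labelled L1L2-AKO, that is, a rise. Under the alternatives set before the data were examined this value ranged from -71.4% to -46.4%, and none of them closed the gap. None of these alternatives separates exons, so they could not test the difference in measure. *Lats1* had a reduction of 51.5% against the paper's 70%, smaller by more than the replicate SD of 1.39 percentage points and by less than 1.5 times. Under the same alternatives it ranged from 48.0% to 53.6%, and none reached the paper's value.

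The paper states an increase of ECM remodeling genes and makes no statement on each single gene of the panel of Supplementary Fig. 3l. In the counts, 6 of its 18 genes had a lower fitted level in the libraries labelled L1L2-AKO. *Itgae* was lower with a log2 fold change of -1.38, and *Col1a2*, *Col6a3*, *Eln*, *Itga5* and *Itga8* were lower by less than the replicate error, with log2 fold changes of -0.24, -0.11, -0.20, -0.11 and -0.21.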

Other observations

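The tests of explanations in this part were chosen after the result they bear on had been seen. The set tests of the lists, edgeR's tests of genes and the fits without a library were fixed before the data were examined. Directions are those of the labels, against which *Lats2* goes.

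*Lats2* counts were higher in the libraries labelled L1L2-AKO. Exchanged labels are argued against by the fibrosis genes that the paper found raised in L1L2-AKO scWAT: 10 of 12 were higher in the libraries labelled L1L2-AKO with an adjusted p-value under 0.05 in edgeR's test, and *Lats1* was lower. The choice of scaling is argued against too, since the lowest log2 fold change of *Lats2* over the alternative scalings was 0.61. Reads of the readthrough transcript that joins *Lats2* to *Xpo4* cannot be told apart from reads of *Lats2*. *Xpo4* had a log2 fold change of 0.31 (standard error 0.204, adjusted p = 0.364 from edgeR's test with Benjamini-Hochberg adjustment), and the few exons it shares with that transcript would hide a small rise. Another candidate explanation is that deletion of the floxed exons leaves a transcript whose other exons are still counted, or that its transcription rose. It was not tested, because counts per gene do not show single exons and the paper's text does not name the floxed exons. The paper's quantitative PCR primers for *Lats2* lie in exon 5 of its 8-exon transcript, at 57697023 to 57697042 and 57696951 to 57696970 on chromosome 14, and report on that exon alone.

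The rise of *Itgam* and *Itgb2* in the panel of Supplementary Fig. 3l may come in part from macrophage RNA in the floated fraction, since 18 of 18 macrophage markers rose with an adjusted p-value under 0.05 in edgeR's test. For *Acta2*, *Col1a1* and *Fn1*, RNA of macrophages cannot be told apart from a rise in other cells. Their levels rose by 143, 1413 and 351 CPM, which is 0.777, 7.67 and 1.90 times the largest rise of a macrophage marker, that of *Mrc1* by 184 CPM, and how much of the 3 genes macrophages express beside *Mrc1* is not known here. These libraries hold no profile of macrophages alone.

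The fibrosis genes of Fig. 1m, which the paper measured in whole scWAT, had a median log2 fold change of 1.05 in these adipocyte libraries (camera p 5.1e-05 after Benjamini-Hochberg adjustment over the lists). *Lox*, *Tagln* and *Mmp14* had log2 fold changes of 3.00, 2.67 and 0.73, the last with an adjusted p-value of 0.0764 without L1L2-AKO replicate 2 and 0.0644 without L1L2-AKO replicate 3 in edgeR's test, whereas *Col3a1* did not differ (-0.07) and *Mmp2* had -0.93 with an adjusted p-value of 0.0662 in edgeR's test. The 6 adipocyte identity genes all had a lower fitted level (median -0.62, camera p 5.8e-04 after adjustment). *Slc2a4*, *Adipoq* and *Pparg* passed an adjusted p-value of 0.05 in edgeR's test, with log2 fold changes of -1.81, -1.26 and -0.59 (the adjusted p-value of *Pparg* was 0.0624 without L1L2-FF replicate 1, 0.0697 without L1L2-AKO replicate 2 and 0.0547 without L1L2-AKO replicate 3), and *Fabp4*, *Lipe* and *Plin1* did not. Of 15 mature adipocyte markers, 8 were lower past the threshold, and their median was -1.20 (camera p 9.1e-04 after adjustment), while the abundant *Lpl* and *Scd1* did not differ. In the YAP signature of Supplementary Fig. 2b, 19 of 58 tested genes were higher and 2 lower past the threshold (median 0.39, camera p 1.0e-04 after adjustment). *Ccn2* had a log2 fold change of 1.58. Its adjusted p-value in edgeR's test was 0.0616 without L1L2-FF replicate 1, 0.0548 without L1L2-AKO replicate 2 and 0.0509 without L1L2-AKO replicate 3. *Ankrd1*, at most 1 count in an L1L2-FF library, was at least 9.86-fold higher. *Ccn1*, another gene of the signature, had a log2 fold change of 0.59 that did not pass the threshold (adjusted p = 0.239 in edgeR's test).

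*Tgfb1*, *Tgfb2* and *Tgfb3* were higher in the libraries labelled L1L2-AKO, with log2 fold changes of 0.63, 1.32 and 2.19 and adjusted p-values of 0.0172, 0.0162 and 0.00139 in edgeR's test with Benjamini-Hochberg adjustment. The call of *Tgfb1* was lost without L1L2-FF replicate 3 (0.0509) or L1L2-AKO replicate 2 (0.0659), and that of *Tgfb2* without L1L2-FF replicate 1 (0.0553), L1L2-AKO replicate 2 (0.0657) or L1L2-AKO replicate 3 (0.0613), while *Tgfb3* kept it in all 6 fits without a library. The paper states an increase of *Tgfb* mRNA in L1L2-AKO mice. It reports no induction of the 3 genes in another experiment, in adipocytes differentiated in culture and made *Lats1/2*-deficient with guide RNAs (Supplementary Fig. 6j). The choice of scaling does not account for the rise, since the lowest log2 fold change of the 3 genes over the alternative scalings was 0.60. Which cells of the fraction express them was not tested, and the genotype stays open. *Tgfbr1* and *Tgfbr2* had log2 fold changes of 0.42 and 1.04, and the adjusted p-value of *Tgfbr1* rose above 0.05 in 4 of the 6 fits without a library, up to 0.153 without L1L2-AKO replicate 2.

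*Ccl2* rose from 22.6 ± 6.92 to 101 ± 28.4 CPM (SD, n = 3 each), a log2 fold change of 2.15, and *Ccl7* had a log2 fold change of 3.78. Both passed an adjusted p-value of 0.05 in edgeR's test in all 6 fits without a library. The paper shows *Ccl2* in adipocytes of pooled P7 L1L2-AKO scWAT (Supplementary Fig. 8e), and its legend does not say whether those are the same pools.

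All 8 Schwann cell markers were lower in the libraries labelled L1L2-AKO, with a median log2 fold change of -1.69 (camera p 5.6e-04 after Benjamini-Hochberg adjustment, 0.0502 by fry and 0.395 with the estimated correlation). All 8 exceeded 1 CPM in every L1L2-FF library and none is in another list. *Mbp* fell from 217 to 94.7 CPM and *Prx* from 52.9 to 19.7 CPM, the latter without passing the threshold, and 5 of the 8 passed an adjusted p-value of 0.05 in edgeR's test. Since 8 of 8 fell together, the values are consistent with less RNA of Schwann cells in the fraction. L1L2-FF replicate 2 held the most *Mbp* and *Prx*, but the adjusted camera p of the list was 8.0e-04 without that library. Whether nerve fragments were carried over unevenly at dissection or the tissue held fewer of them was not tested.

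The 12 immediate-early and stress genes all had a lower fitted level in the libraries labelled L1L2-AKO (median -0.96, camera p 4.7e-05 after adjustment, 0.0441 by fry), 7 of them with an adjusted p-value under 0.05 in edgeR's test. *Fos*, *Fosb* and *Ier2* had log2 fold changes of -0.97, -1.61 and -1.67. The list was made for the response of cells to stress and dissociation. A difference in handling cannot be told apart from an effect of the genotype, because either would lower the 12 of 12 genes that fell, and the labels give no day of preparation.

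The other lists, with their median log2 fold change and camera p after Benjamini-Hochberg adjustment, were as follows. Skeletal muscle markers had -1.07 and 0.0234, with 6 of 10 genes tested, and 0.0501 without L1L2-FF replicate 2. Lipogenic genes had -0.77 and 0.0164, and 0.152 without L1L2-FF replicate 3 or 0.0529 without L1L2-AKO replicate 2. Thermogenic genes had -0.57 and 0.0458, and 0.244 without L1L2-FF replicate 3, 0.0568 without L1L2-AKO replicate 1 or 0.0669 without L1L2-AKO replicate 3. Markers of T and B cells had 0.79 and 0.0562, and 5.9e-04 without L1L2-FF replicate 2 or 0.00949 without L1L2-AKO replicate 1. Mural cell markers had -0.74 and 0.0708, and 0.0159 without L1L2-AKO replicate 1. Proliferation genes had 0.25 and 0.103, and fell under 0.05 without L1L2-FF replicate 1 (0.0322), L1L2-FF replicate 3 (0.0146) or L1L2-AKO replicate 3 (0.0151). Endothelial markers had -0.45 and 0.104, and 0.0123 without L1L2-AKO replicate 1. Progenitor markers had -0.11 and 0.487, red cell markers -0.19 and 0.531, and markers of neutrophils and mast cells 0.07 and 0.831. *Dpp4*, which the paper uses as a progenitor marker, did not differ (0.09). Hemoglobin genes share reads among near-identical copies, and so do the T cell receptor constant genes, so their counts are uncertain.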
